# A CYBDOM protein impacts iron homeostasis and primary root growth under phosphate deficiency in Arabidopsis

**DOI:** 10.1038/s41467-023-43911-x

**Published:** 2024-01-11

**Authors:** Joaquín Clúa, Jonatan Montpetit, Pedro Jimenez-Sandoval, Christin Naumann, Julia Santiago, Yves Poirier

**Keywords:** Plant physiology, Abiotic, Plant development

## Abstract

Arabidopsis primary root growth response to phosphate (Pi) deficiency is mainly controlled by changes in apoplastic iron (Fe). Upon Pi deficiency, apoplastic Fe deposition in the root apical meristem activates pathways leading to the arrest of meristem maintenance and inhibition of cell elongation. Here, we report that a member of the uncharacterized cytochrome b561 and DOMON domain (CYBDOM) protein family, named CRR, promotes iron reduction in an ascorbate-dependent manner and controls apoplastic iron deposition. Under low Pi, the *crr* mutant shows an enhanced reduction of primary root growth associated with increased apoplastic Fe in the root meristem and a reduction in meristematic cell division. Conversely, *CRR* overexpression abolishes apoplastic Fe deposition rendering primary root growth insensitive to low Pi. The *crr* single mutant and *crr hyp1* double mutant, harboring a null allele in another member of the CYDOM family, shows increased tolerance to high-Fe stress upon germination and seedling growth. Conversely, *CRR* overexpression is associated with increased uptake and translocation of Fe to the shoot and results in plants highly sensitive to Fe excess. Our results identify a ferric reductase implicated in Fe homeostasis and developmental responses to abiotic stress, and reveal a biological role for CYBDOM proteins in plants.

## Abstract (web summary)

Iron deposition in cell walls inhibits Arabidopsis root growth under phosphate deficiency. A protein with iron reductase activity belonging to an uncharacterized CYBDOM family was identified which modulates this process and affects iron homeostasis.

## Introduction

Phosphorus (P) and iron (Fe) are both essential elements for plants. P is found in cells in the form of orthophosphate (PO_4_^–3^) and is included in nucleic acids, proteins, lipids, and numerous other small molecules playing essential roles in energy metabolism, such as adenosine triphosphate (ATP)^1^. Fe cycles between two oxidation states, Fe^3+^ (ferric) and Fe^2+^ (ferrous), and participates in numerous fundamental processes and pathways involving redox reactions, including respiration and photosynthesis^2^. Although typically abundant in most soils, both P and Fe are largely present in insoluble forms, with P often forming complexes with Fe (hydro)oxides. In most soils, the amount of soluble inorganic phosphate (Pi; H_2_PO_4_^–^ or HPO4^–2^), the form of P acquired by plant roots, is typically 0.5–10 µM, while the concentration of soluble Fe in well-aerated soils can be as low as 100 pM in calcareous soils^3,4^. In waterlogged soils with an acidic pH and low redox potential, as are often encountered in many wetland rice (*Oryza sativa*)-growing areas, high levels of Fe^2+^ can lead to iron toxicity^5^. In all plants, except members of the Gramineae, the main strategy to acquire Fe through the roots involves three main steps: (1) Fe^3+^ solubilization from the soil via acidification, implicating H^+^-ATPase pumps such as AHA2, as well as the release of low molecular weight organic compounds capable of chelating Fe^3+^, such as malate, flavins, and coumarins; (2) the reduction of soluble Fe^3+^ to Fe^2+^ by the plasma membrane ferric reductase FRO2; and (3) the import of Fe^2+^ via the IRT1 transporter^6–9^. Similarly, the acquisition of Pi from P–Fe insoluble complexes also involves Pi solubilization via medium acidification and the release of organic acids (citrate, malate), followed by H^+^–Pi co-transport by PHT1 transporters^10^.

Numerous interactions have been described in the pathways involving Fe and Pi homeostasis^11^; for example, Pi deficiency was shown to result in an increased plant Fe content^12–14^ and the downregulation of numerous genes involved in Fe acquisition, such as *IRT1* and *FRO2*, while at the same time increasing the expression of other genes, such as *FER1* and *YSL8*, implicated in Fe storage and transport, respectively^13,15–17^. Conversely, Fe deficiency can result in Pi accumulation^18,19^. Strong evidence indicates that this pattern of co-regulation is not simply the result of the increased availability of Fe under Pi-deficient conditions, and vice-versa, comes from the implication of two central regulators of Pi and Fe homeostasis. PHR1 and its close homolog PHL1 are members of the GARP family of transcription factors and are responsible for the majority of the transcriptional changes occurring under Pi deficiency^20^. Several of the Fe-homeostasis genes activated by Pi deficiency, such as *FER1*, are direct targets of PHR1^21,22^. In the Fe pathway, members of the Brutus family of E3 ligases (BTS, BTSL1, and BTSL2 in *Arabidopsis thaliana* and HRZ, HRZ2, and HRZ3 in rice) participate in the degradation of key transcription factors involved in Fe homeostasis, such as FIT in *A. thaliana* and PRI in rice, and are also thought to act as Fe sensors^23–27^. A recent study in rice has shown that HRZ1 and HRZ2 interact with and mediate the degradation of PHR2 (the rice orthologue of PHR1), explaining why Fe deficiency can attenuate the Pi deficiency response^28^. Furthermore, the same study found that PHR2 transcriptionally downregulates the expression of the HRZs. PHR1/2 and BTS/HRZ thus form a reciprocal inhibitory module contributing to the coordination of Pi and Fe homeostasis.

Interactions between Pi and Fe also influence root growth^29^. While primary root growth is inhibited under either Pi or Fe deficiency, combined Fe and Pi deficiency results in a reversion of this growth suppression. Genetic screens involving mutants in the response of primary root growth under Pi deficiency have identified several genes involved in the Fe–Pi interaction during root growth. *LPR1* encodes a ferroxidase that converts Fe^2+^ to Fe^3+^, while *PDR2* encodes an endoplasmic reticulum (ER)-localized P5-type ATPase thought to negatively affect LPR activity via an unknown mechanism^30–33^. While the primary root growth of the *lpr1* mutant is unaffected by Pi deficiency, the *pdr2* mutant is hypersensitive under the same condition^31,32,34^. Additional components of the pathway include the malate efflux channel ALMT1; the STOP1 transcription factor, which regulates *ALMT1* expression; the ALS3 and STAR1 subunits, which together form a tonoplast ABC transporter complex; and the CLE14 peptide receptors CLV2 and PEPR2^35–38^. The current model proposes that, under Pi-deficient conditions, malate secretion mediated by ALMT1 chelates Fe^3+^, allowing its accumulation in the apoplast of the root meristem and elongation zones, where it inhibits cell elongation and division. Apoplastic Fe^3+^ would participate in a redox cycle implicating the LPR1 ferroxidase, generating reactive oxygen species (ROS) and leading to a reduction in cell-to-cell communication via callose deposition, meristem differentiation by the activation of the CLE14–CLV2/PERP pathway, and a reduction in cell wall extensibility by the action of peroxidases^35,39,40^. Blue light has also been implicated in this pathway, both as a cryptochrome-mediated signal transmitted to the roots and as a catalyst in Fenton reactions^41,42^. Potential role for ferric reductase participating in this redox cycle is yet to be elucidated^39,43,44^.

We recently identified the ER chaperones Calnexin1 (CNX1) and Calnexin2 (CNX2) as components of the Fe-dependent inhibition of primary root growth under Pi deficiency, as the *cnx1 cnx2* double mutant shows greater Fe-dependent reduction of primary root growth under Pi deficiency compared to Col-0^45^. A proteomic analysis of the *cnx1 cnx2* double mutant identified a reduction in the amount of an uncharacterized CYB561 protein with a N-terminal DOMON domain, hereafter named CRR. Here, we show that CRR encodes a plasma membrane-localized ferric reductase that participates in Fe homeostasis as well as in the control of primary root growth under Pi deficiency.

## Results

### *CRR* encodes a CYBDOM protein that is less abundant in the *cnx1 cnx2* double mutant

In a previous work, we showed that the *A. thaliana cnx1 cnx2* double mutant showed a reduction in primary root growth under Pi deficiency, which was associated with an increased apoplastic Fe accumulation at the root meristem^45^. Since the CNX proteins are components of the ER protein folding and quality control machinery, we hypothesized that the root phenotype of the *cnx1 cnx2* mutant could be a consequence of the misfolding, degradation, and/or destabilization of a particular set of proteins. To test this hypothesis, we performed a proteomic analysis of Col-0 and *cnx1 cnx2* mutant roots grown for 7 days in Pi-sufficient or -deficient conditions (+Pi or –Pi, respectively). In the +Pi condition, there were only 18 differentially abundant proteins between Col-0 and the *cnx1 cnx2* mutant, whereas in the –Pi condition, there were 136 differentially abundant proteins (Supplementary Data 1 and Supplementary Fig. 1a). The higher number of differentially abundant proteins in the –Pi treatment likely reflects the fact that the *cnx1 cnx2* mutant only showed a root growth phenotype under Pi deficiency^45^. A Gene Ontology (GO) analysis of the differentially abundant proteins revealed they were enriched in functions related to ER stress, protein repair, and the response to unfolded proteins, indicating a predominant effect on ER protein homeostasis in the *cnx1 cnx2* mutant (Supplementary Fig. 1b).

To identify candidate genes implicated in the primary root growth phenotype of the *cnx1 cnx2* mutant, we focused on proteins that were differentially abundant in both the +Pi and –Pi conditions. Among the seven proteins differentially expressed in both conditions, there was a member of the CYBDOM family (AT3G25290) that we named CRR for CYBDOM ROOT REDUCTION (Supplementary Fig. 1c). As a typical CYBDOM protein, CRR contains a signal peptide at its N-terminal end, followed by a DOMON domain (IPR005018) and a cytochrome b561 (CYB561) (PS50939) (Fig. 1a and Supplementary Fig. 2a). CYBDOM proteins have unknown functions in plants, and the *A. thaliana* genome encodes 10 of them^46^. Notably, the mouse and human genomes each contain a single CYBDOM protein, named SDR2, and expression of the mouse SDR2 in *Xenopus* oocytes revealed Fe^3+^ reductase activity^47^. As expected for CYBDOM members, the CYB561 domain of CRR contains five transmembrane alpha helices as well as four conserved histidine groups involved in coordinating two heme *b* molecules^48^ (Fig. 1a, Supplementary Fig. 2a, b). The N-terminal DOMON domain is predicted to be located in the apoplast and contains a conserved methionine and histidine previously shown to be involved in coordinating another *b* heme group in the cellobiose dehydrogenase of the fungus *Phanerochaete chrysosporium*^48,49^ (Fig. 1a, Supplementary Fig. 2a, b).

**Fig. 1:**
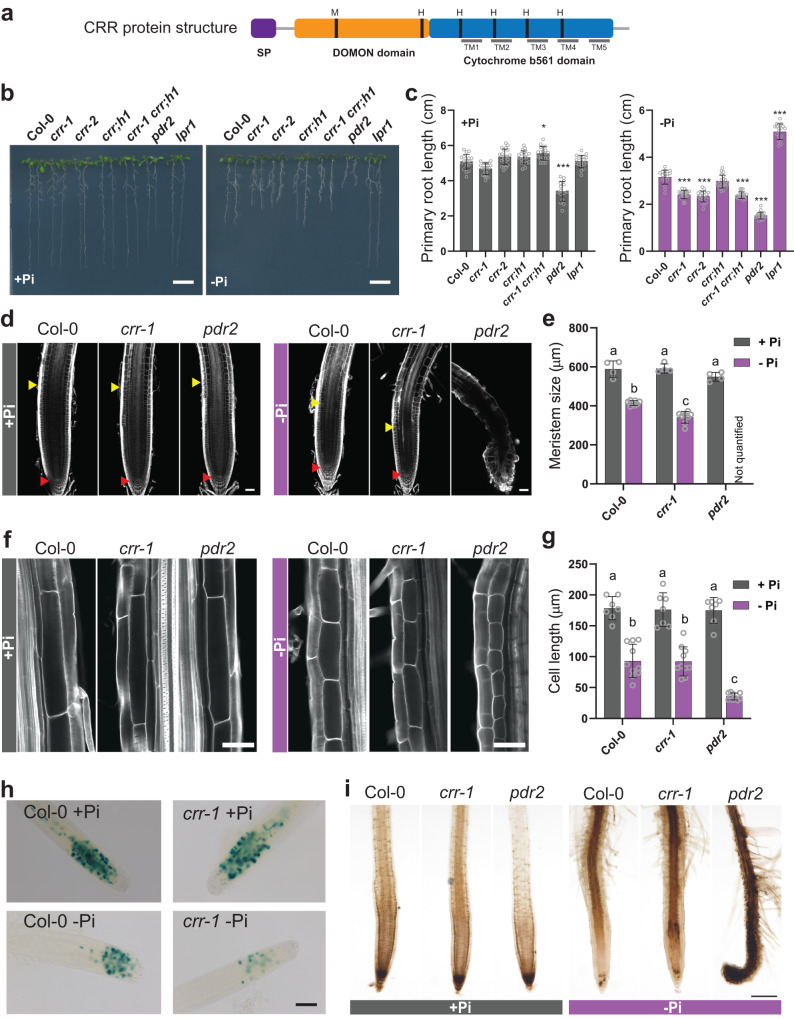
*CRR* encodes a CYBDOM protein involved in primary root growth under phosphate deficiency. **a** Diagram of the CRR protein structure showing the positions of the signal peptide (SP), the DOMON and cytochrome b561 domains, the five transmembrane (TM) alpha helices, and the conserved methionine (M) and histidine (H) residues. **b** Phenotypes of Col-0, *crr-1*, *crr-2*, *crr;h1*, *crr-1 crr;h1*, *pdr2*, and *lpr1* seedlings grown for seven days in Pi-sufficient (+Pi) or Pi-deficient (–Pi) conditions. Scale = 1 cm. **c** Quantification of the primary root length at seven days after germination in +Pi and –Pi. The statistical differences were analyzed using a one-way ANOVA followed by Tukey’s multiple comparisons test. Significant differences to Col-0 are indicated (***P  <  0.001; **P  <  0.01; *P  <  0.05). **d** Root apical meristem (RAM) structure of Col-0, *crr-1*, and *pdr2*. Red arrows indicate the quiescent center and yellow arrows indicate the end of the meristematic zone. **e** Quantification of the size of the RAM. For each genotype *n* = 4 and 8 for +Pi and –Pi, respectively. **f** Representative images showing the lengths of the cells in the root differentiation zone. In (**d**) and (**f**), the root cell walls were stained with Calcofluor White and visualized using confocal microscopy. Scale = 50 µm. **g** Quantification of the lengths of the differentiated root cells of plants grown in +Pi and –Pi. For each genotype *n* = 7 and 10 for +Pi and –Pi, respectively. In (**c**), (**e**) and (**g**), the data are presented as means ± sd and the circles represent the number of values analyzed. The statistical differences were analyzed using a one-way ANOVA in (**e**) and a two-way ANOVA in (**g**), followed by Tukey’s multiple comparisons test. Different letters indicate significant differences (*P* < 0.05). **h** GUS staining of Col-0 and *crr-1* carrying the G2/M transition marker pCYCB1::GUS. Scale = 100 µm. **i** Visualization of the iron distribution using the Perls-DAB staining of plants grown in +Pi and –Pi. Scale = 200 µm. For (**h**) and (**i**), data from an independent experiment is shown in Supplementary Figs. 10 and 11, respectively. Source data for (**c**), (**e**) and (**g**), including *n* and *p* values, are provided as a Source data file.

In order to obtain a better understanding if all the functional elements of DOMON and CYB561 domains are conserved in CRR, we used the predicted structure from the AlphaFold database (Supplementary Figs. 3 and 4) to perform a structural comparative analysis with other DOMON and CYB561 containing proteins. The model shows that Met89 and His180 of the DOMON domain, as well as histidine pairs 220–289 and 256–325 of the CYB561 domain are conserved and properly oriented to coordinate three potential *b* heme moieties (Supplementary Figs. 3a and 4). Moreover, the superimposition of the CRR predicted model with the crystal structures of the *P. chrysosporium* cellobiose dehydrogenase DOMON domain (PDB ID:1D7B) and Arabidopsis CYB-1 cytochrome b561 domain **(**PDB ID: 4O79**)**, shows a high degree of conservation in terms of overall structure and electrostatic potential surface (Supplementary Fig. 3b–d). Analysis of CYB-1 crystal structure revealed that ascorbate binds to a positively charged pocket in the cytosolic region of the protein. Structural analysis of the CYB561 domain of the CRR protein unveiled the presence of an analogous positive patch, containing key residues for ascorbic acid coordination (Supplementary Fig. 3b–f). This structural study strongly suggests that the CRR CYB561 domain could bind ascorbate in the cytosol, and potentially transfer an electron through the three *b* heme moieties to reduce iron in the apoplast.

CRR has previously been detected in proteomic experiments analyzing purified plasma membranes, as reported on the SUBA database (https://suba.live/). To validate these predictions, we first analyzed the subcellular localization of a CRR-GFP translational fusion protein expressed under the CaMV *35S* promoter in *A. thaliana*. The confocal microscopy images reveal that CRR is mainly localized at the plasma membrane with a small fraction at the ER (Supplementary Fig. 5a). To further validate this localization, we transiently expressed CRR-GFP in *Nicotiana benthamiana* leaves together with a plasma membrane (CBL1-OFP)^50^ or ER (ER-rk-RFP)^51^ marker. CRR-GFP mostly co-localized with the plasma membrane marker, including during plasmolysis, with a small fraction associated with the ER marker, suggesting that the protein transits the secretory pathway from the ER to the plasma membrane (Supplementary Fig. 5b).

The topology of CRR was assessed using a split-GFP assay^52^. The C terminus of CRR was fused to the 11th beta-strand of the GFP protein (CRR-GFP11) and co-expressed with a cytosolic or secreted version of the remaining 10 GFP beta-strands (GFP1–10). GFP fluorescence was significantly restored when CRR-GFP11 was co-expressed with the cytosolic GFP1–10, confirming that the CRR C terminus faces the cytosol (Supplementary Fig. 5c). Considering the five transmembrane domains of the CYB561 domain, the DOMON domain is thus apoplastic.

### CRR is a negative regulator of the primary root growth response to Pi deficiency

The *cnx1 cnx2* double mutant showed a stronger reduction of primary root growth in response to Pi deficiency than in Col-0^45^; therefore, we assessed the root phenotype of the *crr* mutants under the same condition. The *crr-1* (*Salk_202530*) and *crr-2* (*Salkseq_039879.2*) mutants contain a T-DNA insertion in the first intron and second exon, respectively. A qRT-PCR analysis confirmed that both mutants had strongly reduced *CRR* mRNA levels in comparison with the wild-type (WT) plants grown in +Pi or –Pi conditions (Supplementary Fig. 6a, b). Furthermore, full-length *CRR* cDNA was undetectable by PCR in these mutants, indicating that both of them are knockout mutants (Supplementary Fig. 6c).

The primary roots of *crr-1* and *crr-2* were compared with Col-0 and the previously characterized *lpr1* and *pdr2* mutants after 7 days of growth on –Pi and +Pi media^31,34^ (Fig. 1b, c). As previously reported, the *pdr2* mutant showed pleiotropic growth defects in both +Pi and –Pi conditions, including a strong inhibition of primary root growth in the –Pi condition. On the other hand, the *lpr1* primary roots were completely insensitive to Pi deficiency, producing roots of equal length to those grown in the +Pi medium. The *crr-1* and *crr-2* mutant roots were approximately 25% shorter than those of Col-0 when grown in –Pi medium, but no difference was observed in the +Pi medium (Fig. 1b, c). Similar to the *cnx1 cnx2* double mutant and *pdr2*, the short-root phenotype of the *crr* mutants under –Pi was dependent on the presence of Fe in the medium, as the primary root growth of the *crr-1* mutant in a –Pi –Fe medium was similar to that of Col-0 (Supplementary Fig. 7).

The *A. thaliana* CYBDOM protein family is divided into four different clades^46^. CRR belongs to a clade of six members, and its closest homologous gene is AT4G12980, which was named CRR homolog 1 (*CRR;H1*) (Supplementary Fig. 2c–d). The high degree of identity between these two proteins could imply functional redundancy. To test this hypothesis, we compared the primary root growth of the *crr-1* and *crr;h1* single mutants, the *crr-1 crr;h1* double mutant, and Col-0 under both +Pi and –Pi conditions. No significant differences were observed between *crr;h1* and Col-0 or between the *crr-1 crr;h1* double mutant and the *crr-1* single mutant, leading to the conclusion that CRR;H1 is not involved in the primary root responses to Pi deficiency (Fig. 1b, c). In an accompanying manuscript Maniero et al.^53^ reported that another CYBDOM member named HYP1 (AT5G35735) plays a role in root development under Pi deficiency. To assess the relative contribution of each gene to root elongation, we analyzed *crr*, *hyp1*, and *crr hyp1* phenotypes under +Pi and –Pi. Similar to *crr*, *hyp1* and the double mutant did not show any defect in primary root growth under +Pi condition. However, under –Pi, *hyp1* showed a stronger inhibition of root development than *crr*, and the *crr hyp1* was significantly more affected than the single mutants (Supplementary Fig. 8). Even though the double mutant phenotype under –Pi was milder than *pdr2*, it did not show the pleiotropic defects that *pdr2* shows in +Pi condition. Altogether, these results suggest that CRR and HYP specifically regulate root growth under Pi deficiency in a partially redundant manner.

Given that *crr-1* and *crr-2* are both T-DNA insertional mutants, we wanted to rule out the possibility that the observed root phenotype was a consequence of changes in the expression of *CRR*-neighboring genes. For this reason, we decided to edit the *CRR* locus using CRISPR/Cas9 technology. After generating transgenic lines expressing two different sets of guide RNAs, we obtained two independent homozygous lines in which *CRR* was edited. Line 25.6 has an in-frame deletion of 1120 nucleotides, generating an ORF potentially encoding a peptide of 93 aa, whereas line 22.6 has a deletion of 729 nucleotides, generating a hypothetical truncated version of CRR lacking the whole CYB561 domain (Supplementary Fig. S9a). When lines 25.6 and 22.6 were grown in +Pi and –Pi media, we observed a reduction in primary root growth relative to Col-0 under the –Pi condition only (Supplementary Fig. 9b). Together, these data show that *CRR* contributes to the primary root growth response under Pi deficiency.

### The short-root phenotype of *crr* is a consequence of defects in the root apical meristem maintenance associated with a hyperaccumulation of Fe

Primary root growth is essentially determined by cell division in the apical meristem and cell elongation in the root elongation zone. An inspection of the meristem morphology of Col-0 roots grown in –Pi showed the typical reduction in meristem size and the loss of identity of the quiescent center (QC) compared to roots grown in +Pi (Fig. 1d, e). The general organization and morphology of the meristem of *crr-1* was similar to the Col-0 roots when grown under –Pi, including a loss of QC identity; however, the reduction in meristem size was exacerbated, resulting in a 21% smaller meristem than that of Col-0 (Fig. 1e). In contrast, the *pdr2* mutant showed a very strong disorganization of the entire meristematic region, with large swollen cells.

Inspection of the root differentiation zone showed a 50% reduction in cell length in the Col-0 roots grown on –Pi compared with those on +Pi (Fig. 1f, g), while in *pdr2*, this response was more pronounced, resulting in cell lengths reaching just 38% of those in Col-0 under –Pi. By contrast, *crr-1* showed no significant differences in cell length compared with those of Col-0 in the +Pi or –Pi conditions (Fig. 1f, g). The CYCB1::GUS cell cycle reporter cassette was introgressed into the *crr-1* background to visualize meristematic cell division activity (Fig. 1h and Supplementary Fig. 10). As previously reported, the meristematic cell division activity of Col-0 plants grown in –Pi was reduced when compared with the +Pi treatment^34^. However, cell division activity under the –Pi condition was even more reduced in *crr-1* compared with Col-0, while *crr-1* cell division activity was not affected under the +Pi condition. Taken together, these results reveal that CRR acts as a positive regulator of root apical meristem division and maintenance under Pi deficiency.

As the hypersensitive primary root growth inhibition of the *crr* mutant under the –Pi condition is dependent on Fe, we next explored the distribution of Fe in the root tips of *crr-1* and *pdr2* using Perls-DAB staining. In the +Pi condition, all the tested genotypes showed the strongest Fe accumulation at the root cap, consistent with previous reports^38,40^ (Fig. 1i and Supplementary Fig. 11). The histochemical detection of iron using the Perls staining without the DAB intensification step (Perls staining), further confirmed this iron distribution pattern (Supplementary Fig. 12). Under Pi deficiency, Perls-DAB staining showed that Col-0 had a reduced level of Fe at the root cap and an accumulation at the stem cell niche (SCN, which includes QC and initials), as well as at the elongation and differentiation zones. Notably, *crr-1* roots followed the same Fe distribution pattern as Col-0, albeit with higher intensity (Fig. 1i and Supplementary Fig. 11). In agreement with its stronger root growth inhibition, *pdr2* showed a high accumulation of Fe in all root zones under Pi deficiency, which was also detectable without the DAB intensification step (Fig. 1i, Supplementary Figs. 11 and 12). Taken together, our results show that *crr* accumulates more Fe than Col-0 under Pi deficiency, reducing cell division in the meristem. Importantly, while Fe accumulation in the elongation zone of the *crr* mutant was higher than in Col-0, it did not affect cell elongation.

A qRT-PCR analysis revealed an induction of *CRR* expression in the shoots under –Pi, while expression in roots was unaffected by the Pi status (Supplementary Fig. 13a). For unknown reasons, all experiments aimed at analyzing the endogenous *CRR* expression pattern using either *CRR* promoter fragments ranging from 200 to 5000 bp fused to GUS or gene fragments including the *CRR* promoter and *CRR* genomic coding regions or cDNA fused to GFP failed to reveal GUS or GFP expression, respectively. These observations indicate that the regulatory context for *CRR* expression might be more complex than typically observed for most *A. thaliana* genes and that important features, such as higher-order chromatin organization or epigenetic signatures, may play an important role in *CRR* promoter activity that cannot be reproduced in a transgenic setting^54,55^. Single-cell transcriptomic data from *A. thaliana* roots revealed the expression of *CRR* in the SCN, as well as in differentiating cortical, endodermal, and lateral root cap cells^56^ (Supplementary Fig. 13c, d). The co-expression of *CRR* with *pPUB25* and *pSPT* further indicated the expression of *CRR* in the root meristem (Supplementary Fig. 13b)^57^.

To identify the cells of the root tip in which the expression of *CRR* is required to complement the *crr* mutant phenotype, a *CRR-GFP* translational fusion construct was expressed under the control of promoters active in various regions of the root, including the QC, endodermis, vasculature, cortical cells, and root cap (Supplementary Fig. 14a). Confocal microscopy images confirmed that the *LOVE1*, *SCR*, *SHR*, *WOX5*, *WOL*, *CO2*, *PEP*, *ATL75*, *MYB36*, and *LPR1* promoters allowed expression of *CRR-GFP* in their corresponding root domains under +Pi conditions (Supplementary Fig. 14b, upper panel). Under –Pi condition, these promoters maintained the expected expression pattern, with the notable exception of WOX5, which lost its QC-specific expression pattern, likely as a result of QC cell differentiation observed under such condition^40^ (Supplementary Fig. 14b, lower panel). Only transgenic plants expressing *CRR-GFP* under the control of the *LPR1* promoter (*pLPR1::CRR-GFP*), enabling strong expression in the SCN and weaker expression in cells layers of the meristematic zone including the endodermis and cortical cells, were able to complement the *crr-1* mutant (Supplementary Fig. 15). In these lines, CRR-GFP is located at the PM, further confirming the subcellular localization of CRR (Supplementary Fig. 14c). It is clear that narrow *CRR-GFP* expression only in the pericycle initials (pATL75), meristematic vasculature (pSHR, pWOL), meristematic endoderm (pSCR) or meristematic cortical cells (pCO2) failed to rescue the mutant phenotype. Furthermore, expression of *CRR-GFP* in the QC mediated by the WOX5 promoter under +Pi condition was not sufficient to prevent lost of QC identity and reduction in meristem cell division observed upon –Pi condition. Together, these results indicate that *CRR* expression in the *LPR1* domain, i.e. at the SCN and more broadly in the meristematic cell layers encompassing the endoderm and cortical cells, is likely key to ameliorating root growth inhibition under low Pi. Such conclusion would be supported by the pattern of Fe accumulation observed in the *crr* mutant under –Pi condition (Fig. 1i).

### Primary root growth is not inhibited by Pi deficiency in plants overexpressing *CRR*

To assess the effects of *CRR* overexpression on root growth, we analyzed transgenic lines expressing a *CRR-GFP* translational fusion construct (CRR OE) under the control of the CaMV *35S* promoter in both Col-0 and the *crr-1* mutant. Under +Pi conditions, the ectopic expression of *CRR-GFP* did not cause any obvious phenotype regarding shoot growth or root development in the Col-0 or *crr-1* backgrounds; however, under –Pi, *CRR* overexpression in both Col-0 and *crr-1* made primary root growth completely insensitive to Pi deficiency (Fig. 2a, b). In our experimental conditions, both the CRR OE line and *lpr1* showed a similar primary root growth that is unaffected by the Pi supply (Fig. 2a, b). Considering the expression pattern of the endogenous *CRR* in roots (Supplementary Fig. 13c, d), the phenotypes of CRR OE lines is likely due to either the higher level of expression attained in root cells normally expressing *CRR* and/or its ectopic nature.

**Fig. 2:**
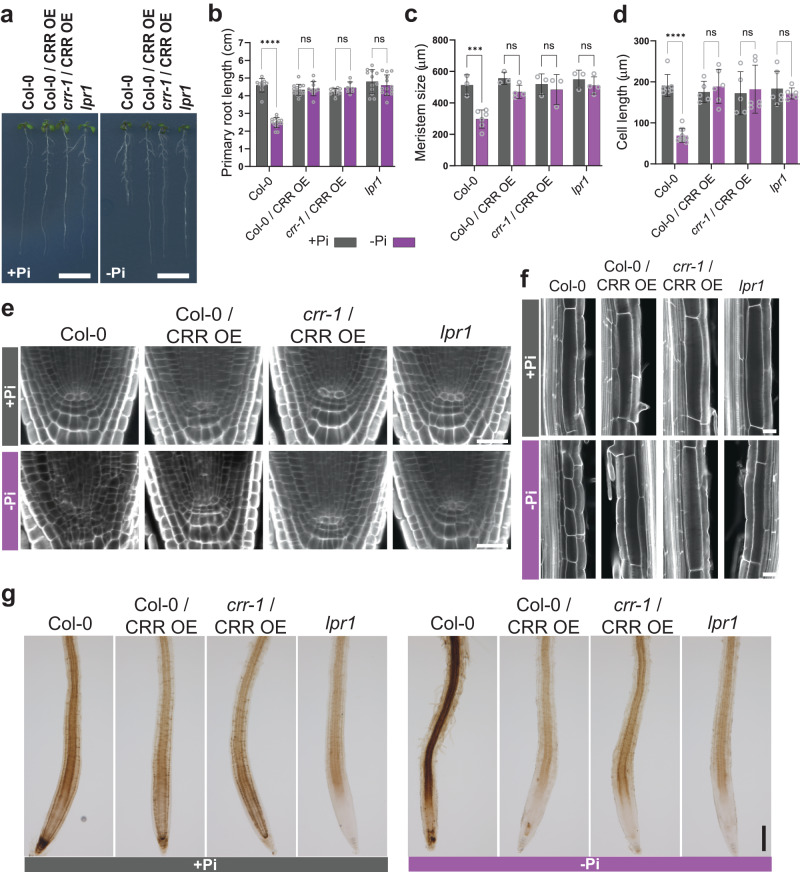
*CRR*-overexpressing plants are insensitive to phosphate deficiency-induced reductions in primary root growth. **a** Phenotypes of the transgenic lines expressing *CRR-GFP* under the control of the *35S* promoter in the Col-0 (Col-0/CRR OE) or *crr-1* (*crr-1*/CRR OE) backgrounds, as well as Col-0 and *lpr1*, grown on Pi-sufficient (+Pi) or Pi-deficient (–Pi) media for seven days. Scale = 1 cm. The roots of all lines were analyzed for **b** primary root length; **c** meristem size; and **d** cell length in the differentiation zone. Data are presented as means ± sd (sample size is indicated by gray circles) and, for each genotype, the statistical differences between treatments were analyzed using a two-way ANOVA followed by Šídák’s multiple comparisons test (***P  <  0.001; ****P  <  0.0001). **e** Confocal microscopy images showing the quiescent center (QC) of the roots shown in (**a**). Scale = 20 µm. **f** Pictures showing the lengths of the cells in the root differentiation zone. Scale = 25 µm. In (**e**) and (**f**), the root cell walls were stained with Calcofluor White and visualized using confocal microscopy. Analysis was repeated on a set of ten individual root meristems with similar results. **g** Visualization of the iron distribution at the root tip, obtained using Perls-DAB staining of plants grown in +Pi and –Pi. Scale = 200 µm. Data from an independent experiment is shown in Supplementary Fig. 17. Source data for (**b**–**d**), including *n* and *p* values, are provided as a Source data file.

Meristem size and the length of cells in the differentiation zone of CRR OE were not significantly different in roots grown on +Pi or –Pi media, explaining its resemblance to the *lpr1* mutant (Fig. 2c, d, f and Supplementary Fig. 16). A closer inspection of the QC showed that, in Col-0 roots, the identity of the QC was lost under Pi deficiency and cells underwent differentiation, while the QC of the CRR OE roots grown in –Pi remained defined and undifferentiated as in the +Pi condition (Fig. 2e). The same effect on the QC was observed for *lpr1*.

Analysis of Fe deposition by Perls-DAB staining showed that CRR OE had weaker Fe staining than Col-0 in the root cap under +Pi, but still more than *lpr1* (Fig. 2g and Supplementary Fig. 17). In the –Pi condition, CRR OE and *lpr1* showed minimal Fe staining in the SCN and meristematic zone. Altogether, these results suggest that CRR OE root growth is insensitive to Pi starvation as a consequence of a disruption in Fe accumulation at the root tip.

### *LPR1* and *PDR2* are epistatic to *CRR*

The genetic interactions between *CRR* and the main molecular players of the primary root responses to Pi deficiency were assessed by crossing *crr-1* with the long-root mutants *almt1* and *lpr1* and analyzing their root phenotypes under the +Pi and –Pi conditions. In +Pi, the root lengths of all lines were similar, with no obvious differences in terms of architecture (Fig. 3a, b). In agreement with the macroscopic phenotype, no significant difference was found in the meristem size or cell length in the elongation zone between Col-0 and the mutant lines (Fig. 3b). In –Pi, the macroscopic analysis of the root phenotypes revealed that the only fully epistatic interaction was between *lpr1* and *crr-1*, as the primary root length of *crr-1 lpr1* was not different from the *lpr1* single mutant (Fig. 3a). In addition, *crr-1* showed partial epistasis with *almt1* for primary root length, with the *crr-1 almt1* double mutant producing a root length significantly lower than *almt1* but longer than *crr-1*. A microscopic analysis of the roots revealed that the meristem size and cell length in the elongation zone of the *lpr1* roots was not affected by the introgression of *crr-1*. In the case of *almt1*, the introgression of *crr-1* significantly reduced meristem division to a level similar to the *crr-1* single mutant but did not influence cell elongation (Fig. 3b). These results further support the idea that CRR uncouples the meristem exhaustion process from cell elongation inhibition and explains why there is no complete epistasis between *crr* and *almt1*; *crr-1* is epistatic to *altm1* on its effect on meristem size under –Pi but has no effect on cell elongation (Fig. 3b).

**Fig. 3:**
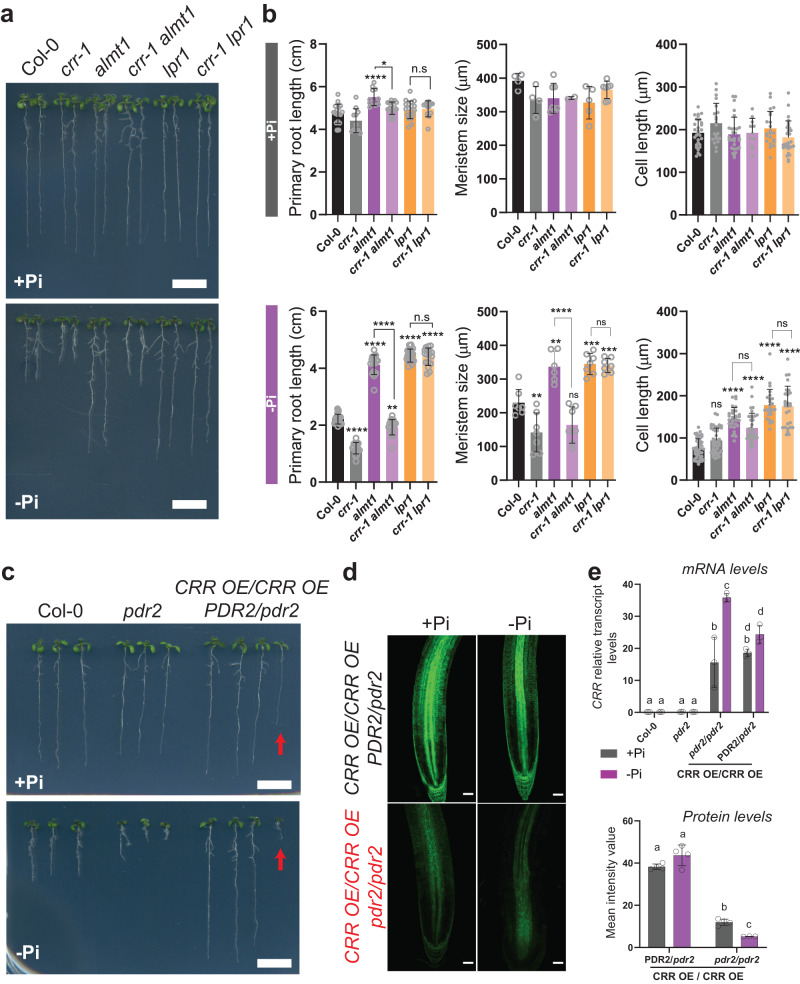
Genetic interactions between *CRR* and *ALMT1*, *LPR1* or *PDR2*. **a** Primary root growth responses of plants grown in +Pi and –Pi media for 7 days. Scale = 1 cm. **b** Quantification of the primary root length, meristem size, and cell length in the differentiation zone of the roots of the different genotypes shown in (**a**). Data are presented as means ± sd (sample size is indicated by circles). The statistical differences were analyzed using a one-way ANOVA followed by Tukey’s multiple comparisons test. Significant differences against Col-0 are indicated by asterisks. In addition, selected comparisons and their statistical significance are indicated with brackets (****P  <  0.0001; ***P  <  0.001; **P  <  0.01; *P  <  0.05). **c** CRR OE and *pdr2-1* were crossed, and F_3_ seeds from a line homozygous for the CRR OE cassette but heterozygous for the *pdr2-1* allele were selected for analysis and compared with Col-0 and the parental *pdr2-1*. One-quarter of the segregating population showed a short-root phenotype and were genotyped as homozygous *pdr2-1* (representative seedling highlighted by a red arrow), while all plants with a long-root phenotype were genotyped as either *PDR2*/*PDR2* or *PDR2*/*pdr2-1*. **d** Confocal microscopy images showing *CRR-GFP* expression levels in the *PDR2*/*pdr2-1* or *pdr2-1*/*pdr2-1* backgrounds for plants grown in +Pi and –Pi media. Scale = 50 µm. **e** Quantification of *CRR* transcript levels using qRT-PCR (upper panel) and CRR-GFP protein levels (lower panel) based on confocal microscopy images. The data represents the mean ± sd (sample size is indicated by circles). The statistical differences were analyzed using a two-way ANOVA followed by Tukey’s multiple comparisons test. Different letters indicate significant differences (*P* < 0.05). Source data for (**b**) and (**e**), including *n* and *p* values, are provided as a Source data file.

To examine the genetic interaction between *CRR* and *PDR2*, the transgenic line CRR OE overexpressing *CRR-GFP* was crossed with the *pdr2-1* mutant. The F_3_ progeny from a line homozygous for the *CRR-GFP* transgene and heterozygous for *pdr2-1* were analyzed. The inspection of roots under –Pi showed that the F_3_ seedlings developed either a long-root phenotype resembling CRR OE or a hypersensitive short-root phenotype similar to *pdr2-1* in a ratio of 3:1 (Fig. 3c). Genotyping showed that all seedlings with a short-root phenotype were *pdr2-1*/*pdr2-1* homozygous, while all seedlings with a long-root phenotype were *PDR2*/*PDR2* or *PDR*2/*pdr2-1*, thus demonstrating that the *pdr2-1* mutation is epistatic to CRR OE. PDR2 is localized in the ER, and the *pdr2-1* mutant is unable to maintain the integrity of the ER marker HDEL-GFP (Ticconi et al.^32^); therefore, we examined *CRR-GFP* expression levels in the *pdr2-1* mutant background. The results showed that the CRR-GFP protein levels were strongly reduced when introgressed in *pdr2-1*, while the mRNA levels remained unaffected, suggesting that a functional PDR2 is required for CRR protein stability (Fig. 3d, e).

### The *crr* short-root phenotype under –Pi is enhanced by factors contributing to Fenton reactions

Fe-mediated Fenton reactions generating ROS have been implicated in the inhibition of primary root elongation under Pi deficiency, and such reactions are enhanced by low pH and H_2_O_2_ levels^42^. Primary root growth of Col-0, *crr-1*, and CRR OE grown in +Pi and –Pi media with different pH (5.2 to 6.0) (Supplementary Fig. 18a) or H_2_O_2_ contents (Supplementary Fig. 18b) was thus assessed. In +Pi, medium pH was found to result in similar root phenotypes in all the genotypes tested. In –Pi, however, the short-root phenotype of *crr-1* was greatly enhanced at low pH, while at higher pH, the *crr-1* root length was not different from Col-0 (Supplementary Fig. 18a). For all pH levels tested under –Pi, the primary root of the CRR OE line was longer than that of Col-0. Similarly, the addition of H_2_O_2_ in the +Pi medium had little influence on primary root growth, while it exacerbated *crr-1* root growth inhibition under –Pi (Supplementary Fig. 18b). These results support the hypothesis that the short-root phenotype of *crr-1* observed under –Pi depends on the amount of Fe accumulated at the SCN that can undergo Fenton reactions. An effect of pH on *ALMT1* expression could also contribute to the *crr-1* primary root growth under –Pi condition^35^.

### CRR has ascorbate-dependent ferric reductase activity affecting root redox homeostasis

The potential implication of CRR acting in Fe^3+^ reduction was first tested by measuring ferric reductase activity in the roots of the CRR OE line using Fe(III)-malate, Fe(III)-EDTA or FeCN ([Fe(III)(CN)6]^3−^) as substrate. As a positive control, a line overexpressing the transcription factor bHLH39 (39OE) resulting in increased *FRO2* expression and high ferric reductase activity was used^58^. Analysis showed that roots overexpressing *CRR* had a higher Fe(III)-malate, Fe(III)-EDTA, and FeCN reductase activity than Col-0 (Fig. 4a). While CRR OE and the 39OE lines showed similar increase in reductase activity when using FeCN, line 39OE showed relatively greater reductase activity with Fe(III)-EDTA and Fe(III)-malate compared to CRR OE. These findings suggest that CRR and the canonical FRO2 ferric reductase involved in Fe homeostasis have different affinities for various Fe–chelator complexes and might be involved in different processes. In agreement with this hypothesis, the primary root lengths of *irt1* and *fro2* grown in –Pi were similar to that of Col-0, indicating that neither FRO2 nor its associated Fe^2+^ transporter IRT1 influence the primary root growth response in –Pi conditions (Supplementary Fig. 19). As previously reported, the line 39OX showed strongly reduced root growth in +Pi which was also evident under –Pi^58^. Previous analyses have shown *FRO2* expression in the root hairs and epidermal cells of the mature root tissues but not in the root meristematic region^59,60^. Analysis of single-cell transcriptomic data of root tips shows a lack of *FRO2* expression in cells forming the root meristem (e.g., SNC) (Supplementary Fig. 20).

**Fig. 4:**
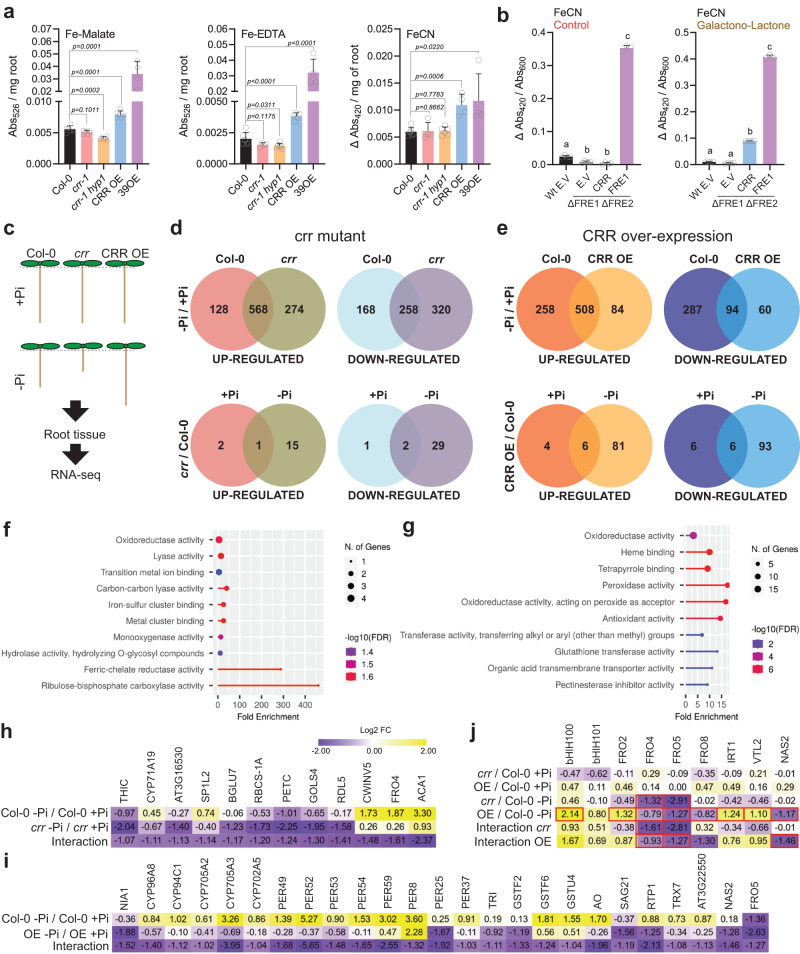
CRR has ferric reductase activity and its expression levels impact the root transcriptome. **a** Ferric reductase activity in roots. FeCN reduction was measured as changes in absorbance at 420 nm and Fe-EDTA/Malate reduction was measured by the formation of ferrozine-Fe^2+^ complexes which absorb at 526 nm. The concentration of Fe-Malate and Fe-EDTA was 100 µM and 500 µM for FeCN. Statistical differences against Col-0 were analyzed using an unpaired two-tailed t-test. **b** The *Saccharomyces cerevisiae* strain S288C or the FRE1 and FRE2 mutant (*Δfre1 Δfre2*) were transformed with a plasmid driving the expression of *CRR* or *FRE1* under the control of the *GPD* promotor or the empty vector. The strains were grown in synthetic defined (SD) media or SD supplemented with the ascorbate precursor galactono1,4-lactone. FeCN (500 µM) was used as substrate and iron reduction was quantified as in (**a**). Statistical differences were analyzed using a one-way ANOVA followed by Tukey’s multiple comparisons test. In (**a**) and (**b**), data represent the means of different biological replicates ± sd (***P  <  0.001; **P  <  0.01; *P  <  0.05). **c** Schematic representation of the RNA-seq experimental design. **d**, **e** Venn diagrams showing the differentially expressed genes (DEGs) of the treatment (–Pi/+Pi) or genotype responses for *crr-1* and CRR OE, respectively. **f**, **g** Gene ontology (GO) enrichment analysis of the downregulated DEGs found in the interaction between genotype and treatment defined for *crr-1* as ((crr-1 –Pi/Col-0 –Pi)/(crr-1 +Pi/Col-0 +Pi)) and for CRR OE as ((CRR OE –Pi/Col-0 –Pi)/(CRR OE +Pi/Col-0 +Pi)), respectively. The graph shows the top 10 significantly enriched ‘molecular function’ GO terms. For each category, the fold enrichment, the number of genes, and the false discovery rate (FDR) are shown. **h** Expression pattern of the downregulated genes found in the interaction between *crr-1*, Col-0, and treatment. **i** Expression pattern of DEGs associated with redox process functions found among the downregulated genes in the interaction between CRR OE, Col-0, and treatment. **j** Expression pattern of iron-related genes. Red boxes indicate statistically significant differences. Numerical values in (**h**–**j**) represent log2 fold-change. Exact *n* and *p* values are provided in the Source data file.

Analysis of ferric reductase activity in *crr-1* and *crr-1 hyp1* roots showed a statistically significant small reduction in reductase activity only with Fe(III)-malate and Fe(III)-EDTA in the *crr-1 hyp1* double mutant but not in the *crr-1* single mutant (Fig. 4a). The relatively narrow expression pattern of *CRR* in the root meristem likely impact the detection of ferrireductase activity in roots of the single *crr-1* mutant.

The ferric reductase activity of CRR was also assessed via its expression in the mutant *Saccharomyces cerevisiae* strain *∆fre1 ∆fre2* lacking the two main endogenous ferric reductases, FRE1 and FRE2. As shown in Fig. 4b and Supplementary Fig. 21, *CRR* expression did not enhance ferric reductase activity in the *∆fre1 ∆fre2* strain using either Fe(III)-malate, Fe(III)-EDTA or FeCN. Some CYB561 proteins in animals and plants use ascorbate as an electron donor^48^; however, *S. cerevisiae* is unable to biosynthesize ascorbate unless a chemical precursor like L-galactono-lactone is added to the medium^61^. When this precursor was added to the yeast growth medium, the expression of *CRR* in *∆fre1 ∆fre2* resulted in a strong increase in ferric reductase activity with FeCN, and weaker increase with Fe(III)-malate compared with the empty vector control (Fig. 4b and Supplementary Fig. 21). No significant differences were observed when Fe(III)-EDTA was used as substrate (Supplementary Fig. 21). This observation of stronger ferric reductase activity of yeast-expressed CRR with FeCN compared to other substrates is consistent with previous reports analyzing the ferrireductase activity of distinct cytochromes b561 containing proteins in heterologous systems^62,63^. Taken together, these results show that CRR can act as an ascorbate-dependent ferric reductase sensitive to different Fe chelation forms.

To assess how the ferric reductase activity of CRR would affect gene expression in roots, in particular under –Pi where it displays a strong phenotype, a transcriptomic analysis of Col-0, *crr-1*, and CRR OE roots grown under +Pi and –Pi was performed (Fig. 4c). 

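Root RNA of Col-0, the wild type, and of CRR OE, a line with ectopic expression of a CRR-GFP fusion, was sequenced in +Pi and –Pi, which makes 4 groups of 3 libraries. Each library held the pooled roots of 60 seedlings grown for 7 days. The +Pi medium held 1 mM Pi, the –Pi medium a residual 20 µM Pi, and both held about 15 µM iron. The *crr-1* libraries come from a separate experiment and are not analysed here. The methods name Trizol for the RNA extraction and the sample labels name a column kit, so which of them was used stays open. Total reads per library were 28261751 to 31112521 (median 30747846) in Col-0 +Pi, 27276996 to 36574882 (median 30523910) in Col-0 –Pi, 29446109 to 35441327 (median 33209095) in CRR OE +Pi and 31040854 to 33093236 (median 31171234) in CRR OE –Pi. The authors trimmed the reads with Cutadapt 1.8, removed ribosomal and low-complexity reads, aligned the rest to TAIR10.39 with STAR 2.5.3a and counted them per gene with htseq-count 0.9.1. They kept genes with at least 1 CPM (counts scaled to the size of the library) in at least 1 library, scaled by TMM and fitted limma-trend to all 12 libraries in one linear model. The authors' deposited table of expression holds log2 CPM as a single mean per group, and their comparison tables hold the p-values of that model for 19802 genes. From there, log2 fold changes were recomputed from the group means, and the standard error of each was recovered from its fold change and p-value. The p-values of the 4 pairwise contrasts were adjusted together by the Benjamini-Hochberg method, and those of the interaction alone. This holds the false discovery rate over the 4 contrasts together. Within a contrast with few changed genes, such as CRR OE against Col-0 in +Pi, the rate can be higher. A gene counts as a DEG below at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and the paper's text names no cut-off on the fold change. With no values per library, the spread between replicates enters only through the standard errors.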

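The 12 libraries of Col-0 and CRR OE held 27276996 to 36574882 (median 31076687) total reads. After purity filtering they held 23651803 to 31825579 (median 26816185), and 2 libraries then lay below the depth stated in the methods, which none did by total reads. Between 98.32% and 99.61% of the filtered reads mapped to the genome. The median standard error of a log2 fold change between groups was 0.35 for the 800 genes with a mean below 0 log2 CPM, 0.20 for 2493 genes from 0 to 2, 0.10 for 9256 genes from 2 to 5 and 0.07 for 7253 genes above 5.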

Three biological replicates per condition were sequenced, obtaining more than 25 million reads per library (Supplementary Data 2 and 3). 

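*CRR* (AT3G25290, chromosome 3 from 9208861 to 9210653 in TAIR10) was far higher in CRR OE than in Col-0 roots in both media. In +Pi the authors' mean was 12.70 log2 CPM in CRR OE and 5.96 in Col-0, a log2 fold change of 6.75 (standard error 0.09, adjusted p = 3.13e-16) from limma with 3 libraries per group. In –Pi the log2 fold change was 6.77 (standard error 0.09, adjusted p = 3.13e-16). Reads at this locus include those of the CRR-GFP fusion. Of 10 measured genes for cytochrome b561 and DOMON domain proteins, the family of CRR, *CRR* was the only DEG between the lines in either medium, also when adjusted over the list alone (1 gene in +Pi and 1 in –Pi). Apart from *CRR* the lines lay close together in +Pi. The correlation distance (1 minus Pearson's r over 19802 genes) between the authors' means of Col-0 +Pi and CRR OE +Pi was 0.00417, against 0.0433 between Col-0 +Pi and Col-0 –Pi and 0.0314 between CRR OE +Pi and CRR OE –Pi. The 8 commonly used reference genes, among them *ACT2*, *UBQ10* and *PP2AA3*, held no DEG between the lines in +Pi from limma (0 at an unadjusted p under 0.05; 0 when adjusted over the list alone), with log2 fold changes of 0.01 to 0.09. The distances describe group means and carry no test.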

A dendogram and a principal component analysis (PCA) showed that in +Pi, *crr-1* and CRR OE samples cluster together with Col-0, indicating that CRR expression levels barely impacts the root transcriptome in control conditions. In –Pi, *crr-1* and CRR OE diverged from the WT, suggesting that *CRR* expression levels, either in ectopic cells or in cell normally expressing the endogenous *CRR*, significantly perturbs root gene expression under low-Pi conditions (Supplementary Figs. 22 and 23). 

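Genes of several functions set CRR OE apart from Col-0 in –Pi. *AtGH9B17* (AT4G39000), which encodes an endoglucanase, was higher in CRR OE –Pi than in Col-0 –Pi with a log2 fold change of 3.20 (standard error 0.44, adjusted p = 9.58e-05) from limma with 3 libraries per group. *UMAMIT17* (AT4G08300), of a family of amino acid transporters, was also higher, by 2.40 (standard error 0.17, adjusted p = 8.17e-08). Lower in CRR OE –Pi was *ENDO2* (AT1G68290), which encodes an endonuclease, with a log2 fold change of -3.52 (standard error 0.41, adjusted p = 2.06e-05). The correlation distance between Col-0 and CRR OE was 0.0107 in –Pi, and the root mean square log2 difference over all genes was 0.32 in –Pi against 0.20 in +Pi, a ratio of 1.56. At an adjusted p under 0.05 with no fold threshold, 1840 genes differed between the lines in –Pi and 298 in +Pi. Of the 1840, 981 were higher and 859 lower in CRR OE. Because the 4 contrasts share one adjustment, false calls can make up a larger share of the 298 than 0.05. The distance between the lines was smaller than that between –Pi and +Pi in either line, and it has no error because it rests on group means. With 1 CPM added to the group means before the logarithm, *AtGH9B17* is at 0.65 and no longer a DEG, and *ENDO2* is at -1.44. Here and below, adding 1 CPM changes only the folds, and the adjusted p-values are kept without a new test.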

In agreement with this, an analysis of the differentially expressed genes (DEGs) revealed that in +Pi only 6 genes (3 upregulated and 3 downregulated) were differentially expressed in *crr-1* and 22 (10 upregulated and 12 downregulated) in CRR OE, when compared to Col-0. On the other hand, in –Pi there were 47 DEGs (16 upregulated and 31 downregulated) in *crr-1* and 186 DEGs in CRR OE (87 upregulated and 99 downregulated, respectively) (Fig. 4d, Supplementary Figs. 24a, 25a, and Supplementary Data 4–7).

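In +Pi, 15 genes were upregulated and 16 downregulated in CRR OE against Col-0, 31 DEGs of 19802 genes. Besides *CRR*, the upregulated genes included a tandem pair of floral repressors on chromosome 5, *MAF5* (AT5G65080) with a log2 fold change of 3.08 (standard error 0.47, adjusted p = 0.000259) and *MAF4* (AT5G65070) with 1.39 (standard error 0.23, adjusted p = 0.000497). *PAP6*, which encodes a purple acid phosphatase, was higher by 1.77 (standard error 0.54, adjusted p = 0.0425). The uncharacterised gene AT1G64795 had an authors' mean of -4.15 log2 CPM in Col-0, close to the lowest value of the table, and was higher in CRR OE (adjusted p = 5.89e-09). AT1G75945 was listed at the lowest value of the table in Col-0, so no fold is given. Downregulated genes included *STR15*, known as a senescence-associated and dark-inducible gene, with a log2 fold change of -2.10 (standard error 0.51, adjusted p = 0.0107). *ASN1*, which encodes an asparagine synthetase, fell by 1.64 (standard error 0.40, adjusted p = 0.0123) on the log2 scale. *BCAT2*, which encodes a branched-chain amino acid aminotransferase, fell by 1.31 (standard error 0.35, adjusted p = 0.0194). *VSP2*, which encodes a vegetative storage protein, fell by 1.44 (standard error 0.37, adjusted p = 0.0166), and the lectin gene *JAL41* fell by 1.65 (standard error 0.15, adjusted p = 1.15e-06). All p-values are from limma with 3 libraries per group. The even split depends on the threshold, with 193 genes higher and 105 lower at no fold threshold. The count was 12 (8 higher and 4 lower) when this contrast was adjusted alone and 17 at an adjusted p under 0.01. In both cases *PAP6*, *STR15*, *ASN1*, *VSP2* and *BCAT2* lose their call. With 1 CPM added before the logarithm the count was 8, which leaves *MAF5* (0.99), *MAF4* (0.89), *PAP6* (0.15) and *STR15* (-0.87) below the fold threshold.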

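In –Pi, 105 genes were upregulated and 121 downregulated in CRR OE against Col-0, 226 DEGs. *TPS13* (AT4G13300), which encodes a sesquiterpene synthase, was higher in CRR OE with a log2 fold change of 2.53 (standard error 0.44, adjusted p = 0.000851), and *PEX3* (AT2G15880), which encodes a leucine-rich repeat extensin, with 2.16 (standard error 0.33, adjusted p = 0.000288). The uncharacterised genes AT4G37950 and AT5G59080 were higher by 2.57 (standard error 0.23, adjusted p = 1.16e-06) and 2.42 (standard error 0.32, adjusted p = 7.16e-05). Lower in CRR OE were *CML47*, which encodes a calmodulin-like protein, with a log2 fold change of -3.70 (standard error 0.83, adjusted p = 0.00654), and *ERF114*, which encodes an ethylene response factor, with -3.69 (standard error 0.80, adjusted p = 0.00525). *BARS1*, which encodes a baruol synthase of triterpene synthesis, fell by 3.18 (standard error 0.60, adjusted p = 0.00179), and the F-box gene *VBF* by 4.06 (standard error 0.75, adjusted p = 0.00157). AT4G33720 and *BHLH139* were also lower, and each is listed at the lowest value of the table in at least 1 group, so no fold is given. Of the DEGs between the lines, 6 were higher and 9 lower in both media, where 0.0795 and 0.0978 would be shared by independent draws, and 0 went in opposite directions. Each p-value above is from limma, 3 libraries per group. The count in –Pi was 90 with 1 CPM added before the logarithm, which leaves *TPS13* (0.28) and *ERF114* (-0.84) below the fold threshold and brings *PEX3* to 1.13 and *CML47* to -1.33.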

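In –Pi against +Pi, 758 genes were upregulated and 374 downregulated in Col-0, and 583 and 151 in CRR OE. Of these, 503 were upregulated in both lines, where 22.3 would be shared by independent draws, and 91 were downregulated in both, where 2.85 would be. The shared genes were 66.4% of those upregulated and 24.3% of those downregulated in Col-0, and 3 genes went in opposite directions. *OCT1* (AT1G73220), which encodes an organic cation transporter, was among the genes with the largest rises in both lines, with a log2 fold change of 8.61 (standard error 0.16, adjusted p = 7.73e-15) in Col-0 and of 8.65 (standard error 0.16, adjusted p = 7.73e-15) in CRR OE. The phosphate transporter gene *PHT1;8* rose by 7.88 (standard error 0.39, adjusted p = 1.02e-09) in Col-0 and by 8.27 (standard error 0.39, adjusted p = 5.88e-10) in CRR OE. Among the downregulated genes were *S8H*, which encodes the scopoletin 8-hydroxylase of coumarin synthesis, with -5.37 (standard error 0.48, adjusted p = 1.01e-06) in Col-0 and -3.74 (adjusted p = 4.86e-05) in CRR OE, and *CYP82C4*, the next enzyme of that pathway, with -3.52 (standard error 0.42, adjusted p = 2.53e-05) and -2.72 (adjusted p = 0.000311). The upregulated genes shared by both lines had a median log2 fold change of 2.03 in Col-0 and 1.87 in CRR OE, and 16 of the 503 had an interaction at an adjusted p under 0.05. The shared downregulated genes had medians of -1.70 and -1.42, and 8 of the 91 had such an interaction. Tests of single genes are from limma with 3 libraries per group. With 1 CPM added before the logarithm the downregulated genes numbered 180 in Col-0 and 72 in CRR OE. The shared share depends on the threshold: with no fold threshold 1329 of 2364 upregulated and 926 of 2240 downregulated genes of Col-0 were shared, while CRR OE had 1710 and 1442, and 647 and 194 with a log2 fold change of at least 0.5 enough in the other line.

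**Figure D1:**
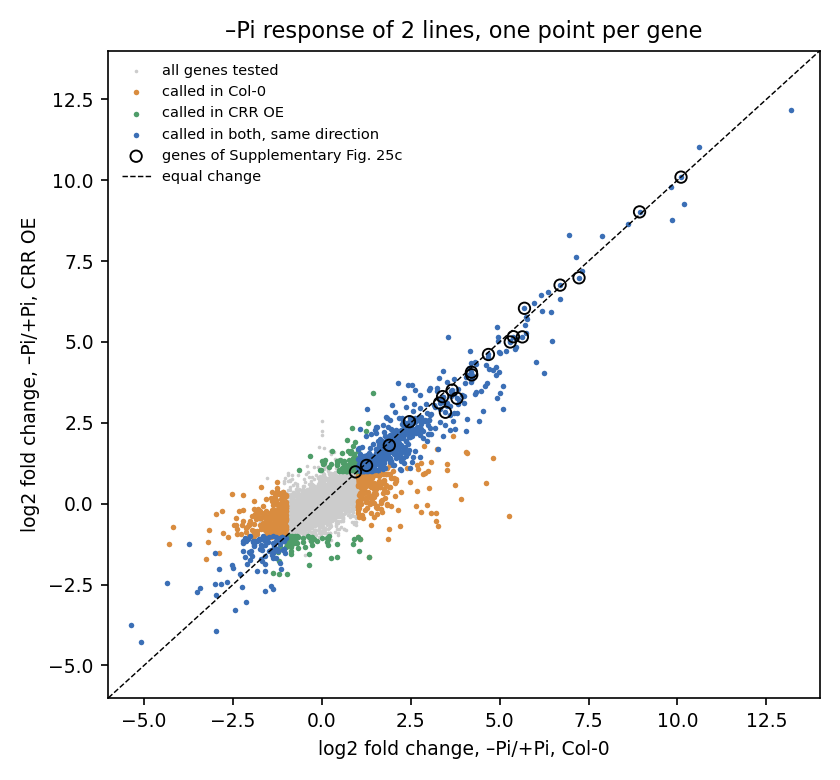
The log2 fold change of –Pi against +Pi in Col-0 (horizontal axis) and in CRR OE (vertical axis), one point per gene, coloured by whether the gene was a DEG in both lines, in one line or in neither. Circles mark the canonical phosphate starvation genes of Supplementary Fig. 25c, and the dashed line marks an equal change in both lines.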

An analysis of the DEGs between the –Pi/+Pi treatments revealed a large overlap among the upregulated genes in Col-0 and *crr-1* mutant or the *CRR* overexpressing line. A GO analysis of this group showed that the main enriched terms were related to Pi starvation, Pi homeostasis, and Pi metabolism, suggesting that even though the primary root growth is different in these lines under –Pi, the systemic Pi deficiency signaling pathway was activated in a similar way (Supplementary Figs. 24b and 25b). 

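Of the genes of Pi uptake, Pi recycling and Pi signaling other than those the paper shows, a part rose in –Pi, and the same number in both lines. The 17 such genes held 10 higher and 0 lower DEGs (10 and 0 when adjusted over the list alone) in Col-0, and 10 higher and 0 lower DEGs (10 and 0 when adjusted over the list alone) in CRR OE. The list moved upwards relative to all other genes by limma's cameraPR, with a median log2 fold change of 1.47 in Col-0 (adjusted p = 5.72e-28) and 1.43 in CRR OE (adjusted p = 1.02e-31). *PHT1;9*, which encodes a phosphate transporter, had a log2 fold change of 4.32 (standard error 0.18, adjusted p = 1.20e-10) in Col-0 and of 4.33 (standard error 0.18, adjusted p = 1.19e-10) in CRR OE. *RNS1*, which encodes a ribonuclease that releases Pi from RNA, rose by 2.77 (standard error 0.17, adjusted p = 1.21e-08) in Col-0 and by 1.45 (standard error 0.17, adjusted p = 1.78e-05) in CRR OE, and was the only member with a called interaction, of -1.32 (standard error 0.24, adjusted p = 0.00666). Below the fold threshold, 4 members were lower in –Pi in Col-0 and 1 in CRR OE at an adjusted p under 0.05. These members, some named after their values were seen, were *PHO2*, which encodes a ubiquitin-conjugating enzyme that limits Pi uptake, with a log2 fold change of -0.66 (adjusted p = 0.000241) in Col-0 and -0.95 (adjusted p = 6.47e-06) in CRR OE, and in Col-0 *WRKY75* with -0.91 (adjusted p = 0.00293), *SPX4* with -0.49 (adjusted p = 0.00564) and *PHL1* with -0.25 (adjusted p = 0.0184). *PHT1;3* was a DEG in both lines and is listed at the lowest value of the table in its +Pi groups, so no fold is given.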

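The 20 canonical phosphate starvation genes of Supplementary Fig. 25c rose in –Pi in both Col-0 and CRR OE. Each line held 19 of them as DEGs (19 in each when adjusted over the list alone), and the remaining gene, *PHO1;H1*, passed the test below the fold threshold with a log2 fold change of 0.95 (standard error 0.10, adjusted p = 1.05e-05) in Col-0 and of 0.98 (standard error 0.10, adjusted p = 6.90e-06) in CRR OE. The median log2 fold change was 4.21 in Col-0 and 4.02 in CRR OE. The study showed these genes from these libraries, so their rise is not independent evidence. *IPS1*, a non-coding RNA that sequesters miR399, rose by 10.10 (standard error 0.19, adjusted p = 7.73e-15) in Col-0 and by 10.09 (standard error 0.19, adjusted p = 7.73e-15) in CRR OE. *SPX1*, which encodes a sensor of the Pi status, rose by 6.7 (standard error 0.06, adjusted p = 1.11e-18) and by 6.76 (standard error 0.06, adjusted p = 1.11e-18). *MGD2*, which encodes a galactolipid synthase, rose by 3.66 (standard error 0.10, adjusted p = 1.23e-12) and by 3.51 (standard error 0.10, adjusted p = 2.02e-12). The phosphate transporter gene *PHT1;2* rose by 7.23 (standard error 0.13, adjusted p = 7.71e-15) and by 6.98 (standard error 0.13, adjusted p = 7.82e-15), and *PAP17*, which encodes an acid phosphatase, by 5.3 (standard error 0.12, adjusted p = 6.67e-14) and by 5.00 (standard error 0.12, adjusted p = 1.34e-13). The interaction reached an adjusted p under 0.05 for *PHT1;4*, at -0.65 (standard error 0.11, adjusted p = 0.00611), and for *PS2*, at -0.48 (standard error 0.12, adjusted p = 0.0467), both below the fold threshold. As a list, the interaction had a median of -0.12, with 15 of 20 genes negative (cameraPR, adjusted p = 0.00745 with a preset correlation between genes of 0.01 and adjusted p = 0.0540 with 0.05). In Col-0 the log2 fold changes ran from 0.95 to 10.10. All p-values for single genes are from limma with 3 libraries per group.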

A detailed inspection of the canonical Pi starvation–responsive genes (e.g., *IPS1*, *SPX1*, *MGD2*, *PHT1;2*, and *PAP17*) indicated that all were upregulated to similar levels independently of the genotype (Supplementary Figs. 24c and 25c). Pi quantification in the roots and shoots showed that Pi levels in Col-0, *crr-1*, and CRR OE were not significantly different, with a similar decrease in roots grown under –Pi conditions (Supplementary Fig. 25d). Overall, these data indicate that the *crr-1* and CRR OE phenotypes are restricted to primary root development under low-Pi conditions and that the Pi acquisition and Pi deficiency responses are not affected.

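Outside the canonical genes, part of the –Pi response differed in size between Col-0 and CRR OE. Of the genes upregulated in –Pi in Col-0, 255 were not upregulated DEGs in CRR OE, with a median log2 fold change of 1.31 in Col-0 and 0.65 in CRR OE. Of these, 215 had the same sign in CRR OE, and 72 had an interaction at an adjusted p under 0.05 in limma. Among the genes downregulated in –Pi, 283 were not downregulated DEGs in CRR OE, with medians of -1.24 and -0.49, 252 with the same sign in CRR OE and 100 with such an interaction. In the reverse direction, 80 genes were upregulated DEGs in CRR OE and not upregulated DEGs in Col-0 (medians 0.81 in Col-0 and 1.23 in CRR OE, 7 with an interaction) and 60 were downregulated DEGs in CRR OE and not downregulated DEGs in Col-0 (-0.70 and -1.2, 19 with an interaction). The 3 genes that were DEGs in opposite directions are counted once under each line. For the genes without such an interaction, a DEG in one line and not in the other does not show a difference between the lines.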

We then analyzed the DEGs in the interaction between genotypes and treatments ((*crr-1* or CRR OE –Pi/Col-0 –Pi)/(*crr-1* or CRR OE +Pi/Col-0 +Pi)), which highlights how each genotype differs from Col-0 in their response to –Pi treatments. 

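The response to –Pi differed between CRR OE and Col-0 for 192 genes of 19802, 93 with a positive and 99 with a negative interaction. The 93 genes with a positive interaction had a median log2 fold change in –Pi of -1.3 in Col-0 and -0.03 in CRR OE. *GRXS11* (AT1G06830), which encodes a glutaredoxin, had an interaction of 2.22 (standard error 0.29, adjusted p = 0.000683), and the amino acid transporter gene *UMAMIT20* (AT4G08290) of 2.36 (standard error 0.32, adjusted p = 0.000877). *CYP78A6*, which encodes a cytochrome P450 of growth control, had an interaction of 2.02 (standard error 0.33, adjusted p = 0.00337). The 99 genes with a negative interaction had a median of 1.22 in Col-0 and -0.19 in CRR OE. The chitinase gene AT2G43620 had an interaction of -3.35 (standard error 0.22, adjusted p = 1.38e-06), and *GAD4*, which encodes a glutamate decarboxylase, of -2.70 (standard error 0.40, adjusted p = 0.00186). *GLP5A*, which encodes a germin-like protein, had an interaction of -2.94 (standard error 0.73, adjusted p = 0.0434). Of the genes with a positive interaction, 71 were downregulated DEGs in –Pi in Col-0 and 3 in CRR OE, and of those with a negative interaction 63 were upregulated DEGs in Col-0 and 7 in CRR OE. The interaction term of limma gave these p-values, 3 libraries per group. The libraries are of whole roots, and the paper reports that –Pi shortened the primary roots of Col-0 and not those of CRR OE. Bulk RNA does not separate a change of expression from a change in the shares of cell types. At an adjusted p under 0.01 the count was 107, and with 1 CPM added before the logarithm it was 119.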

A total of 25 (13 up- and 12 down-regulated) and 190 (98 were upregulated and 92 downregulated) DEGs were identified between Col-0 and *crr-1* or CRR OE, respectively (Supplementary Data 4–7). Interestingly, a gene ontology (GO) analysis of the genes downregulated in *crr-1* and CRR OE showed a strong enrichment in categories related to redox homeostasis (e.g., oxidoreductase activity for *crr-1* and CRR OE, peroxidase activity and antioxidant activity for CRR OE) and Fe binding (iron-sulfur cluster for *crr-*1, heme and tetrapyrrole binding for CRR OE) (Fig. 4f, g).

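Genes with a negative interaction in CRR OE were enriched for families of redox and heme proteins. Class III peroxidases, heme enzymes of the apoplast, held 8 of 57 measured members among them, where 0.285 would be drawn at random (one-sided Fisher's exact test, adjusted p = 7.91e-09). Cytochromes P450, which are heme monooxygenases, held 5 of 152 (expected 0.76, adjusted p = 0.00787 from the same exact test). Glutathione S-transferases, which conjugate glutathione to their substrates, held 3 of 42 (expected 0.210, adjusted p = 0.00787 from the same exact test). Among the 93 genes with a positive interaction, these families held 1, 1 and 0 members (adjusted p = 0.673, 1.00 and 1.00 from the same exact test). The peroxidase gene with a positive interaction was *PER5*, which fell in –Pi in Col-0 by 2.42 on the log2 scale (adjusted p = 6.04e-08 from limma) and had an interaction of 1.98 (standard error 0.24, adjusted p = 0.000430). Families were defined by gene name or description, the background was the 19802 genes tested, and p-values were adjusted over 20 tests (10 families in both directions). Peroxidases, cytochromes P450 and glutathione S-transferases were tested because the paper reports them for these libraries (Fig. 4g and i). Their enrichment is therefore not independent evidence.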

Detailed analysis showed that *FRO4* was differentially expressed in *crr-1* (Fig. 4h). FRO4, together with FRO5, have been related to copper (Cu) reduction and uptake^64^. This observation might either indicate that CRR is directly involved in Cu homeostasis (supported by the described Cu-reductase activity of HYP1 reported in the accompanying work of Maniero et al.^53^, or that its ferrireductase activity indirectly affect Cu homeostasis as a consequence of the crosstalk between Cu, Fe, and Pi signaling pathways^64,65^. Also of interest is the downregulation of GALACTINOL SYNTHASE 4 (GOLS4), a member of the galactinol synthase protein family implicated in plant responses to different abiotic stresses via ROS-mediated oxidative damage^66–68^ (Fig. 4h).

Analysis of the genes downregulated in the CRR OE line compared to Col-0 (interaction genotype x treatment) showed that several cytochromes p450, peroxidases, and glutathione *S*-transferases were differentially expressed (Fig. 4i). This observation suggests that CRR ectopic expression modifies roots ROS levels through a modification of cellular iron homeostasis. Indeed, NAS2, which is required for the production of nicotianamine, a key compound involved in iron distribution and transport, was also downregulated^69^. This finding prompted us to inspect the expression of genes directly involved in Fe homeostasis. 

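Several peroxidase, cytochrome P450 and glutathione S-transferase genes shown in Fig. 4i rose in Col-0 roots in –Pi and did not pass the test in CRR OE roots. *PER52* (AT5G05340, chromosome 5 from 1578869 to 1580875), which encodes a class III peroxidase, rose in Col-0 by 5.27 (standard error 0.39, adjusted p = 1.28e-07) and had a log2 fold change of -0.37 (standard error 0.39, adjusted p = 0.636) in CRR OE, an interaction of -5.65 (standard error 0.55, adjusted p = 0.000101). *PER59* (AT5G19890) rose by 3.02 (standard error 0.26, adjusted p = 6.41e-07) in Col-0 against 0.47 (standard error 0.26, adjusted p = 0.292) in CRR OE, an interaction of -2.55 (standard error 0.36, adjusted p = 0.00151). The cytochrome P450 gene *CYP705A3* (AT4G15360) rose by 3.26 (standard error 0.64, adjusted p = 0.00245) in Col-0 against -0.69 (standard error 0.64, adjusted p = 0.586) in CRR OE, an interaction of -3.95 (standard error 0.90, adjusted p = 0.0292). *GSTF6* (AT1G02930), which encodes a glutathione S-transferase, rose by 1.81 (standard error 0.19, adjusted p = 8.58e-06) in Col-0 against 0.56 (standard error 0.19, adjusted p = 0.0750) in CRR OE, an interaction of -1.24 (standard error 0.27, adjusted p = 0.0240). *PER25* went another way: it did not pass the test in Col-0 (0.25, standard error 0.15, adjusted p = 0.364) and fell in CRR OE by 1.67 (adjusted p = 1.31e-06), as did *GSTF2*, with 0.13 (standard error 0.18, adjusted p = 0.716) in Col-0 and a fall by 1.19 (adjusted p = 0.000197) in CRR OE. Of the 24 genes of Fig. 4i found in the table, 23 had a called negative interaction (23 when adjusted over the list alone), which is not independent evidence since the study chose them on these libraries. The interactions come in part from +Pi, where 19 of the 24 were positive in CRR OE against Col-0, with a median of 0.31 (cameraPR, adjusted p = 2.00e-08, and adjusted p = 8.26e-05 with a correlation of 0.05) and no DEG (10 at an unadjusted p under 0.05; 1 when adjusted over the list alone); *PER59* had 0.98 (adjusted p = 0.0182) there and *PER25* 0.66 (adjusted p = 0.00758). The other gene of the 24, *AO*, which encodes an aspartate oxidase, had an interaction of -0.52 (standard error 0.16, adjusted p = 0.107). It was matched by name alone and may not be the locus shown in the figure. The p-values of these genes are from limma with 3 libraries per group. With 1 CPM added, *CYP705A3* falls below the fold threshold, at 0.83 in Col-0 and -0.93 for the interaction. Over the whole families, 57 peroxidase genes held 2 higher and 9 lower DEGs (2 and 9 when adjusted over the list alone) in CRR OE against Col-0 in –Pi, with a median of -0.08 (cameraPR, adjusted p = 0.0205, and adjusted p = 0.190 with a correlation of 0.05), and 1 called positive and 8 called negative interactions (3 and 12 when adjusted over the list alone), with a median of -0.18 (adjusted p = 4.03e-05). Of the peroxidase genes, 12 were upregulated by –Pi in Col-0 and 6 in CRR OE. *PER7*, named after its values were seen, rose alike in both, by 1.63 (adjusted p = 2.59e-07) and by 1.46 (adjusted p = 9.69e-07), with an interaction of -0.18 (adjusted p = 0.751). The 152 cytochrome P450 genes held 1 called positive and 5 called negative interactions (1 and 6 when adjusted over the list alone) (cameraPR, adjusted p = 0.0270, and adjusted p = 0.297 with a correlation of 0.05). In +Pi the lists of peroxidase and cytochrome P450 genes were higher in CRR OE by medians of 0.09 (adjusted p = 0.00388, and adjusted p = 0.0827 with a correlation of 0.05) and 0.07 (adjusted p = 0.0316, and adjusted p = 0.306), without a DEG (9 and 21 at an unadjusted p under 0.05). The 42 glutathione S-transferase genes held 0 called positive and 3 called negative interactions (0 and 5 when adjusted over the list alone), with a median of -0.17 (adjusted p = 0.000935).

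**Figure D2:**
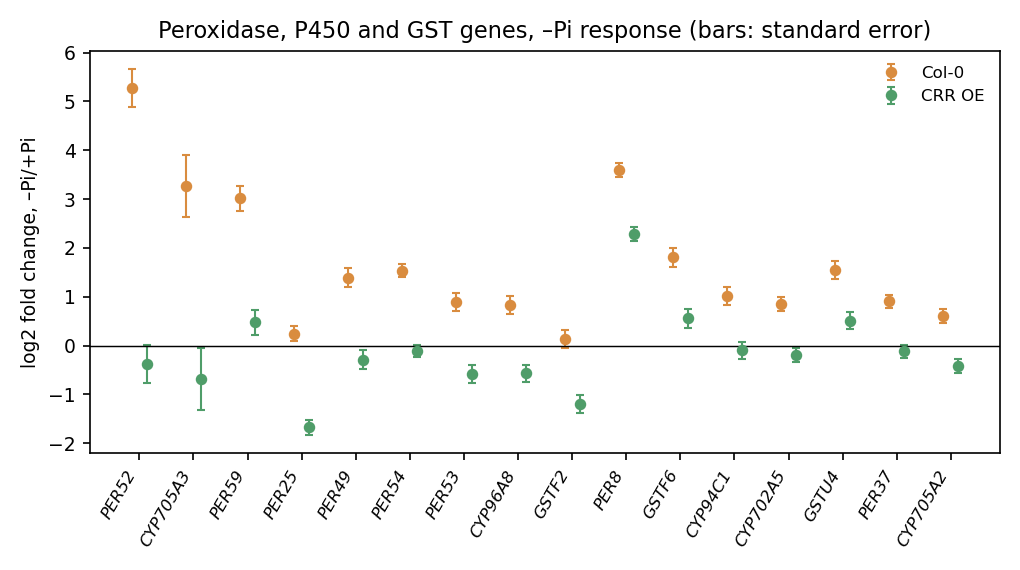
The log2 fold change of –Pi against +Pi (vertical axis) in Col-0 and in CRR OE for the peroxidase, cytochrome P450 and glutathione S-transferase genes of Fig. 4i, with bars of 1 standard error. In Col-0 *PER52* lies at 5.27 and in CRR OE at -0.37.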

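Genes for catalases, an ascorbate peroxidase, respiratory burst oxidases and regulators of the oxidative stress response made a list of 11. Of these, none was a DEG in CRR OE against Col-0 in –Pi from limma (2 at an unadjusted p under 0.05), and none in the interaction (0 at an unadjusted p under 0.05; 0 in both when adjusted over the list alone). Their median log2 fold change was 0.10 in CRR OE against Col-0 in –Pi (cameraPR, adjusted p = 0.306). In +Pi the list was higher in CRR OE by a median of 0.11, with 8 of 11 genes positive (adjusted p = 0.00388) and no DEG from limma (3 at an unadjusted p under 0.05). *ZAT12*, which encodes a zinc finger protein induced by ROS, passed the test in +Pi below the fold threshold with a log2 fold change of 0.46 (standard error 0.09, adjusted p = 0.00190), as did the oxidase gene *RBOHD* with 0.35 (standard error 0.09, adjusted p = 0.0158). From the lower expression of the cytochrome P450, peroxidase and glutathione S-transferase genes, the paper proposes that ectopic *CRR* changes ROS levels in the root by changing the iron homeostasis of its cells. Its ROS staining of root meristems rose in –Pi in Col-0 and did not clearly change in CRR OE.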

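*NAS2* (AT5G56080, chromosome 5 from 22711141 to 22712441), which encodes a nicotianamine synthase, was lower in CRR OE than in Col-0 roots in –Pi. The authors' mean was 4.68 log2 CPM in CRR OE –Pi and 5.85 in Col-0 –Pi, a log2 fold change of -1.17 (standard error 0.16, adjusted p = 8.47e-05). In +Pi the difference between the lines did not pass the test (0.29, standard error 0.16, adjusted p = 0.297). In –Pi against +Pi, *NAS2* fell in CRR OE by 1.28 (adjusted p = 3.43e-05) and did not pass the test in Col-0 (0.18, standard error 0.16, adjusted p = 0.561), an interaction of -1.46 (standard error 0.22, adjusted p = 0.00232). Its paralog *NAS1* fell in –Pi in both lines, by 1.18 (standard error 0.14, adjusted p = 2.07e-05) in Col-0 and by 1.82 (adjusted p = 1.65e-07) in CRR OE, with an interaction of -0.64 (standard error 0.19, adjusted p = 0.107). *NAS4* had an interaction of -0.97 (standard error 0.35, adjusted p = 0.189). All p-values are from limma with 3 libraries per group.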

The *bHLH100* gene, encoding a key regulator of the Fe deficiency responses, was downregulated in the –Pi Col-0 roots; however, this inhibition was attenuated in the CRR OE line. Conversely, the upregulation of *FRO8* in the –Pi Col-0 roots was attenuated in –Pi CRR OE (Fig. 4j). 

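*bHLH100* (AT2G41240, chromosome 2 from 17198037 to 17199454) fell in Col-0 roots in –Pi by 2.2 on the log2 scale (standard error 0.38, adjusted p = 0.000850), while in CRR OE roots it had a log2 fold change of -0.53 (standard error 0.38, adjusted p = 0.452). The authors' means were 1.12 and -1.08 log2 CPM in Col-0 in +Pi and –Pi, and 1.60 and 1.06 in CRR OE. In –Pi it was higher in CRR OE than in Col-0, with a log2 fold change of 2.14 (standard error 0.38, adjusted p = 0.00108). The interaction was 1.67 (standard error 0.54, adjusted p = 0.134) and did not pass the test. Its paralog *bHLH38* had log2 fold changes in –Pi against +Pi of -0.14 (standard error 0.21, adjusted p = 0.764) in Col-0 and -0.18 (standard error 0.21, adjusted p = 0.685) in CRR OE. With 3 libraries per group, limma gave these p-values. Because *bHLH100* is weakly expressed, adding 1 CPM before the logarithm brings its log2 fold change in Col-0 to -1.11, its difference between the lines in –Pi to 1.07 and its interaction to 0.73.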

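*FRO8* (AT5G50160, chromosome 5 from 20415764 to 20418847), of the ferric reductase oxidase family, rose in Col-0 roots in –Pi by 1.75 (standard error 0.37, adjusted p = 0.00439), and in CRR OE roots it had a log2 fold change of 0.45 (standard error 0.37, adjusted p = 0.524). The authors' means were low, -1.57 and 0.17 log2 CPM in Col-0 in +Pi and –Pi, and -1.10 and -0.65 in CRR OE. Between the lines in –Pi the log2 fold change was -0.82 (standard error 0.37, adjusted p = 0.188), and the interaction was -1.3 (standard error 0.52, adjusted p = 0.254). Neither passed limma's test with 3 libraries per group. The rise in Col-0 depends on the scale: with 1 CPM added it is 0.67, below the fold threshold, with -0.38 between the lines in –Pi and an interaction of -0.51.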

FRO8 has not been functionally characterized but it is believed to reduce iron in the mitochondrial membrane^70^. In addition, a number of Fe-related genes were mildly deregulated in CRR OE. Thus, the *bHLH101*, *FRO2* and *IRT1* genes that are normally activated by Fe deficiency, as well as the *VTL2* gene typically repressed under similar condition, were all slightly upregulated in CRR OE. 

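Genes induced by iron deficiency were slightly higher in CRR OE than in Col-0 in +Pi, and split in –Pi. In +Pi, 26 of 30 such genes were positive, with a median log2 fold change of 0.21 (limma's cameraPR, adjusted p = 3.10e-06), and none was a DEG (10 at an unadjusted p under 0.05; 0 when adjusted over the list alone). In –Pi they held 4 higher and 1 lower DEGs (5 and 1 when adjusted over the list alone) in CRR OE against Col-0, with a median of 0.03 (adjusted p = 0.525). Upregulated were *S8H* with a log2 fold change of 1.83 (standard error 0.48, adjusted p = 0.0176) and *CYP82C4* with 1.34 (adjusted p = 0.0495), besides 2 genes of Fig. 4j; with 1 CPM added *S8H* is at 0.22 and no longer a DEG. In –Pi against +Pi the list held 1 higher and 7 lower DEGs (1 and 7 when adjusted over the list alone) in Col-0 (median -0.17, adjusted p = 0.0203, and adjusted p = 0.169 with a correlation of 0.05) and 0 higher and 5 lower DEGs (0 and 5 when adjusted over the list alone) in CRR OE (median -0.42, adjusted p = 2.94e-05). It held 0 called positive and 1 called negative interactions (1 and 1 when adjusted over the list alone), with a median of -0.09 (adjusted p = 0.0425, and adjusted p = 0.184 with a correlation of 0.05). The 8 genes of iron storage and vacuolar iron transport held 1 higher and 0 lower DEGs (1 and 0 when adjusted over the list alone) in CRR OE against Col-0 in –Pi (median 0.01, adjusted p = 0.304), and the vacuolar iron transporter gene *VTL1* passed the test just below the fold threshold with a log2 fold change of 0.97 (standard error 0.17, adjusted p = 0.000779). The ferritin gene *FER1* had -0.19 (standard error 0.12, adjusted p = 0.366). The 5 measured genes of the ferric reductase oxidase family held 1 higher and 1 lower DEGs (1 and 1 when adjusted over the list alone) in –Pi (median -0.79, adjusted p = 0.0571) and 0 called positive and 1 called negative interactions (0 and 2 when adjusted over the list alone) (median -0.93, adjusted p = 0.00169). In +Pi 5 of these 5 were positive without a DEG (1 at an unadjusted p under 0.05; median 0.24, adjusted p = 0.0488, and adjusted p = 0.0827 with a correlation of 0.05). *FRO3* passed the test below the fold threshold in –Pi, with a log2 fold change of 0.30 (standard error 0.07, adjusted p = 0.0114). p-values for single genes are from limma with 3 libraries per group.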

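*FRO2* (AT1G01580), which encodes the root surface ferric chelate reductase, was higher in CRR OE than in Col-0 in –Pi with a log2 fold change of 1.32 (standard error 0.33, adjusted p = 0.0125), and the vacuolar iron transporter-like gene *VTL2* (AT1G76800) with 1.1 (standard error 0.18, adjusted p = 0.000464). The iron transporter gene *IRT1* (AT4G19690) had a log2 fold change of 1.24 (standard error 0.41, adjusted p = 0.0608) and *bHLH101* (AT5G04150), which encodes a paralog of bHLH100, of 0.80 (standard error 0.26, adjusted p = 0.0613), and neither passed the test. In –Pi against +Pi these genes fell in Col-0: *FRO2* by 1.50 (adjusted p = 0.00539), *VTL2* by 1.47 (adjusted p = 2.93e-05), *IRT1* fell by 2.21 (adjusted p = 0.00154) and *bHLH101* by 1.23 (adjusted p = 0.00475). In CRR OE the log2 fold changes were -0.63 (adjusted p = 0.266), -0.53 (adjusted p = 0.0701), -1.45 (adjusted p = 0.0283) and -0.54 (adjusted p = 0.232), in the same order. Their interactions did not pass the test, with 0.87 (standard error 0.46, adjusted p = 0.430) for *FRO2*, 0.95 (standard error 0.25, adjusted p = 0.0612) for *VTL2*, 0.76 (standard error 0.58, adjusted p = 0.638) for *IRT1* and 0.69 (standard error 0.37, adjusted p = 0.440) for *bHLH101*. The 9 genes of Fig. 4j held 3 higher and 2 lower DEGs (4 and 2 when adjusted over the list alone) in CRR OE against Col-0 in –Pi, and 0 called positive and 2 called negative interactions (1 and 3 when adjusted over the list alone). The list's test had no clear direction in –Pi, with a median of 0.80, a mean of 0.28 and a cameraPR statistic to the lower side (adjusted p = 0.544). The study chose these genes on these libraries, so the counts are not independent evidence. In +Pi none was a DEG between the lines (0 at an unadjusted p under 0.05). Every p-value here is from limma with 3 libraries per group. On the scale with 1 CPM added the change of *bHLH101* in Col-0 is -0.55, and that DEG is lost.

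**Figure D3:**
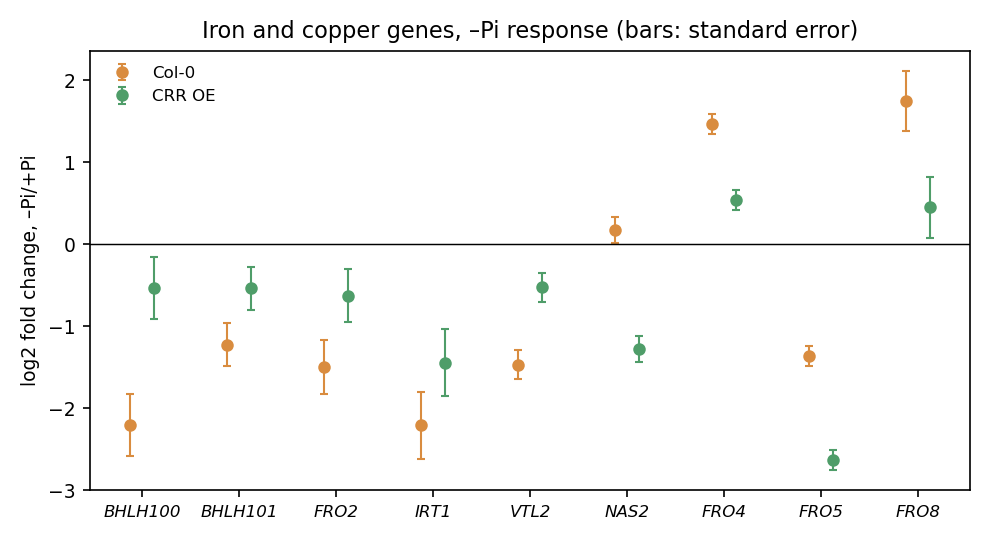
The log2 fold change of –Pi against +Pi (vertical axis) in Col-0 and in CRR OE for the genes of Fig. 4j, with bars of 1 standard error. *IRT1* lies at -2.21 in Col-0 and at -1.45 in CRR OE.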

Interestingly, FRO4 was found as differentially expressed both in *crr-1* and CRR OE roots (Fig. 4j). 

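*FRO4* (AT5G23980, chromosome 5 from 8097978 to 8101330) and its tandem paralog *FRO5* (AT5G23990, chromosome 5 from 8105461 to 8108642), both linked to copper reduction, were lower in CRR OE than in Col-0 in –Pi. *FRO4* had a log2 fold change of -0.79 (standard error 0.12, adjusted p = 0.000370), below the fold threshold, and *FRO5* of -1.27 (standard error 0.13, adjusted p = 3.29e-06). In –Pi against +Pi *FRO4* rose in Col-0 by 1.47 (standard error 0.12, adjusted p = 6.24e-07) and passed the test in CRR OE with 0.54 (standard error 0.12, adjusted p = 0.00814), an interaction of -0.93 (standard error 0.18, adjusted p = 0.00949). *FRO5* fell in both lines, by 1.36 (adjusted p = 1.51e-06) in Col-0 and by 2.63 (adjusted p = 7.13e-10) in CRR OE, an interaction of -1.27 (standard error 0.18, adjusted p = 0.00122). *CITF1*, which encodes a transcription factor of copper deficiency, was lower in CRR OE –Pi with a log2 fold change of -1.54 (standard error 0.13, adjusted p = 5.36e-07), and the copper transporter gene *COPT2* passed the test below the fold threshold with -0.76 (standard error 0.12, adjusted p = 0.000259). *CSD1*, which encodes a copper/zinc superoxide dismutase, passed the test in the other direction, also below the fold threshold, at 0.76 (standard error 0.07, adjusted p = 2.12e-06). The list of 14 copper homeostasis genes includes *FRO4* and *FRO5*, and *FRO5* and *CITF1* are its called genes. It held 0 higher and 2 lower DEGs (0 and 2 when adjusted over the list alone) in CRR OE against Col-0 in –Pi, with a median of -0.39 (cameraPR, adjusted p = 6.56e-05), and 0 called positive and 2 called negative interactions (0 and 2 when adjusted over the list alone), with a median of -0.42 and 11 of 14 genes negative (adjusted p = 1.13e-05). At an adjusted p under 0.05 with no fold threshold, 3 members were higher in –Pi (*CSD1*, *CSD2* and *CCS*, the last 2 named after their values were seen) and 7 lower. In +Pi none was a DEG between the lines (0 at an unadjusted p under 0.05). p-values for single genes are from limma with 3 libraries per group.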

Finally, a GO analysis based on cellular component terms revealed that most of the DEGs in the interaction between genotypes and treatments were localized at the cell wall and/or in the apoplastic space (Supplementary Figs. 24d and 26).

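Among cell wall families, pectinesterase genes and arabinogalactan protein genes held called interactions in opposite directions. The pectinesterase gene *PME41* had an interaction of -1.19 (standard error 0.17, adjusted p = 0.00137) and *PME12* of -1.16 (standard error 0.27, adjusted p = 0.0298), and *PMEI11*, which encodes an inhibitor of such enzymes, of -1.08 (standard error 0.25, adjusted p = 0.0309). In –Pi they were lower in CRR OE than in Col-0, with log2 fold changes of -1.03 (standard error 0.12, adjusted p = 1.84e-05), -1.22 (standard error 0.19, adjusted p = 0.000325) and -1.45 (standard error 0.18, adjusted p = 3.09e-05), respectively. With 1 CPM added, *PME41* is at -0.97 in –Pi, and *PME12* and *PMEI11* have interactions of -0.98 and -0.93, each just short of the fold threshold. Pectinesterases and their inhibitors held 3 of 46 genes among those with a negative interaction (expected 0.230; one-sided Fisher's exact test, adjusted p = 0.00787, and adjusted p = 0.103 with no fold threshold), and the list as a whole, with 0 called positive and 3 called negative interactions (0 and 3 when adjusted over the list alone), did not pass cameraPR (adjusted p = 0.239). The arabinogalactan protein genes *AGP13* and *AGP30* had interactions of 1.39 (standard error 0.23, adjusted p = 0.00415) and 1.19 (standard error 0.08, adjusted p = 1.38e-06). The list of extensin and arabinogalactan protein genes takes names with EXT, LRX, AGP or FLA and so leaves out *PEX3*, which had an interaction of 2.47 (standard error 0.47, adjusted p = 0.00934). It held 2 called positive and 0 called negative interactions (2 and 1 when adjusted over the list alone), with a median of 0.16 and 36 of 48 genes positive (cameraPR, adjusted p = 1.75e-10). They were 2 of 48 members among the genes with a positive interaction (exact test, adjusted p = 0.0856, and adjusted p = 6.16e-06 with no fold threshold, where 8 members counted). In –Pi the list was higher in CRR OE than in Col-0 by a median of 0.22 (cameraPR, adjusted p = 7.31e-15), with 1 higher and 0 lower DEGs (1 and 0 when adjusted over the list alone). Expansins, which loosen the wall, held no called interaction among 15 genes from limma (6 at an unadjusted p under 0.05; 0 when adjusted over the list alone; cameraPR to the lower side with a median of 0.03, adjusted p = 0.847). Xyloglucan endotransglucosylases, which remodel the wall, held 0 called positive and 1 called negative interactions (0 and 2 when adjusted over the list alone) among 25 genes (cameraPR, adjusted p = 0.0931), and the called gene was *XTH13*, at -1.38 (standard error 0.32, adjusted p = 0.0297). p-values for single genes are from limma with 3 libraries per group.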

We next analyzed ROS production in the root apical meristem using the general ROS probe carboxy-H2CDFDA (Supplementary Fig. 27). As previously reported^30^, Col-0 roots show enhanced production of ROS in the meristem under Pi deficiency, particularly in the SCN. This response is exacerbated in *pdr2* which is consistent with the higher accumulation of iron in the root meristem. Interestingly, under –Pi, *crr-1* and *crr-1 hyp1* showed an increase of carboxy-H2CDFDA signal as compared to Col-0, not only in the SCN but also all along the meristem division zone. This pattern of ROS production was stronger in *crr-1 hyp1* double mutant, explaining the shorter root phenotype compared to the *crr-1* single mutant, strengthening the correlation between iron accumulation, ROS, and root growth inhibition. In line with this, the carboxy-H2CDFDA staining in CRR OE meristems did not show any obvious difference between +Pi and –Pi (Supplementary Fig. 27). Taken together, these results indicate that CRR activity affects the redox status of the root apoplastic space as a consequence of changes in the amount of Fe accumulated in the apoplast, explaining the root growth phenotypes in –Pi.

### *CRR* expression levels affect *A. thaliana* tolerance to Fe stress

The findings that CRR has ferric reductase activity, that its overexpression causes the deregulation of Fe-homeostasis and redox-related genes, and that its expression level determines the amount of Fe accumulated at the root tip under –Pi conditions led us to speculate that CRR (and possibly other members of the CYBDOM family) might have a broader biological functions in Fe homeostasis. Because the *crr-1*, *crr-1 hyp1*, and CRR OE phenotypes are associated with conditions in which Col-0 roots hyperaccumulate Fe, we investigated the response of these lines to high Fe levels.

Col-0, *crr-1*, CRR OE, and *crr-1 hyp1* were challenged to high amounts of Fe supplied as Fe(III)-EDTA for 7 days from germination. Remarkably, CRR OE was hypersensitive to Fe stress, showing a mild to strong reduction in the fresh weight of its seedlings in media containing 400 to 600 µM Fe(III)-EDTA, respectively (Fig. 5a–c). Conversely, the *crr-1* and *crr-1 hyp1* mutants were more tolerant of the high-Fe stress in terms of the biomass generated. Similar results were obtained when seeds were sown in –Pi media with high Fe, with the exception that the Fe toxicity symptoms appeared at lower concentrations (350 µM Fe(III)-EDTA), most likely because the removal of Pi enhances Fe accessibility via a reduction in the formation of insoluble Pi–Fe complexes (Supplementary Fig. 28a, b). Similar contrasting growth phenotypes were observed for the CRR OE and *crr-1 hyp1* plants grown for 7 days in a control basal MS medium and transferred into a medium with an additional 600 µM Fe(III)-EDTA for 4 days (Supplementary Fig. 28c, d).

**Fig. 5:**
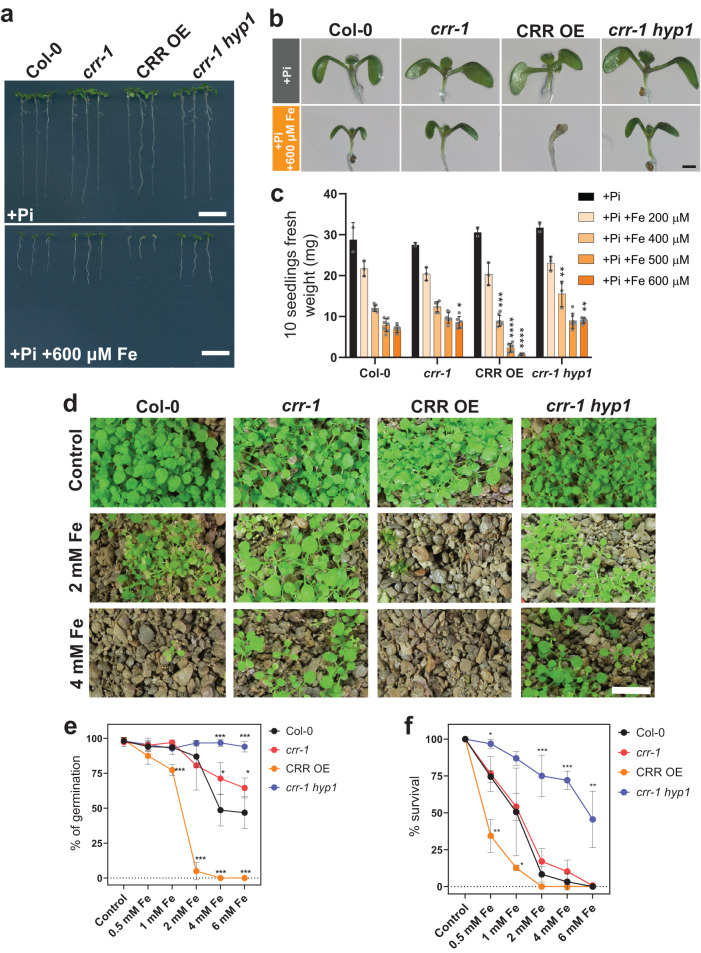
CRR is involved in iron toxicity tolerance. **a** Phenotypes of Col-0, *crr-1*, CRR OE, and the double mutant *crr-1 hyp1* grown for seven days in the +Pi medium with or without an additional 600 µM Fe provided as Fe-EDTA. Scale = 1 cm. **b** Magnification showing the shoot phenotype of the seedlings photographed in (**a**). Scale = 0.5 mm. **c** Effect of increasing the concentration of Fe-EDTA on Arabidopsis seedling growth, determined by measuring the weight of 10 seedlings after 7 days of growth. **d** Phenotypes of 15-day-old seedlings sown in a clay-based substrate watered with increasing concentrations of Fe-EDTA. Scale = 1 cm. **e** Percentage of seeds that germinated in the clay-based substrate watered with increasing concentrations of Fe-EDTA, measured after five days. **f** For the plants in (**e**) that had germinated by day 5, the percentage of plants that remained green and continued to develop for an additional 10 days was quantified. In (**e**) and (**f**) *n* = 3 in all cases. In (**c**), (**e**), and (**f**), the data are the means ± sd and sample size is indicated by dots. The statistical differences within each condition were analyzed using a one-way ANOVA followed by Dunnett’s multiple comparisons test. Significant differences from Col-0 are indicated (****P < 0.0001; ***P  <  0.001; **P  <  0.01; *P  <  0.05). Source data for (**c**), (**e**) and (**f**), including *n* and *p* values, are provided as a Source data file.

The phenotypes associated with a high-Fe supply were also analyzed for the CRR OE, *crr-1* and *crr-1 hyp1* grown under phototrophic growth conditions. In a clay-based substrate, Col-0 germination and growth were negatively affected when supplemented with a 2 mM Fe(III)-EDTA solution, while CRR OE was unable to germinate under the same conditions (Fig. 5d, e). Conversely, both the *crr-1* and *crr-1 hyp1* mutants were clearly more tolerant of Fe toxicity, showing higher levels of germination compared with Col-0 at Fe(III)-EDTA concentrations of 4–6 mM (Fig. 5d, e). Furthermore, of the seeds that germinated, the *crr-1 hyp1* mutant showed the highest level of survival after 15 days of stress, while CRR OE had the lowest survival rate (Fig. 5f). The germination and survival rates of the *crr-1 hyp1* double mutant under high Fe were both higher than those of the single *crr-1* mutant (Fig. 5e, f). Similar results were obtained when the experiments were performed with plants grown in peat-based soil (Supplementary Fig. 28e–g).

### CRR impacts Fe accumulation in the shoots

To understand the physiological mechanisms behind the high Fe-associated phenotypes of the *crr-1*/*crr-1 hyp1* mutants and CRR OE, the Fe distribution in the roots of seedlings grown in agar plates was examined. Perls-DAB staining of roots showed that *crr-1* and *crr-1 hyp1* accumulated more Fe at the root tip than Col-0 under Fe stress conditions, whereas CRR OE accumulated less (Supplementary Fig. 29). Perls staining without the DAB intensification of roots grown in +Pi medium with basal level of Fe revealed that while Col-0, *crr-1*, and *crr-1 hyp1* accumulated Fe at the QC and the root cap with only faint staining in the surrounding initials under control conditions, CRR OE showed similar staining in the QC and initials, but only very weak Fe accumulation in the root cap (Fig. 6a and Supplementary Fig. 30). In the elongation and differentiation zones, Fe deposition was below the detection limits for all lines. In the +Pi medium supplemented with 350 µM Fe(III)-EDTA, Col-0 showed Fe staining mainly in the QC and weakly in the surrounding initials, a pattern similar to CRR OE under control conditions. In contrast to Col-0, *crr-1* and *crr-1 hyp1* displayed higher levels of Fe at the root meristem, including in the QC and initials. There was an increase in Fe staining intensity in the elongation and differentiation zones of the *crr-1* single and *crr-1 hyp1* double mutants. In CRR OE, Fe was undetected in the root meristem and only a weak signal was obtained in the elongation and differentiation zones (Fig. 6a and Supplementary Fig. 30).

**Fig. 6:**
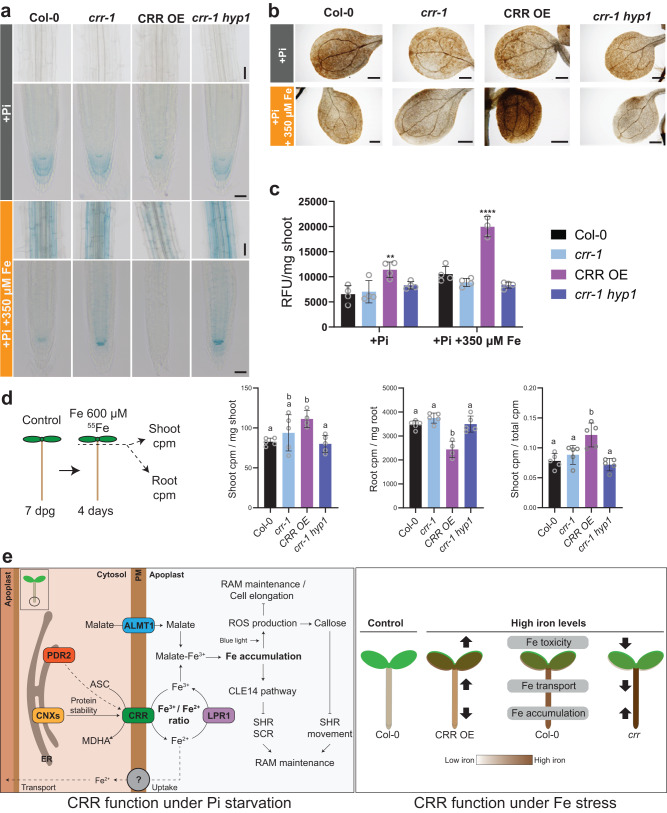
CRR impacts iron accumulation in the roots and its transport to the shoots. **a** Phenotype of Col-0, *crr-1*, CRR OE, and *crr-1 hyp1* plants grown for seven days in the +Pi medium as a control, or in the +Pi medium supplemented with 350 µM Fe-EDTA. The roots were subjected to Perls staining to detect iron as a blue precipitate. Scale = 350 µM. **b** Perls-DAB staining showing Fe accumulation patterns in the cotyledons. Plants were grown as in (**a**), and the shoots were subjected to Perls staining followed by a DAB intensification step. Scale = 500 µm. **c** ROS in the shoots of plants grown as in (**a**), quantified using the fluorescence probe Carboxy-H2DCFDA and expressed as relative florescence units (RFU) per mg of tissue. The statistical differences within each condition were analyzed using a one-way ANOVA followed by Dunnett’s multiple comparisons test. Significant differences from Col-0 are indicated (****P  <  0.0001; **P  <  0.01) and the sample size by circles. **d** Schematic representation of the experimental design (left). Plants were grown for seven days in +Pi control conditions and transferred onto a +Pi medium containing 600 µM Fe-EDTA and 1.7 µCi per ml of ^55^Fe. After four days, the shoots and roots were collected separately, extensively washed, and the amount of ^55^Fe in the tissue was quantified as counts per million (cpm). Results are expressed as shoot cpm per mg of shoot, root cpm per mg of root, or the ratio shoot cpm over total plant cpm. The statistical differences were analyzed using a one-way ANOVA followed by Tukey’s multiple comparisons test. Different letters indicate significant differences (*P* < 0.05). In (**c**) and (**d**), the data are the means ± sd and each individual value is indicated by a circle. **e** Working model of CRR function under phosphate deficiency and iron stress. The model is explained in the Discussion. Source data for (**c**) and (**d**), including *n* and *p* values, are provided as a Source data file.

Our analysis of Fe accumulation in the cotyledons using Perls-DAB staining showed that, when grown in a medium containing 350 µM Fe(III)-EDTA, CRR OE clearly accumulated more Fe whereas the difference between Col-0 and the *crr-1* or *crr-1 hyp1* was not reliably detectable (Fig. 6b and Supplementary Fig. 31). The possibility that Fe accumulation in the shoots of CRR OE was associated with increased ROS production was tested using carboxy-H2DCFDA. As shown in Fig. 6c, the CRR OE shoots had higher levels of ROS when grown under both control conditions and with a 350 µM Fe(III)-EDTA supply. To test if iron accumulation was also modified in true leaves, we performed a Perls-DAB staining of shoots from Arabidopsis lines for 11 days under +Pi conditions or a milder iron stress (+Pi with 200 µM Fe(III)-EDTA) (Supplementary Fig. 32). The results showed that compared to Col-0, CRR OE hyperaccumulated Fe in true leaves whereas Fe staining was weaker in *crr-1 hyp1* double mutant.

Overall, an analysis of the Fe staining in both the roots and shoots revealed an antagonistic pattern between CRR OE and the *crr-1*/*crr-1 hyp1* mutants, with CRR OE accumulating more Fe in the shoots than the roots, resulting in ROS generation in the shoots. By contrast, the *crr-1* and *crr-1 hyp1* mutants accumulated more Fe in the roots and, for *crr-1 hyp1*, less in the shoots, suggesting that Fe reduction by CRR (and HYP1) may be associated with its transport from the roots to the shoots.

To further elucidate how CRR could modulate Fe transport, CRR OE and mutant lines grown for 7 days on a control medium were transferred into a medium containing 600 µM Fe-EDTA and supplemented with ^55^Fe for 4 days before measuring the amount of ^55^Fe in the roots and shoots. Consistent with the Perls-DAB staining, CRR OE contained a higher amount of ^55^Fe per milligram of tissue than Col-0 in the shoots and a lower amount in the roots, with a two-fold greater level of root-to-shoot ^55^Fe transfer than in the WT (Fig. 6d). For *crr-1* and *crr-1 hyp1*, no significant difference was measured relative to Col-0. The apparent discrepancy between the Perls-DAB staining and ^55^Fe uptake/transfer experiment for the *crr-1 hyp1* double mutant may indicate that Fe accessibility or compartmentation in leaves may be more affected than the transport dynamic per se. Altogether, these results suggest that *CRR* overexpression results in the altered accumulation of Fe in the shoots, affecting plant fitness under high Fe concentrations.

Finally, we analyzed whether the phenotype of CRR OE on shoot growth and Fe accumulation was largely dependent on CRR overexpression in roots, shoots or both. To assess this, we performed homo- and hetero-grafts using Col-0 and CRR OE seedlings. As expected, after 6 days under high iron stress, CRR OE homo-grafts showed a reduced shoot biomass and higher Fe staining by Perls-DAB compared to Col-0 (Supplementary Fig. 33). Interestingly, either when CRR OE was used as scion or rootstock, shoot growth and Fe staining in the reciprocal hetero-grafts were similar to the self-grafted CRR OE. These data indicate that CRR overexpression in both shoots and roots contribute to the high shoot Fe and deleterious growth observed under high external Fe supply.

## Discussion

Studies on the response of primary roots to Pi deficiency in *A. thaliana* have established a link between the presence of Fe^3+^ in the root tip apoplast with ROS production and the reduction in meristematic cell division and cell elongation^30,35–38,40^. The central role of the ferroxidase *LPR1* in these phenotypes indicates that, despite the presence of adequate amount of Fe^3+^ in the external medium, LPR1 must oxidize Fe^2+^ de novo in the root meristem apoplast in order to mediate reduction of primary root growth^30,40^. This raises a number of questions, such as the potential presence of specific apoplastic (sub)domains with limited access to Fe^+3^ as well as how Fe^2+^ would be generated in the root meristem for LPR1 activity. In *A. thaliana*, FRO2 is the primary root ferric reductase involved in Fe import into plants^71^. FRO2 is localized to the plasma membrane and primarily expressed in the root epidermis and root hairs^59,60,72^. Although FRO2 paralogues are present in other subcellular membranes (e.g., FRO3/8 and FRO7 in mitochondria and plastids, respectively), FRO2 remains the only FRO family member known to be involved in Fe reduction in the apoplast^73^. While some coumarins secreted under Fe-deficient conditions at high external pH exhibit intrinsic Fe-reducing properties, their role in Fe acquisition at neutral and more acid pH levels appears negligible^74–76^. Furthermore, even under alkaline conditions, Fe mobilized by coumarins requires the action of FRO2 for its acquisition^77^. Under phosphate deficiency, *FRO2* and *IRT1* transcription is strongly downregulated and unlikely to play a major role in Fe reduction and acquisition, at least in the root meristem^13,15–17^. The primary roots of both the *fro2* and *irt1* mutants show WT-like responses to Pi deficiency, as shown in this work and that of ref. ^40^, indicating that neither participate in the response of primary roots to Pi deficiency. Although apoplastic ascorbic acid has been shown to participate in Fe^3+^ reduction for Fe^2+^ import into developing *A. thaliana* seeds, it is unknown whether ascorbic acid contributes to Fe^3+^ reduction in the roots^78^.

Biochemically characterized CYB561s have shown the ability to use ascorbate as the principal electron donor to generate transmembrane electron transport to reduce either apoplastic monodehydroascorbate or various ferric-chelates^48^. A CYB561 found in the mouse duodenal mucosa cell membrane transfers electrons from cytoplasmic ascorbate to extracellular Fe^3+^-chelates, enabling the generation of Fe^2+^ ions that are then acquired by Fe^2+^ transporters^79–81^. The characterization of some plant CYB561s showed that they also use ascorbate to generate transmembrane electron transfers to monohydroascorbate or Fe^3+^-chelates when expressed in heterologous systems, such as *Pichia pastoris*^62,82,83^. Despite these insights, the in vivo relevance of CYB561 proteins to either Fe^3+^ reduction and iron homeostasis or ascorbate pools has not been demonstrated in plants.

The DOMON domain is commonly present as an extracellular domain in membrane-anchored proteins and is often fused to domains other than CYB561 that are involved in redox reactions, such as monooxygenase, cytochrome c, or FAD/NAD-binding oxidoreductase^84^. While only a single CYBDOM protein is found in human, mouse, and *Drosophila*, the CYBDOM protein family is greatly expanded in plants. The DOMON domain of several proteins has been found to bind heme in bacteria and fungi^49,85^. In plants, the AIR12 protein in soybean (*Glycine max*) and *A. thaliana* has a single DOMON domain with a GPI anchor and has been shown to bind heme that is fully reduced by ascorbate^46^. Although the mode of action of AIR12 is poorly defined, its expression has been associated with superoxide generation at the plasma membrane, the modulation of root development, cold tolerance, and the resistance to *Botrytis cinerea*^86–89^. Studies on a distinct PM-localized CYBDOM from soybean expressed in *Xenopus* oocytes revealed a trans-plasma membrane electron flow dependent on both internal ascorbate and external electron acceptors such as FeCN or ferric nitrilotriacetate^63^.

The current work shows that CRR is a CYBDOM protein with features consistent with an ascorbate-dependent Fe^3+^ reductase. Structural analysis of the CRR CYB561 domain reveals a cytoplasmic basic pocket that could bind ascorbate as an electron donor. In addition, the CRR model shows not only the conserved histidines involved in heme biding in the CYB561 domain, but also the highly conserved histidine and methionine residues required in heme *b* binding in the DOMON domain of several bacterial and fungal proteins, and the plant AIR12^46,48^. It is likely that the addition of an extracellular DOMON domain to a CYB561 protein would enable it to transfer electrons to apoplastic acceptors, such as Fe^3+^-chelates, located at a greater distance from the plasma membrane than would be possible with a classical transmembrane CYB561 protein. Alternatively, the DOMON domain could enable specific interactions with other substrates that will be reduced. Thus, although CRR can reduce various Fe^3+^-chelates, it remains possible that other substrates could also be reduced which could ultimately impact the apoplastic ROS balance.

The *crr* mutant shares several phenotypes with the *pdr2*, *als3*, and *star1* mutants, including an enhanced reduction of primary root growth under –Pi, an increased Fe deposition in the apoplast of the SCN and dividing zone of the root meristem, and a reduction in meristem cell division^32,36,40^. In contrast to *pdr2*, *als3*, and *star1*, *crr* does not affect cell growth in the elongation zone, likely because the accumulation of apoplastic Fe in the elongation zone of *crr* is below a critical threshold. Although CRR has ferric reductase activity, it is unlikely to be involved in directly generating the local Fe^2+^ required for LPR1 activity, since the *crr* mutant has opposite phenotypes compared to the *lpr1* mutant as far as root tip Fe accumulation and primary root growth under –Pi condition. We thus propose the following model for the implication of CRR on root growth and Fe homeostasis (Fig. 6e, left). Under P-limiting conditions, the expression of the malate transporter ALMT1 in the roots is induced as the result of STOP1 activation, leading to malate export to the root apoplast^35,38^. This, together with a de novo pool of Fe^3+^ generated by the activity of the ferroxidase LPR1, promotes the accumulation of high levels of Fe^3+^-malate in the root apoplast. Fe^3+^-malate reduces division in the root apical meristem through potentially synergic pathways, including the generation of ROS, the activation of the CLE14/CLV2–PEPR2 pathway, and the interference with cell-to-cell communication by callose deposition^37,40^. Apoplastic Fe^3+^-malate also reduces cell growth in the root elongation zone, potentially via the activation of peroxidases, cytochrome p450s, and other redox-active enzymes, leading to the modification of the cell wall structure^35,38^. Blue light is an important component of this process because it activates HY5 in the shoots, promoting its migration to the roots, where it regulates the expression of *LPR1*^41^. In addition, blue light triggers photo-Fenton reactions, further inhibiting primary root growth upon their exposure to light^42^. In our model, the ascorbate-dependent ferric reductase activity of CRR antagonizes the activity of LPR1, modulating the ratio between the ferric and ferrous iron pools (Fe^3+^/Fe^2+^) in the root apoplast. In the *crr* mutant, the ratio of Fe^3+^/Fe^2+^ would be shifted toward Fe^3+^, increasing the accumulation of Fe^3+^-malate complexes in the apoplast and thereby inhibiting root growth. On the other hand, when *CRR* is expressed in the meristem, the pool of apoplastic Fe^3+^-malate would decrease via ferric reduction. If the Fe^2+^ generated by CRR is coupled with intracellular transport, it would then be unavailable for re-oxidation in the apoplast by LPR1 and thus reduce the inhibition of primary root growth under –Pi. CRR protein levels are partially dependent on the ER chaperones CNXs and PDR2 for proper protein expression, folding, and/or localization.

The ferric reductase activity of CRR, and of its homolog HYP1, would also explain the effect of *CRR* expression on a plant’s tolerance or sensitivity to high external Fe (Fig. 6e, right). In the *crr* and *crr hyp1* mutants, the reduction of ferric reductase activity in the presence of high external Fe may restrict the transport of Fe^2+^ into cells, which would in turn reduce the long-distance Fe transport from root to shoot, preventing its intracellular accumulation to cytotoxic levels in sensitive tissues. Although phenotypes associated with ectopic over-expression should be interpreted with care, the increased ferric reductase activity associated with the overexpression of CRR is likely the cause of the greater Fe^2+^ transport into the roots and transfer to shoots observed in the CRR OE line, leading to cytotoxic levels of Fe and the production of ROS, negatively impacting plant fitness. Further studies will be required to reveal the expression patterns of *CRR* and *HYP1* in shoots and germinating seeds to understand their role in Fe homeostasis and their contribution to germination and seedling establishment under high external Fe.

In most organisms, Fe^3+^ reduction is coupled to Fe^2+^ import either directly via Fe^2+^ transporters, such as IRT1 in plants, which form a complex with FRO2 and the proton pump AHA2 at the PM^72^, or via a coupled ferroxidase/permease transport system, such as the Fet3–Ftr1 high-affinity Fe uptake system of fungi^90,91^. The current work raises the interesting question of how the Fe^2+^ generated by CRR could be coupled to Fe transport. Since *IRT1* expression is strongly decreased under Pi-deficient conditions, it is unlikely to be involved in CRR-mediated intracellular Fe^2+^ transport in the root meristem^13,15–17^. However, the potential role of IRT1 in the transport of Fe^2+^ generated by CRR should be experimentally examined.

Considering the numerous interactions between Fe and Pi homeostasis, it is interesting to highlight that a genetic screen initially devised to study the response of roots to Pi deficiency has led to the identification of key genes likely to be primarily involved in Fe homeostasis, such as CRR and LPR1. Recent studies of the *LPR* gene family in both *A. thaliana* and rice have highlighted their essential contributions to Fe transport and Fe homeostasis in roots and shoots^92–95^. Future research on CRR, HYP1, and other members of the CYBDOM and CYB561 protein families should reveal their potential contribution to Fe homeostasis and plant growth, which may be distinct depending on the tissue and environmental conditions.

## Methods

### Plant lines and growing conditions

All Arabidopsis (*Arabidopsis thaliana*) lines and mutants used in this work were in the Columbia (Col-0) background. The mutants and transgenic lines *pdr2-1*^34^, *fro2*^71^, *irt1*^96^, 39OE^58^, and pCYCB1::GUS^97^ were previously described. The *hyp1* mutant (At5g35735) was provided by Ricardo Fabiano Giehl (IPK, Gatersleben, Germany). The T-DNA insertion lines *crr-1* (*Salk_202530*), *crr-2* (*Salkseq_039879.2*), *crr;h1* (*Salk_016284, Salk_013527c*), *almt1* (*Salk_009629*), and *lpr1* (*Salk_016297*) were obtained from the European Arabidopsis Stock Center (Nottingham, UK) and genotyped using the primers listed in Supplementary Data 8. All the other genetic constructs used in this work were generated using Infusion and Gateway technology using the primers described in Supplementary Data 8, with the pENTR2b (Thermo Fisher Scientific, Waltham, MA, USA) and pFAST vector series^98^ as entry and destination vectors, respectively. Transgenic lines were generated via *Agrobacterium tumefaciens*-mediated transformations^99^.

The seeds were germinated on vertical square plates containing one-sixth-strength Murashige and Skoog (MS) salts without Pi (Duchefa Biochemie, Haarlem, the Netherlands), 1% (w/v) sucrose, 0.8% (w/v) agar (Plant Agar from Duchefa Haarlem, the Netherlands), 0.5 g l^–1^ of 2-(N-morpholino)ethanesulfonic acid, and buffered to pH 5.8 with KOH. The residual amount of phosphate present in this media was 20 µM. For the +Pi plates, the medium was supplemented with potassium phosphate buffer to obtain a final Pi concentration of 1 mM. The +Pi and –Pi media contained a final concentration of iron of 15 µM, approximately. For the Fe tolerance assays on plates, the +Pi or –Pi medium was supplemented with FeNaEDTA to the final concentration specified. To assess Fe tolerance in soil, the seeds were sown in soil or clay pellets and watered with tap water or 1/6-strength MS, respectively. The pH of soil and pellets was 5.2 and 6.2, respectively. Fe was supplemented as FeNaEDTA to the concentration indicated in the text. The plant phenotypes were analyzed after 15 days.

### Proteomic analysis

Col-0 and *cnx1 cnx2* mutant plants were grown in +Pi and –Pi media for seven days before their roots were harvested for a proteomic analysis. The tissues were homogenized in SDS-containing FASP buffer (4% SDS, 0.1 M DTT, 100 mM Tris pH 7.5), heated at 70 °C for 5 min, and allowed to cool at room temperature (RT). The cooled proteins were centrifuged for 20 min at 4000 rpm, after which the supernatant was recovered and frozen at –80 °C. The concentration of each extract was determined by gel electrophoresis, Coomassie blue staining, and total lane densitometry in comparison with a pre-quantitated total cell extract, and 50 µg of each tissue extract was subjected to further processing. Four replicates for each condition were prepared. The eight-plex iTRAQ approach^100^, based on isobaric labeling and the measurement of reporter fragment ion intensities, was used for the relative quantitation. The extracts were proteolytically digested and iTRAQ-labeled according to the iFASP procedure^101^. More than 98.5% of the sequences of all samples had peptide spectrum matches determined by MASCOT (www.matrixscience.com) that corresponded to fully labeled iTRAQ peptides.

The labeled iTRAQ samples (8 × 50 µg) were pooled and desalted on SepPak C18 cartridges (Waters Corporation, Milford, MA, USA). Dried eluates were dissolved in 4 M urea with 0.1% ampholytes (pH 3–10; GE Healthcare, Chicago, IL, USA) and fractionated by off-gel focusing^102^. The 24 fractions obtained were desalted on a microC-18 96-well plate (Waters Corporation), dried, and resuspended in 0.1% formic acid with 3% (v/v) acetonitrile for LC-MS/MS analysis.

A data-dependent LC-MS/MS analysis was performed on the extracted peptide mixtures after digestion using a Fusion tri-hybrid orbitrap mass spectrometer (Thermo Fisher Scientific) interfaced through a nano-electrospray ion source to a RSLC 3000 HPLC system (Thermo Fisher Scientific). The peptides were separated on a reversed-phase Easy-spray PepMap nanocolumn (75 μM inner diameter × 50 cm, 2 μM particle size, 100 Å pore size; Thermo Fisher Scientific) with a 4–76% acetonitrile gradient in 0.1% formic acid (total time: 140 min). Full MS survey scans were performed at 120,000 resolution. In the data-dependent acquisition controlled by Xcalibur 3.0.63 software (Thermo Fisher Scientific), the most intense multiply charged precursor ions detected in the full MS survey scan were selected for “multi-notch” synchronous precursor selection^103^ and MS3 fragmentation, which minimizes the co-isolation of near-isobaric precursors (maximum scan cycle: 3 s).

The data files were analyzed with MaxQuant 1.5.3.30^104^ incorporating the Andromeda search engine^105^. The sequence database used for the search was the UNIPROT *Arabidopsis thaliana* proteome containing 27,242 sequences, in addition to a custom database containing most of the common environmental contaminants (keratins, trypsin, etc.). Both peptide and protein identifications were filtered at a 1% FDR relative to hits against a decoy database built by reversing the protein sequences. The raw reporter ion intensities generated by MaxQuant were used in all following steps leading to the quantification. Further data analysis was performed using the R statistical programming language version 2.15.2 (R Core Team, 2012) and the Perseus software^104^.

### Root length quantification

The plants were grown as described above and the plates were imaged with a flatbed scanner (Epson Perfection V700 photo; Epson, Suwa, Japan). The root length was measured using Fiji (http://fiji.sc/Fiji) and the plugin Simple neurite tracer.

### Determination of meristem size and cell length

The roots were cleared with Clearsee and stained with Calcofluor White^106^, and observed using confocal microscopy. The average cell length of the cortical cells in the differentiation zone was calculated. The root apical meristem size was determined as the distance from the QC to the first elongating cell.

### Confocal microscopy

Confocal microscopy was performed using a Zeiss LSM 880 Airyscan (Carl Zeiss). Calcofluor White was excited at 405 nm and detected at 425–475 nm. GFP was excited with a 488 nm laser and the emitted light was collected at 493–538 nm. The analysis of confocal and bright field microscopy images was done with the ZEN 2 (blue edition) software from Zeiss and Fiji 2.9.0 (https://imagej.net/software/fiji/).

### Measurement of Pi content

Pi was quantified using the ascorbate–molybdate assay^107^. Around 20 mg of shoot or root tissue was placed in water and subjected to at least three freeze-thaw cycles to release the Pi. The Pi content was quantified using a molybdate assay with a standard curve. The Pi concentration was normalized per gram of tissue.

### Beta-glucuronidase (GUS) assay

Col-0 and *crr-1* expressing the *pCYCB1::GUS* reporter cassette grown in +Pi and –Pi conditions were incubated in the GUS staining buffer (50 mM sodium phosphate, 2 mM potassium ferrocyanide, 2 mM potassium ferricyanide, 0.2% Triton X-100, and 2 mM of the GUS substrate 5-bromo-4-chloro-3-indolyl-b-D-glucuronic acid)^108^. The roots were imaged using a bright field stereomicroscope (Axio Zoom.V16; Carl Zeiss, Oberkochen, Germany).

### Measurement of ferric-chelate reductase activity in roots

Roots from seven-day-old seedlings grown on 1/6-strength MS plus Pi were used to measure Fe(III) chelate reductase activity. The root tissue was washed with a 100 mM Ca(NO_3_)_2_ solution and incubated for 1 h in the dark with 1 ml of reaction solution. For the reduction of Fe(III)NaEDTA and Fe(III)-Malate, 100 µM of either Fe(III)NaEDTA or Fe(III)-Malate and 500-µM ferrozine solution was added to each sample, and the production of purple-colored Fe(II)–ferrozine complexes was quantified by measuring the absorbance of the solution at 562 nm^58^. For the ferricyanide (FeCN) reduction, the reaction solution was 500 µM FeCN, and the reduction of ferricyanide was recorded by a spectrophotometer at 420 nm^109^.

### Measurement of ferric-chelate reductase activity in yeast

*Saccharomyces cerevisiae* strain S288C Wt or *Δfre1Δfre2* cells^110^ were used for the ferric-chelate reductase activity assay. For this purpose, the cells were transformed with the empty centromeric p415 vector^111^ as a negative control, or the same vector carrying the *CRR* or yeast *FRE1* coding sequence under the control of the constitutive *GPD* promoter. For the assay, the cells were grown on solid SD/-LEU media for two days at 28 °C and then overnight at 22 °C in 5 ml liquid media with or without an ascorbate precursor (89 mg/100 ml L-galacto-γ-lactone) until an OD600 = 0.6 approximately^61,62^. The cells were washed twice with H_2_O, and 1 ml of the resuspension was placed in a 2 ml tube for the analysis. The cells were collected by centrifugation and resuspended in 650 µl of assay buffer consisting of MES 0.05 M (pH 6.5) and 5% glucose supplemented with 500 µM ferrozine and 500 µM of either Fe(III)-EDTA, Fe(III)-malate or FeCN (for FeCN reduction ferrozine was omitted from the solution). After a 2-h incubation, an aliquot was collected to record the optical density at 600 nm and the rest was centrifuged to pellet the cells. The optical density of the supernatant was recorded at 562 nm or 420 nm for the Fe(III)-EDTA/Fe(III)-malate or FeCN reduction, respectively.

### Histochemical detection of Fe in seedlings

Fe accumulation in seedlings was assayed using Perls staining as indicated^112,113^. For Perls staining, the seedlings were incubated in 4 ml of 2% (v/v) HCl and 2% (w/v) potassium ferrocyanide for 30 min. The samples were washed with H_2_O and incubated for 45 min with 4 ml of 10 mM NaN_3_ and 0.3% H_2_O_2_ in methanol. After this step, the samples were washed with 100 mM Na-phosphate buffer (pH 7.4) and were either analyzed or subjected to a DAB intensification step. For the latter, the seedlings were incubated for 30 min in the same buffer containing 0.025% (w/v) DAB and 0.005% (v/v) H_2_O_2_ and washed two times with H_2_O. Finally, the samples were cleared with chloral hydrate (1 g ml^–1^; 15% glycerol) and analyzed with an optical microscope.

### ^55^Fe transport in Arabidopsis tissues

Plants were grown for 7 days in plates containing 1/6-strength MS supplemented with 0.8% (w/v) of agar and transferred to plates supplemented with 600 µM FeNaEDTA and 1.67 µCi ml^–1^ of ferric ^55^Fe for four days. To avoid the contact between shoots and the media, a glass cover slide was placed between the shoot and the agar surface. After this, the root and shoot tissues were harvested separately into glass vials and washed for 10 min in 5 ml of 1/6-strength MS supplemented with 600 µM Fe(III)-EDTA with gentle shaking. This washing step ensures the removal of ^55^Fe from the media on the external surface of roots or shoots, while preserving the intracellular ^55^Fe as well as the ^55^Fe precipitated into cell walls. The samples were dried for two days at 60 °C before being digested with 0.2 ml perchloric acid at 90 °C for 8 h. The solution was cleared by adding 0.4 ml H_2_O_2_ and incubating overnight at 90 °C. For the ^55^Fe quantification, 4 ml of HionicFluor scintillating mixture (PerkinElmer, Waltham, MA, USA) was added to the samples, and the counts per minute were measured with a Tri-Carb 2800TR liquid scintillation counter (PerkinElmer)^78^.

### ROS quantification

ROS quantification was performed according to a published protocol^114^. Briefly, ~40 mg of tissue was ground in liquid nitrogen and resuspended in 400 µl of phosphate buffer. The solution was cleared by centrifugation at 13,000 × *g* for 5 min at 4 °C, and an aliquot of 10 µl was mixed with 190 µl of carboxy-H2DCFDA in PBS (to a final concentration of 25 µM carboxy-H2DCFDA) and incubated for 30 min. The florescence emission was quantified as relative fluorescence units.

### ROS detection in root tips

Production of ROS was measured with the fluorogenic dye 20,70-dichlorodihydrofluorescein diacetate (carboxy-H2DCFDA), a cell-permeant compound^30,40^. In brief, seedlings were incubated in 100 mM Na-phosphate (pH 7.2) supplemented with 10 µM Carboxy-H2DCFDA (Invitrogen) for 15 min in darkness and subsequently imaged in 100 mM Na-phosphate (pH 7.2) using a Zeiss LSM 880 confocal laser-scanning microscope (excitation 488 nm, emission 535–565 nm).

### RNA extraction and qRT-PCR

Total RNA was extracted using the ReliaPrep RNA tissue miniprep system kit (Promega, Madison, WI, USA) and treated with RNase-free DNase according to the manufacturer’s instructions. The first-strand cDNA was synthetized using M-MLV reverse transcriptase (Promega). The qRT-PCR was performed in a Quantstudio 3 thermocycler (Thermo Fisher Scientific) using the SYBR select master mix (Thermo Fisher Scientific) and the primers listed in Supplementary Data 8. *ACTIN2* (At3g18780) was used as a reference gene to normalize the gene expression data. Three biological replicates and two technical replicates were performed for each gene.

### RNA-seq analysis

Col-0, *crr-1* and CRR OE were grown in +Pi and –Pi conditions for seven days, as described above, and root tissues from 60 seedlings were pooled in each biological replicate, from which total RNA was extracted using Trizol (Thermo Fisher Scientific). RNA-seq was performed on three biological replicates per condition using Illumina (San Diego, CA, USA) technology, with more than 25 million reads obtained for each of them. Adapters were removed from the purity-filtered reads, which were trimmed for quality using Cutadapt v. 1.8^115^. Reads matching ribosomal RNA sequences were removed using fastq_screen v. 0.11.1 (https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/). The remaining reads were further filtered for low complexity with reaper v. 15-065^116^ and aligned against the *Arabidopsis thaliana* TAIR10.39 genome using STAR v. 2.5.3a^117^. The number of read counts per gene locus was summarized with htseq-count v. 0.9.1^118^ using the *Arabidopsis thaliana* TAIR10.39 gene annotations. The quality of the RNA-seq data alignment was assessed using RSeQC v. 2.3.7^119^. Genes with low counts were filtered out according to the rule of 1 count per million in at least one sample. The library sizes were scaled using TMM normalization and log-transformed into counts per million using the EdgeR package version 3.24.3^120^. Differential expression levels were computed with limma-trend approach^121^ by fitting all samples into one linear model. A moderated t-test was used for each contrast and an F-test was used for the interaction. For each group of comparisons, the adjusted *p*-value is computed by the Benjamini–Hochberg method, controlling for the false discovery rate (FDR or adj.P.Val).

### Gene editing using CRISPR/Cas9

The vectors used to perform the CRISPR/Cas9-mediated *CRR* gene editing were previously described^122^. Briefly, sgRNAs were designed using CRISPR-P V2 (http://crispr.hzau.edu.cn/CRISPR2/) and cloned into the entry vectors pRUs. Three different sgRNAs were combined into the pSF278 intermediate vector, and finally recombined into the T-DNA destination vector PcUBi4-2::SpCas9 FastRed.

### Structural and comparative analysis of the CRR protein

The CRR protein model was downloaded from the AlphaFold database (entry Q9LSE7). The signal peptide (residues 1–25) was removed for comparison with the crystal structures of the DOMON (PDB ID: 1D7B) and CYB561 (PDB ID: 4O79) domains. Structural superimposition and structure-based sequence alignment were performed with Chimera v.1.14^123^. Electrostatic surface potentials were calculated with The PyMOL Molecular Graphics System, Version 2.0 Schrödinger, LLC. Secondary structure elements representation and residue conservation were generated with ESPript server (https://espript.ibcp.fr)^124^.

### Statistics and reproducibility

Statistical details can be found in the figure legends and Source data file. Data are presented as mean ± SD. Exact *n* and *p*-values are provided in the Source data file for both significant and nonsignificant results. Correction for multiple comparisons using statistical hypothesis testing was used when performing one- or two-way ANOVA. All the phenotypic analysis were characterized performing at least two independent experiments obtaining similar results. The RNA-seq and Proteomic analysis were performed using at least 3 biological replicates, each of them consisting of a pool of several seedlings. Statistical analysis and graphs were generated with GraphPad Prism 9.

### Accession numbers

The Arabidopsis accession numbers used in this work are the following: CRR, AT3G25290; CRR-H1, AT4G12980; HYP1, AT5G35735; PDR2, AT5G23630; LPR1, AT1G23010; ALMT1, AT1G08430; BHLH39, AT3G56980; FRO2, AT1G01580; IRT1, AT4G19690; CNX1, AT5G61790; CNX2, At5G07340.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

### Source data

Source Data

## Data Availability

Data associated with all figures and tables is provided in the Source data file as well as Supplementary data files. The RNA-seq datasets for *crr-1* and CRR OE have been deposited at the Gene Expression Omnibus with the accession number GSE235511 and GSE215755, respectively. The proteomic data from this work has been deposited at ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD040981. Plant lines will be made available upon request to the corresponding author. Source data are provided with this paper.

# Supplementary material for: A CYBDOM protein impacts iron homeostasis and primary root growth under phosphate deficiency in Arabidopsis
**Source:** Nat Commun. 2024 Jan 11;15:423. doi: 10.1038/s41467-023-43911-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures

A CYBDOM protein impacts iron homeostasis and primary root growth under phosphate deficiency in Arabidopsis

Joaquín Clúa, Jonatan Montpetit, Pedro Jimenez-Sandoval, Christin Naumann, Julia Santiago, and Yves Poirier

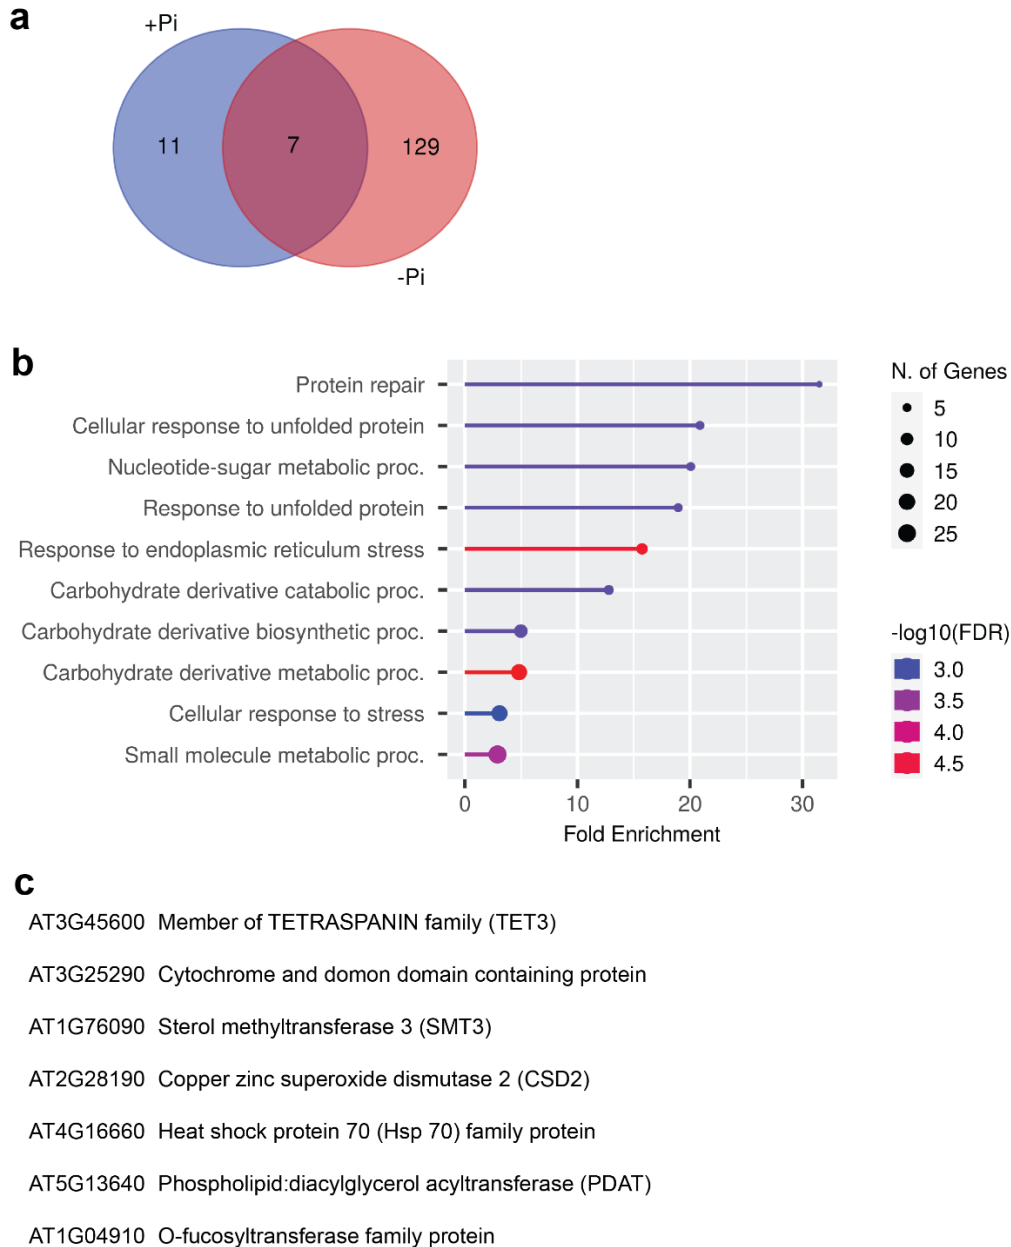

Supplementary Fig. 1 Proteomic analysis of *cnx1 cnx2* double mutant.

a, Venn diagram showing the differentially abundant proteins between Col-0 and *cnx1 cnx2* in plus (+Pi) and minus (-Pi) phosphate conditions. Plants were grown for 7 days in +Pi and -Pi and root tissue was processed for a proteomic analysis based on iTRAQ labeling and LC-MS/MS. For each condition differentially abundant proteins between Col-0 and *cnx1 cnx2* were identified according to the following criteria: p-value ≤ 0.05 Student's T-test; $-1.5 \geq FC \geq 1.5$. **b**, Gene ontology (GO) enrichment analysis of the differentially abundant proteins between Col-0 and *cnx1 cnx2*. The top 10 enriched 'molecular function' GO terms are shown in a lollipop graph where the fold enrichment, number of the corresponding genes (N. of genes) and the fold discovery rate (FDR) are indicated. **c**, Table showing the seven proteins that were differentially abundant between Col-0 and *cnx1 cnx2* both in +P and -Pi. The gene identification number and the annotation are shown.

a

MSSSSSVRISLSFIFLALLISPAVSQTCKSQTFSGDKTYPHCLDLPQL
KAF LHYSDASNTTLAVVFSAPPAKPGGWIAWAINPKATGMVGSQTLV
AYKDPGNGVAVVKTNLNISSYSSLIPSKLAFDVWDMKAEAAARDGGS LR
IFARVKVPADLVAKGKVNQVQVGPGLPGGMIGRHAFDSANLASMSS
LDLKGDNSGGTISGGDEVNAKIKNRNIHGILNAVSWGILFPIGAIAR
YMRVFD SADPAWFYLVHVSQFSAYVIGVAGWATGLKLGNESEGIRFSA
HRNIGIALEFTLATIOFAMLLRPKKDHKYRFYWNIIYHHGVGYAILTLG
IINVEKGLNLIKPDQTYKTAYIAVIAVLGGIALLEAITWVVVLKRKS
NNSMKPLRT

Signal peptide	Cytochrome b561
DOMON domain	Transmembrane domain

b

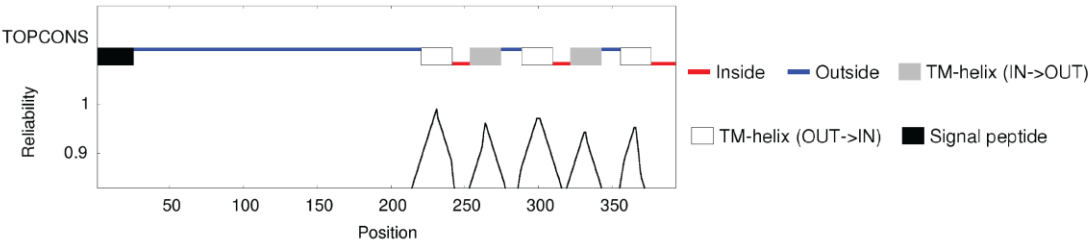

c

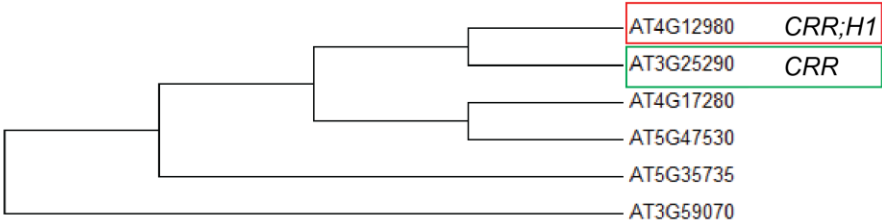

d

AT4G12980	1	-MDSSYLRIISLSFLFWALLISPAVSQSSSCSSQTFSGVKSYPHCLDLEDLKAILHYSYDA
AT3G25290	1	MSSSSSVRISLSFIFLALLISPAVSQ--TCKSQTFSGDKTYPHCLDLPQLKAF LHYSDA
AT4G12980	60	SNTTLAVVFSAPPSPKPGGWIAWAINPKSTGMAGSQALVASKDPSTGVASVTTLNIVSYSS
AT3G25290	59	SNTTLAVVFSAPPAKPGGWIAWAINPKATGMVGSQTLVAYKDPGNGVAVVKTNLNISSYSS
AT4G12980	120	LVP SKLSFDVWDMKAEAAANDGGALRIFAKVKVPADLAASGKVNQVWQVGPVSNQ-RIQ
AT3G25290	119	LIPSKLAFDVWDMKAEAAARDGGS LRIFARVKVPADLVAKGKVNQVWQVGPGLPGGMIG
AT4G12980	179	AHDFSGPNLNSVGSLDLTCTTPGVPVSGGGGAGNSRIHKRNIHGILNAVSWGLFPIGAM
AT3G25290	179	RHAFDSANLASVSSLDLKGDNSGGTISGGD-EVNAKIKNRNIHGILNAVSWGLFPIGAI
AT4G12980	239	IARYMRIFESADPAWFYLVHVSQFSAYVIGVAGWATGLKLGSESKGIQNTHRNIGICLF
AT3G25290	238	IARYMRVFD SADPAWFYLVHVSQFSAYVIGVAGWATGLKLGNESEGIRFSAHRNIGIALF
AT4G12980	299	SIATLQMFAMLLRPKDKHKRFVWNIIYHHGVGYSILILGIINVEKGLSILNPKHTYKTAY
AT3G25290	298	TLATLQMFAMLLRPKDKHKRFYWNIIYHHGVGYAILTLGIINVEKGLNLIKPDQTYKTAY
AT4G12980	359	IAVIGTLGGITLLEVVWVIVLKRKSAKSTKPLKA
AT3G25290	358	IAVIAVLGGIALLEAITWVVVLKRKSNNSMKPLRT

Supplementary Fig. 2 CRR protein features and phylogeny.

a, CRR amino acid sequence showing the location of the signal peptide (SP), the DOMON, cytochrome b561 and transmembrane (TM) domains. The conserved methionine (M) and histidine (H) of the DOMON domain as well as the four conserved histidines of the cytochrome b561 are indicated by red triangles. **b**, CRR topology and transmembrane domains as predicted by the TOPCONS software (topcons.cbr.su.se). **c**, Phylogenetic tree showing the 6 Arabidopsis CYBDOM members belonging to the F2 clade. CRR and CRR;H1 are highlighted in green and red, respectively. The tree was constructed using the neighbor-joining method based on the multiple sequence alignment analysis of the full-length proteins. **d**, Protein sequence alignment of CRR and CRR;H1. The alignment was generated using ClustalOmega and the conserved regions highlighted using BOXSHADE.

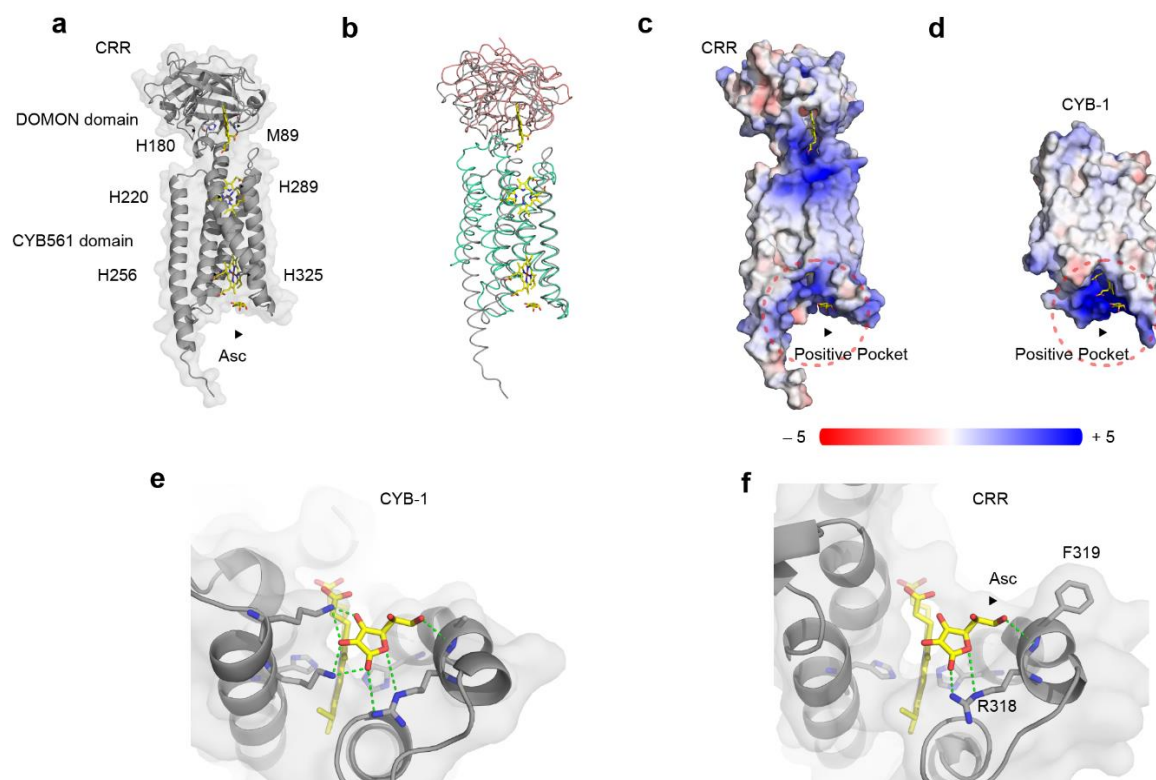

Supplementary Fig. 3 Structural analysis of the CRR protein model.

a, Cartoon representation of the CRR structural model with superimposed **b** heme groups and ascorbate from the cellobiose dehydrogenase from *Phanerodontia chrysosporium* (PDB ID 1D7B) and the CYB561 domain structure of the ascorbate-dependent oxidoreductase CYB-1 from *Arabidopsis thaliana* (PDB ID 4O79). The CRR DOMON domain contains the conserved residues Met89 and His180 to coordinate the superimposed **b** heme. The CYB561 domain accommodates two **b** hemes between the transmembrane alpha helixes, coordinated by the conserved pairs His220 - His289, and His256 - His325, respectively.

b, Superimposition of the CRR structural model (in grey) with the crystal structures of the DOMON domain from the cellobiose dehydrogenase from *Phanerodontia chrysosporium* (PDB ID 1D7B, shown in pink) (RMSD = 1.055 Å, comparing 179 pairs of Cα atoms), and the CYB561 domain of the ascorbate-dependent oxidoreductase CYB-1 from *Arabidopsis thaliana* (PDB ID 4O79, shown in cyan) (RMSD = 1.247 Å, comparing 163 pairs of Cα atoms).

c and **d**, Electrostatic potential surface analysis reveals a putative ascorbate binding pocket in the CRR protein. The CRR protein contains a conserved positively charged patch located in the cytosolic region, that binds ascorbate in the CYB-1 enzyme (PDB ID 4O79). The patch is indicated with a red dotted circle.

e and **f**, The basic cytoplasmic patch in the CYB561 domain of the CRR protein folds into a similar architecture and contains conserved residues required to coordinate ascorbate in the CYB-1 protein. The coordinating residues are depicted in sticks and the interactions indicated with green dotted lines.

e, Structural details of the ascorbate binding pocket in the CYB-1 protein (PDB ID 4O79). The ascorbate molecule is coordinated via side chain and backbone polar interactions.

f, Structural details of the positively charged patch in the CRR CYB561 domain with superimposed ascorbate from the CYB-1 oxidoreductase (PDB ID 4O79). The main arginine residue (Arg318) and backbone interactions responsible for ascorbic acid binding are conserved.

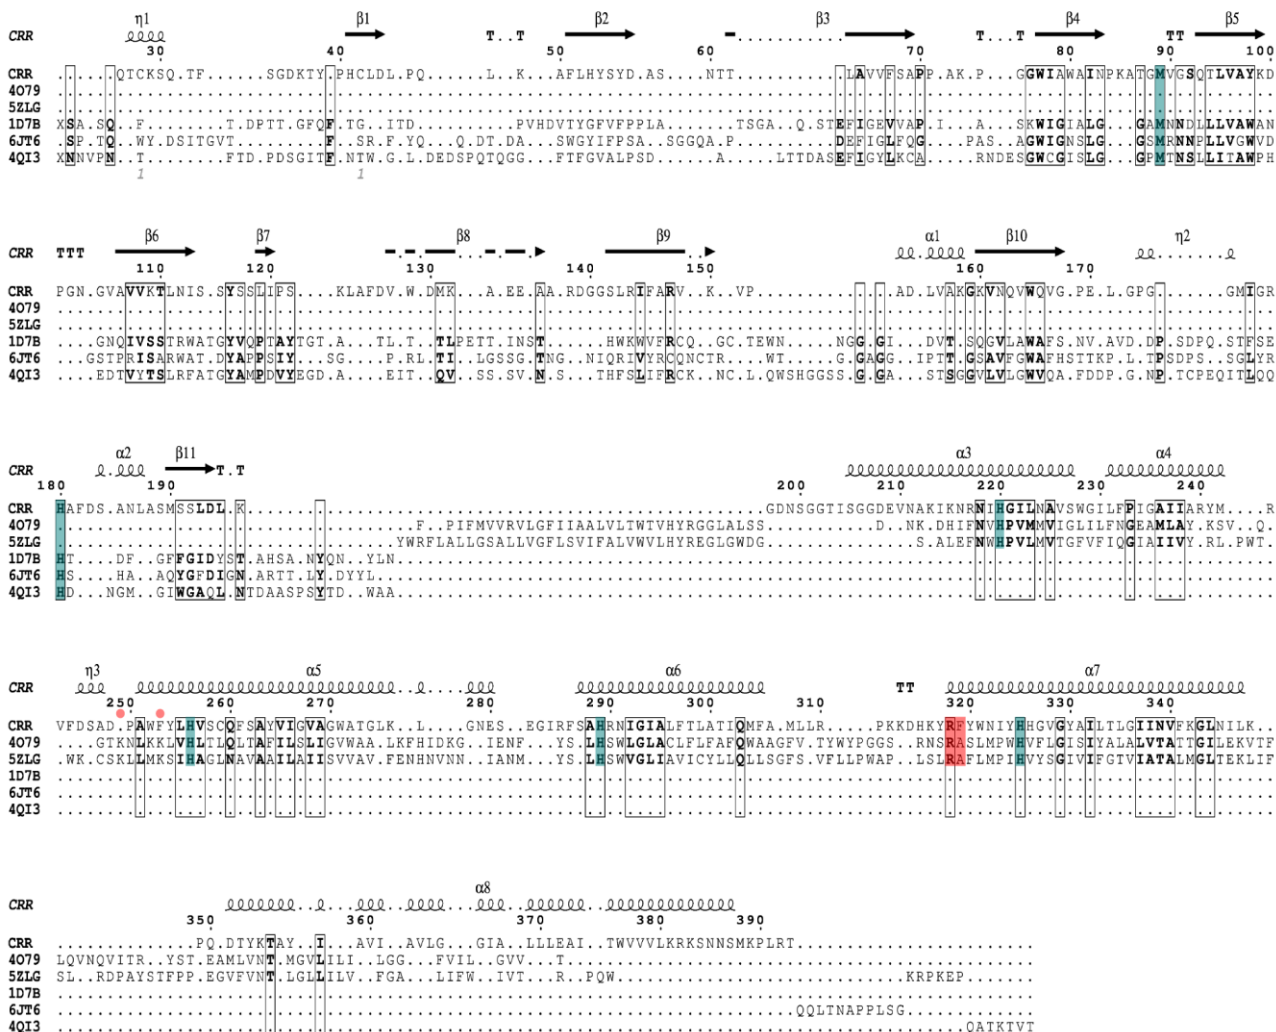

Supplementary Fig. 4 Structural signatures required for b heme and ascorbic acid binding are conserved among different DOMON and CYB561 containing proteins.

Structure-based sequence alignment of the CRR AlphaFold model and the crystal structures of DOMON domain containing proteins: cellobiose dehydrogenase of *Phanerodontia chrysosporium* (PDB ID 1D7B), pyranose dehydrogenase from *Coprinopsis cinerea* (PDB ID 6JT6), cellobiose dehydrogenase of *Myriococcum thermophilum* (PDB ID 4QI3), and CYB561 domain containing proteins: cytochrome b561 from *Arabidopsis thaliana* (PDB ID 4O79) and human duodenal cytochrome b (PDB ID 5ZLG). Conserved residues for b heme group coordination are highlighted in cyan. The conserved interactions with ascorbate are highlighted in red. The two Lys that coordinate ascorbate in the CYB-1 enzyme (PDB : 4O79) that are not conserved in the CRR protein are indicated with a red dot.

a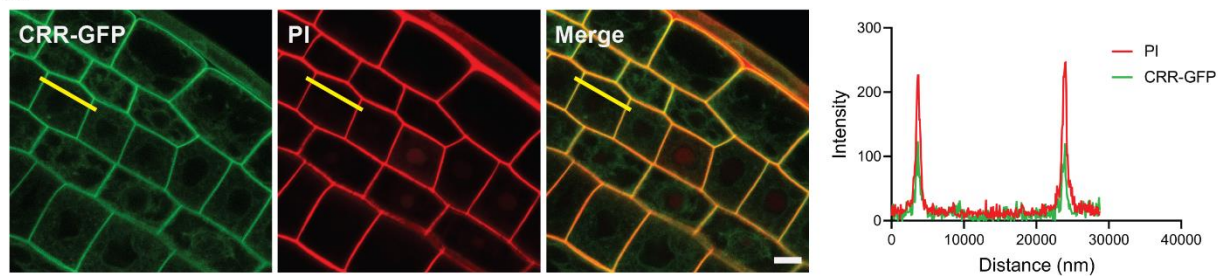**b**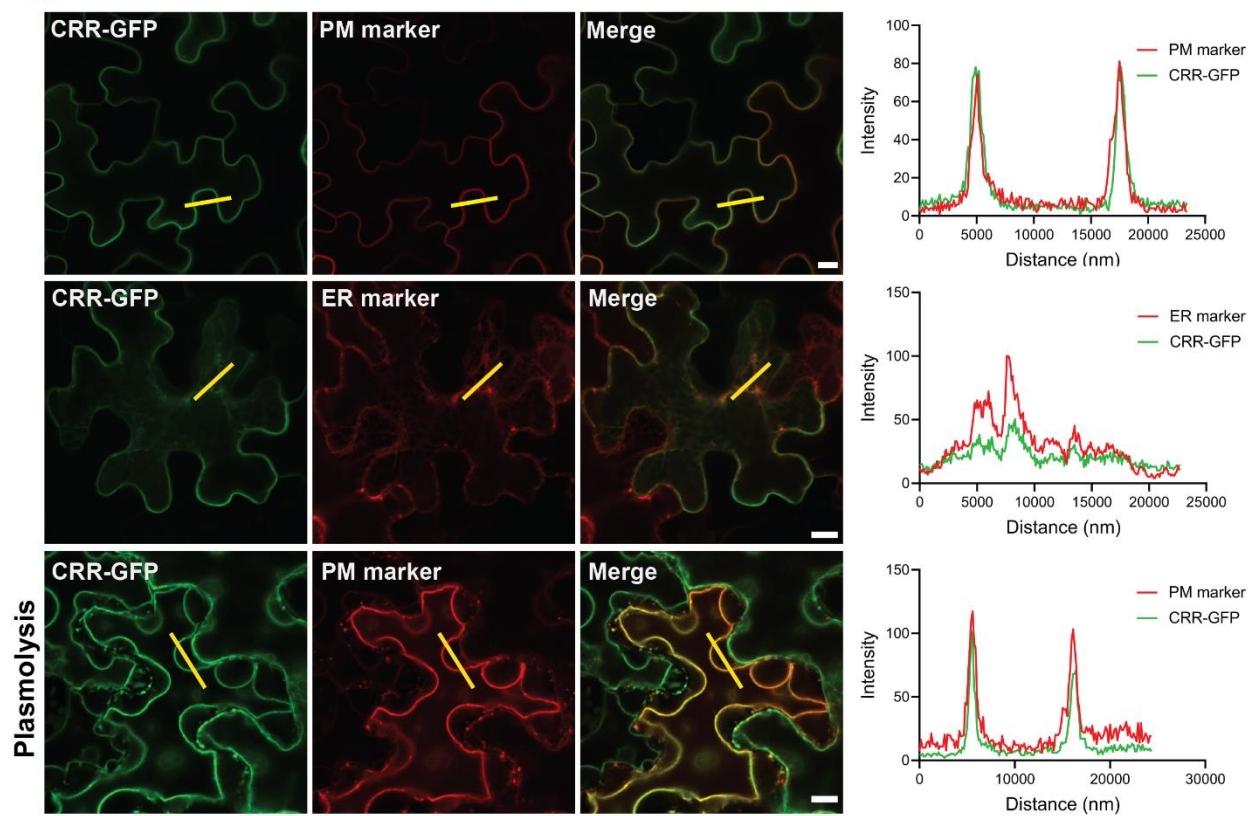**c**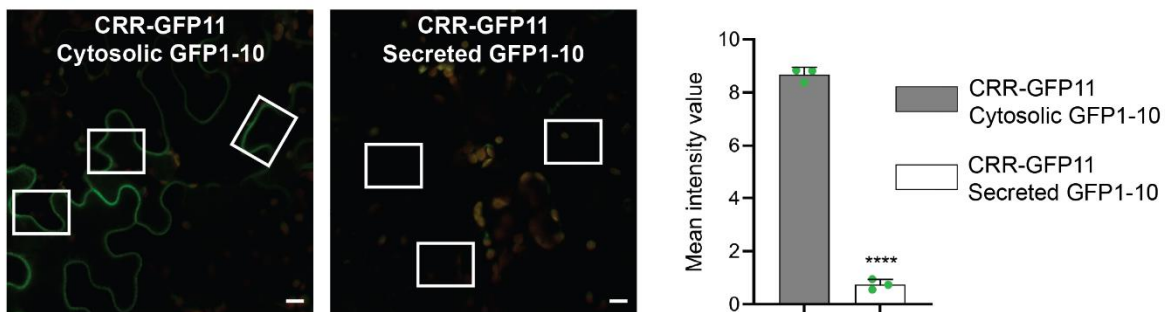

Supplementary Fig. 5 CRR subcellular localization and topology analysis.

a, CRR primarily localizes to the plasma membrane in *Arabidopsis thaliana*. The confocal microscopy images show an Arabidopsis transgenic root expressing a translational fusion CRR-GFP driven by the 35S promotor (green channel) together with the cell wall marker propidium iodide (PI) in red. The merged channels show the co-localization between CRR and PI. **b**, Subcellular localization of CRR in *Nicotiana benthamiana*. Confocal images showing *N. benthamiana* epidermal cells expressing CRR-GFP together with the plasma membrane marker CBL1 (top panels) fused to the orange fluorescent protein or the ER marker ER-rk fused to mCherry (middle panels). In order to confirm CRR plasma membrane localization cells were plasmolyzed by the addition of NaCl (bottom panels). In (a) and (b), GFP and PI signal intensity profile was plotted along the indicated yellow line, showing the co-localization between CRR and the subcellular markers. **c**, Split-GFP system showing that CRR C-terminus is facing the cytosol. The 11th beta-strand of the GFP was translationally fused to the C-terminus of CRR (CRR-GFP11) and co-expressed in *N. benthamiana* together with the other 10 GFP beta-strands targeted either to the cytosol (cytosolic GFP1-10) or the apoplast (secreted GFP1-10). GFP fluorescence was only detected by confocal microscopy when CRR-GFP11 was co-expressed with the cytosolic GFP1-10, indicating that the CRR C-terminus is intracellular. GFP signal was quantified as mean intensity value in the regions indicated by white boxes. Bars represent the mean $\pm$ sd (sample size is indicated by green dots; n=3). Statistical analysis was performed by an unpaired two-tailed t-test (**** $P < 0.0001$). In (a), (b) and (c) scale is 10 μ m. Source data, including n and p values, are provided as a Source Data file.

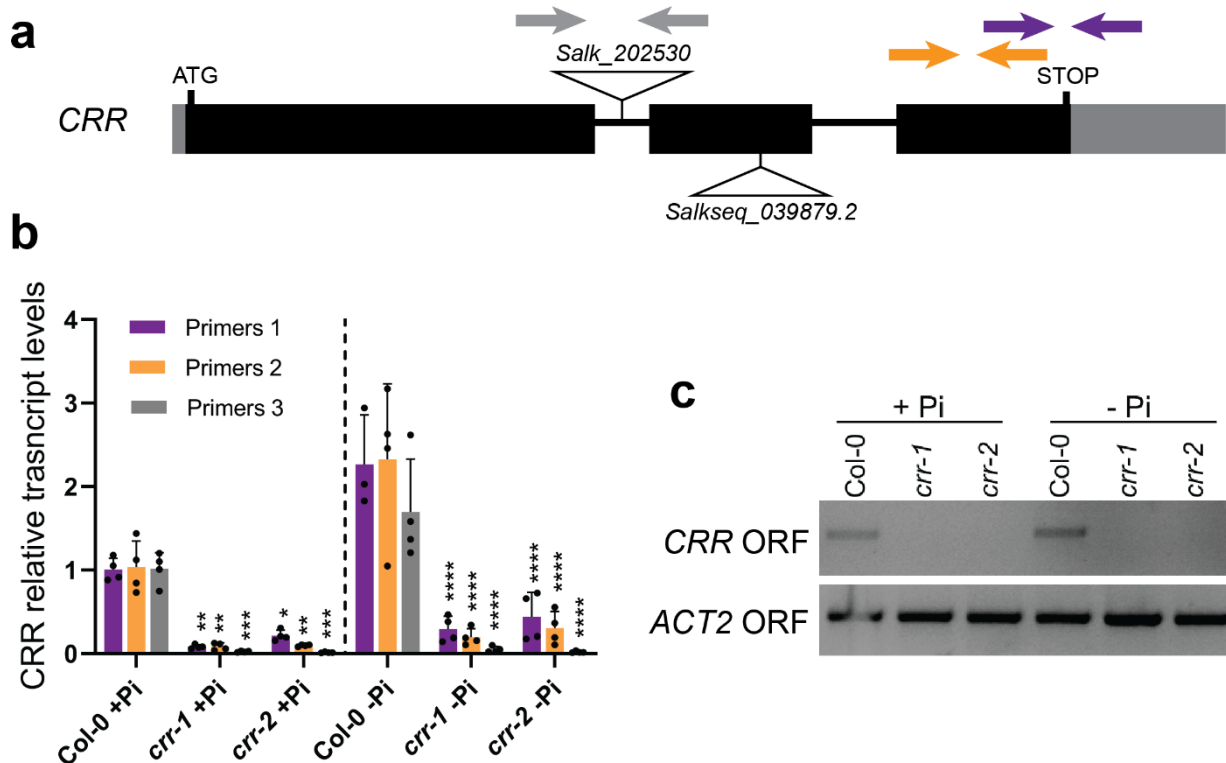

Supplementary Fig. 6 Characterization of *Arabidopsis thaliana* CRR T-DNA mutants.

a, Scheme showing the *CRR* gene structure and the localization of two different T-DNA insertions. Grey boxes indicate the 5'- and 3'-UTRs, black boxes represent the 3 exons and the black lines connecting them the introns. The *A. thaliana* line Salk_202530 (*crr-1*) has a T-DNA insertion in the first intron while the line Salkseq_039879.2 (*crr-2*) has an insertion in the second exon. The grey, orange, and purple arrows indicate the positions of the primers used in (b). **b**, The two *CRR* T-DNA mutants *crr-1* and *crr-2* have reduced levels of *CRR* mRNA. *Arabidopsis* Col-0, *crr-1* and *crr-2* seedlings were grown for 7 days in plus (+Pi) or minus (-Pi) phosphate conditions and *CRR* relative transcript levels were quantified by qRT-PCR (RNA was extracted from whole seedlings) using the three different set of primers shown in (a). Data are presented as means $\pm$ sd and the sample size is indicated by black dots; $n=4$ in all cases and 3 for Col-0 -Pi Primer 1. Statistical analysis was performed by a two-way ANOVA followed by a Tukey's test and significant differences against Col-0 under +Pi or -Pi are indicated by asterisks (**** $P < 0.0001$; *** $P < 0.001$; ** $P < 0.01$; * $P < 0.05$). **c**, Full length *CRR* complementary DNA (cDNA) is undetectable in the *crr* T-DNA mutants. cDNA obtained from Col-0, *crr-1* and *crr-2* grown in +Pi and -Pi was utilized as template for PCR reactions using primers to amplify either *CRR* or *ACT2* complete open reading frames (ORF). The PCR products were resolved by agarose gel electrophoresis and revealed by ethidium bromide staining. While *ACT2* was detected in all samples, *CRR* ORF was only detected in Col-0 samples. Source data, including n and p values, are provided as a Source Data file.

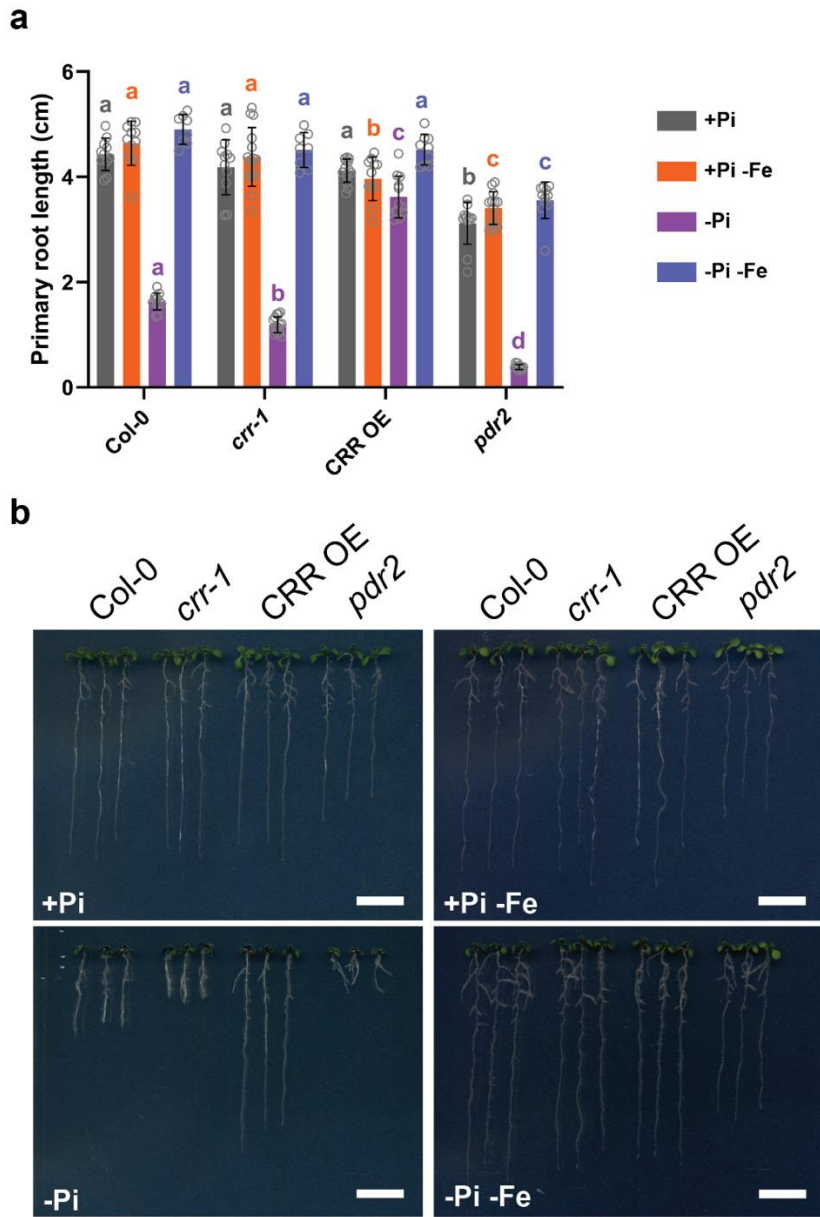

Supplementary Fig. 7 *crr* primary root growth phenotype under phosphate starvation is iron dependent.

a, Primary root length quantification of Col-0, *crr-1*, CRR OE and *pdr2* seedlings grown in plus (+Pi) or minus phosphate (-Pi) with or without the addition of ferrozine to sequester the iron in the media. Media with the addition of ferrozine is indicated as (-Fe). The data is represented as mean $\pm$ s.d. (sample size is indicated by circles) and a One-way ANOVA followed by a Tukey's multiple comparisons test was used to assess the statistical differences. Significant differences ($P < 0.05$) within each condition (same color code) are indicated by different letters. **b**, Photographs showing representative 7 days post germination seedlings grown in the conditions indicated in (a). Scale: 1 cm. Source data, including n and p values, are provided as a Source Data file.

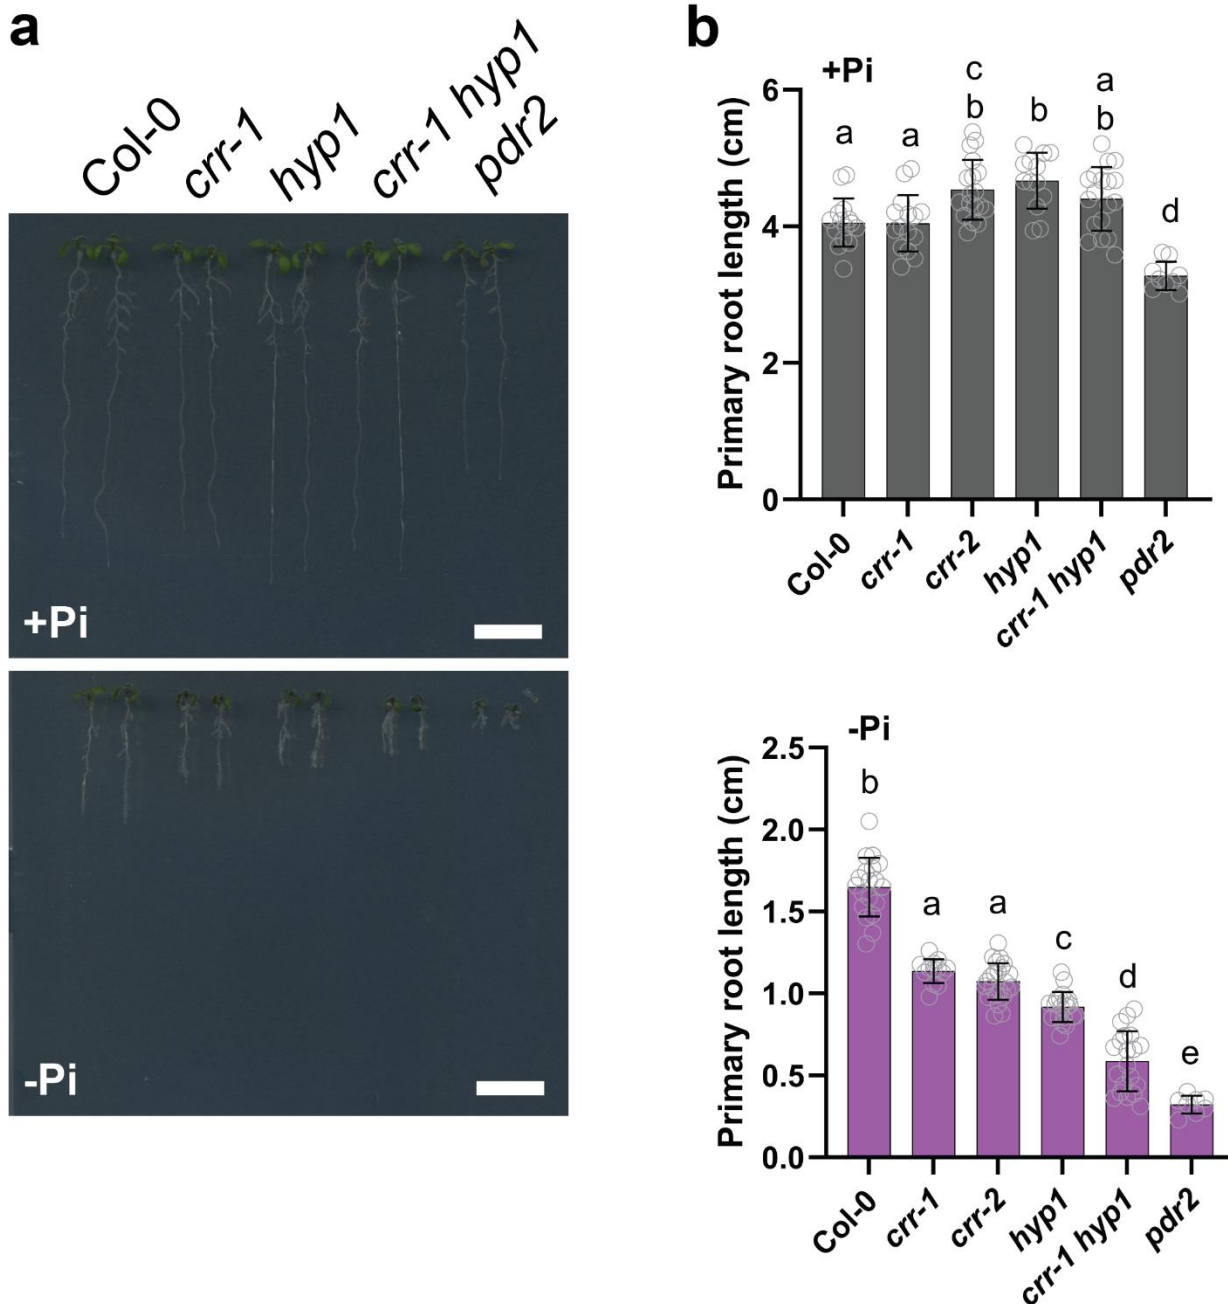

Supplementary Fig. 8 *CRR* and *HYP1* are involved in primary root growth inhibition under Pi deficiency.

a, Phenotype of Col-0, *crr-1*, *hyp1*, *crr-1 hyp1* double mutant, and *pdr2* under plus (+Pi) and minus (-Pi). Scale: 1cm. **b**, Quantification of the primary root growth shown as means $\pm$ sd (sample size is indicated by circles). Statistical analysis was performed by a One-way ANOVA followed by a Tukey's test. Different letters indicate significant differences ($P < 0.05$). Source data, including n and p values, are provided as a Source Data file.

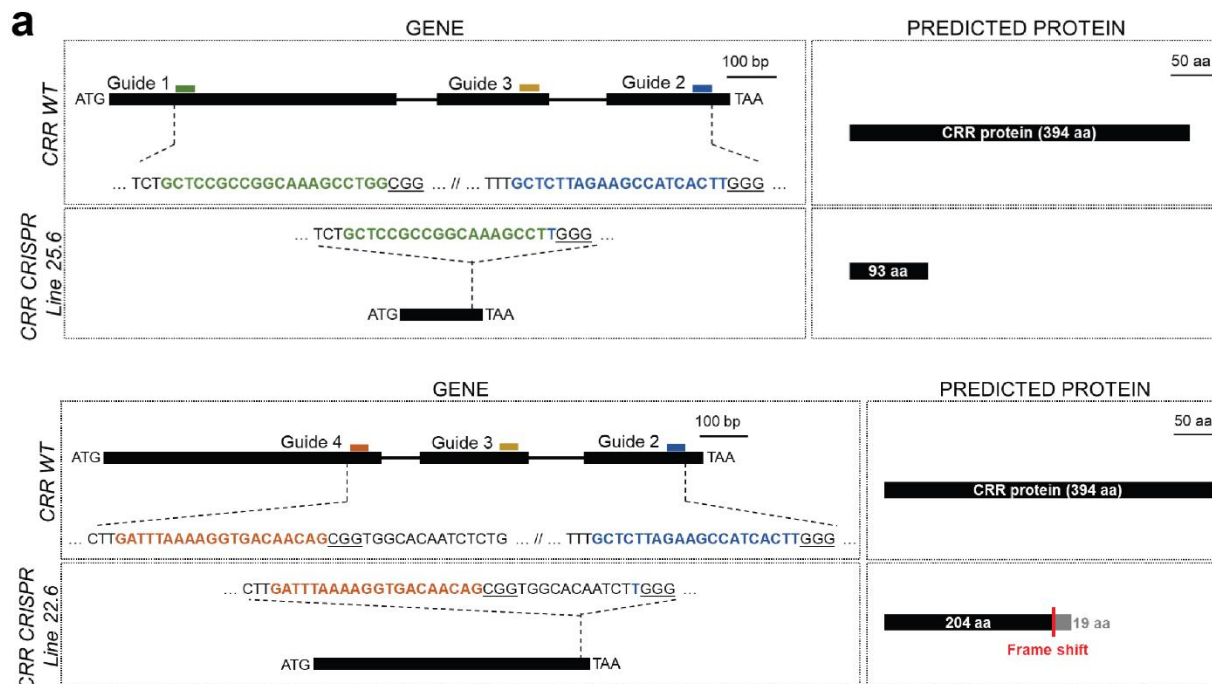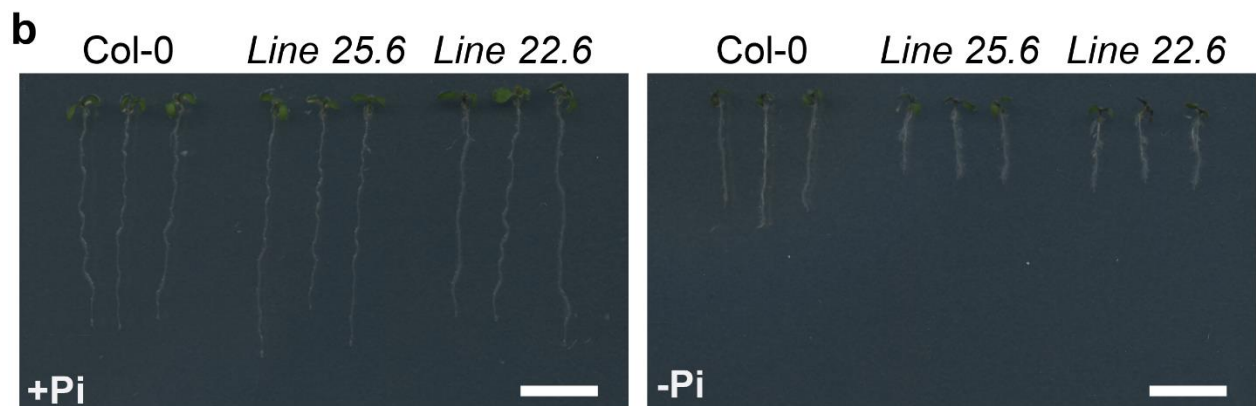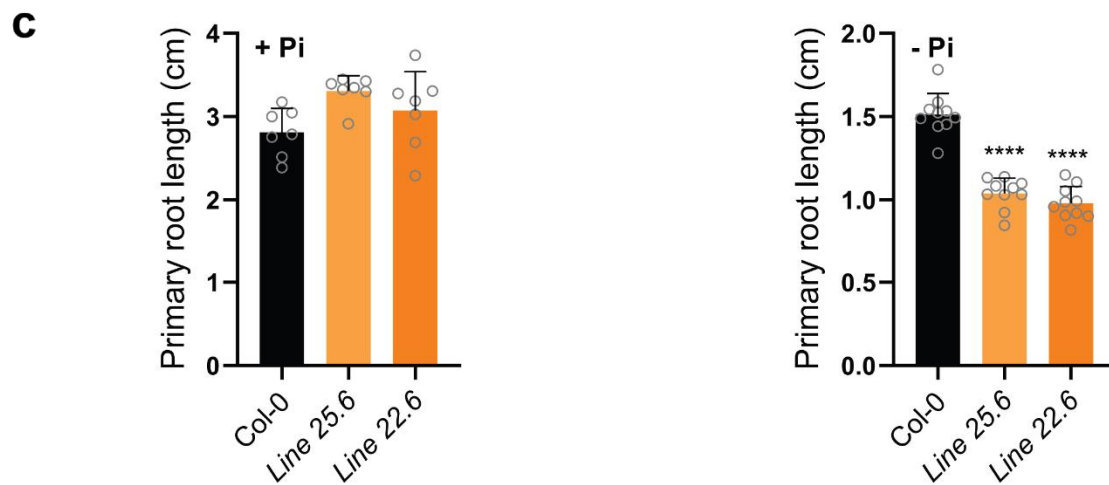

Supplementary Fig. 9 *crr* mutants generated by CRISPR/Cas9 show a short root phenotype.

a, Schematic representation of the strategy used to edit the *CRR* locus by CRISPR/Cas9 and the resulting edited lines. Two pools of Arabidopsis plants were transformed with different sets of guide RNAs (guides 1, 2, and 3 or guides 2, 3 and 4) targeting the *CRR* locus. The analysis of independent T1 plants allowed the identification of two independent edited lines. Line 25.6 has an in-frame deletion of 1120 bases in the *CRR* gene, generating an open reading frame coding for an hypothetical protein of 93 amino acids (top panel). Line 22.6 bears a frame-shift mutation of 729 nucleotides generating an hypothetical ORF coding for a protein of 223 amino acids where the first 204 corresponds to the DOMON domain (bottom panels). **b**, Pictures showing the root phenotype of the *crr* edited lines grown in plus (+Pi) and (-Pi) minus phosphate conditions. Scale: 1 cm. **c**, Primary root length quantification of Col-0 and the *crr* edited lines 7 days after germination. Data represents the mean $\pm$ s.d. (sample size is indicated by circles; n=7 for +Pi and 10 for -Pi) and the statistical differences were analyzed using a One-way ANOVA followed by a Tukey's multiple comparisons test. Significant differences against Col-0 are indicated (*** $P < 0.001$; ** $P < 0.01$; * $P < 0.05$). Source data, including n and p values, are provided as a Source Data file.

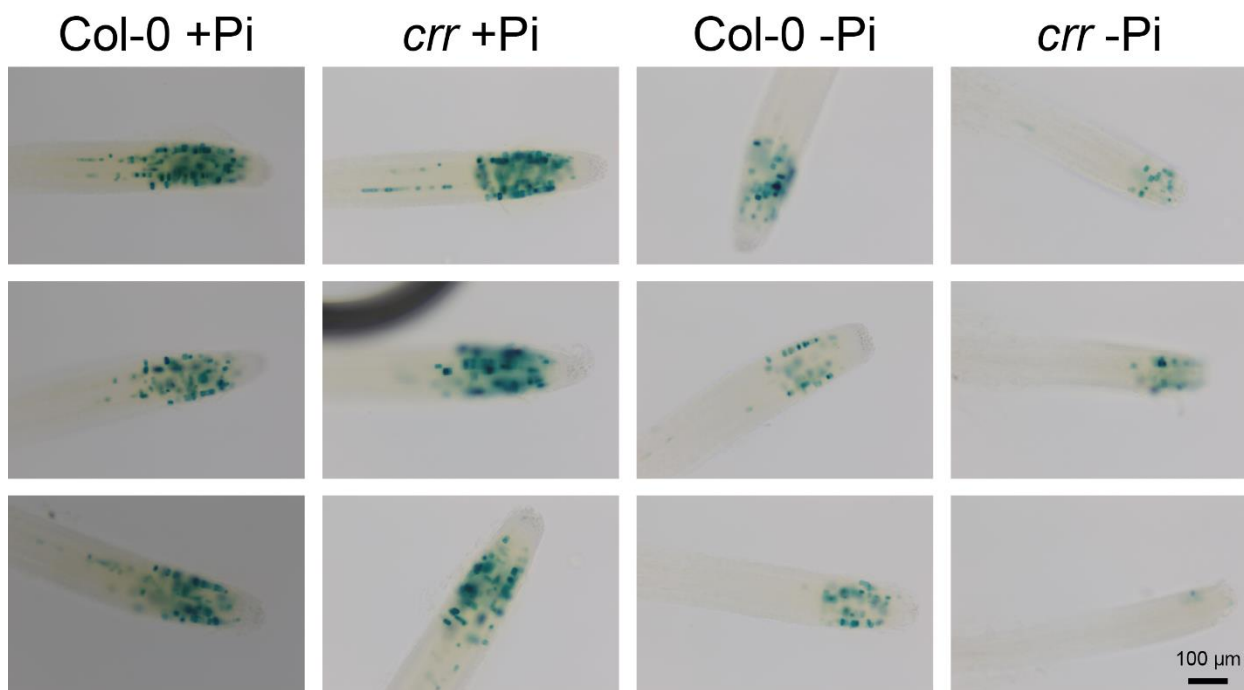

Supplementary Fig. 10 CYCB1 expression in the root apical meristem is reduced in *crr* mutant under phosphate deficiency.

Representative images showing variability of the histochemical analysis of the G2/M transition marker *pCYCB1::GUS* in Col-0 and *crr-1* root apical meristems. Scale = 100 µm.

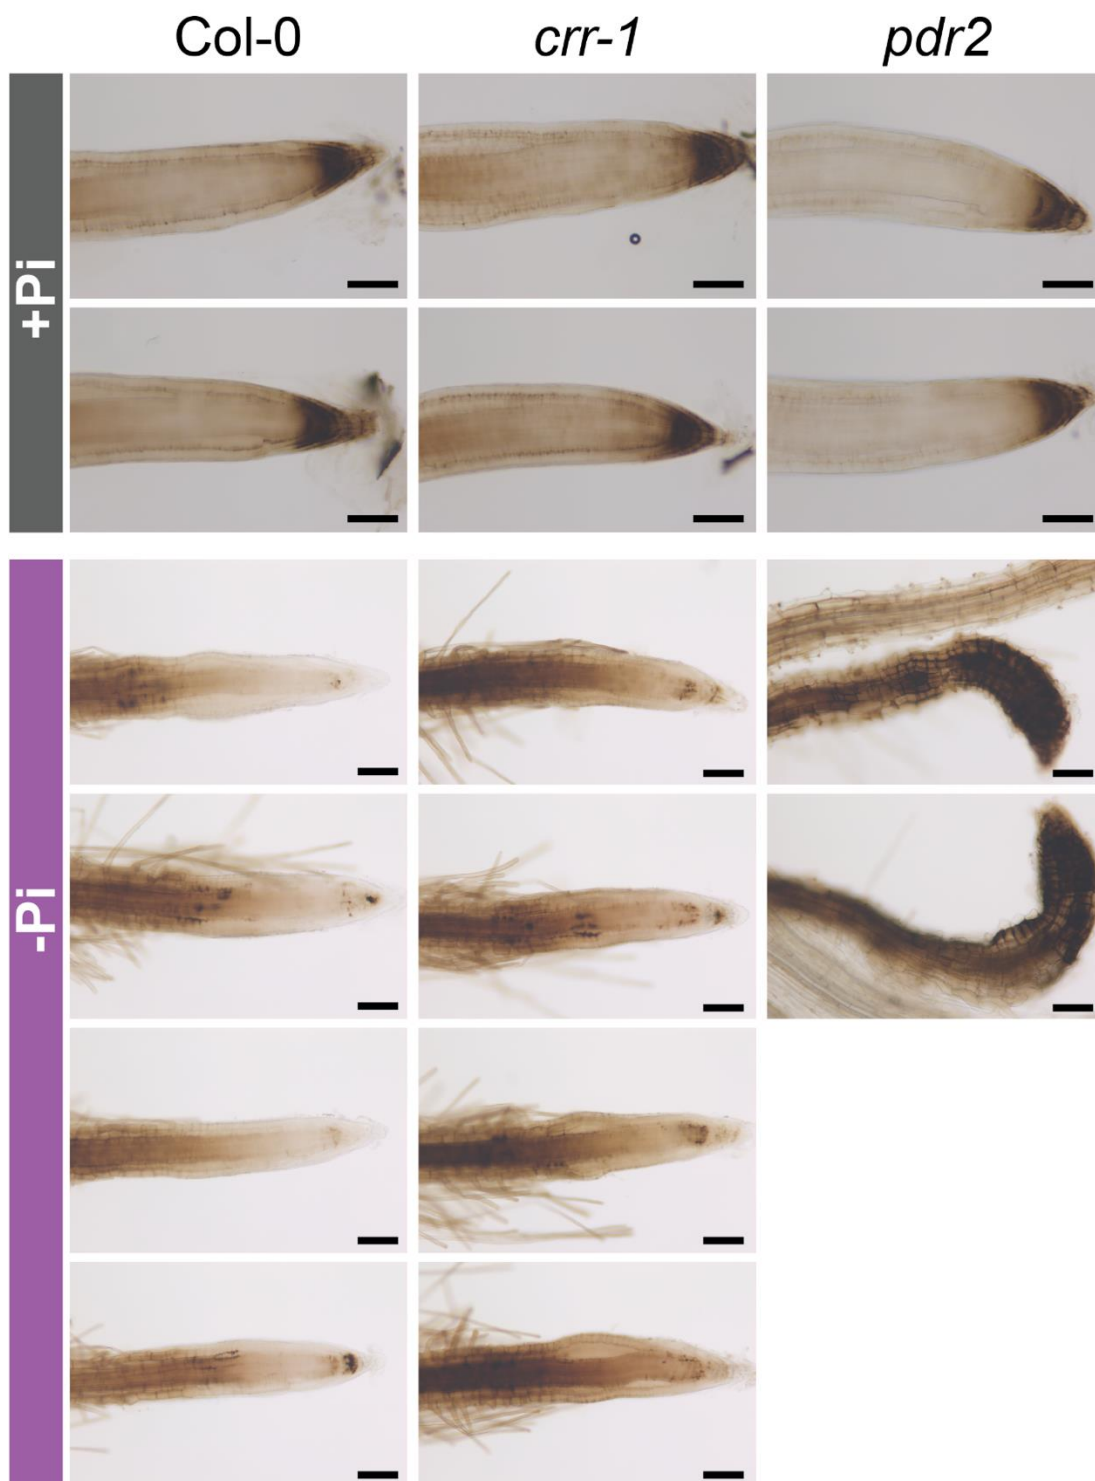

Supplementary Fig. 11 Perls-DAB staining of Col-0, *crr-1*, and *pdr2* root tips.

Images showing the variability of iron detection in the root meristem of the indicated genotypes grown for 7 days under plus (+Pi) and minus (-Pi) conditions. Scale = 100 μ m.

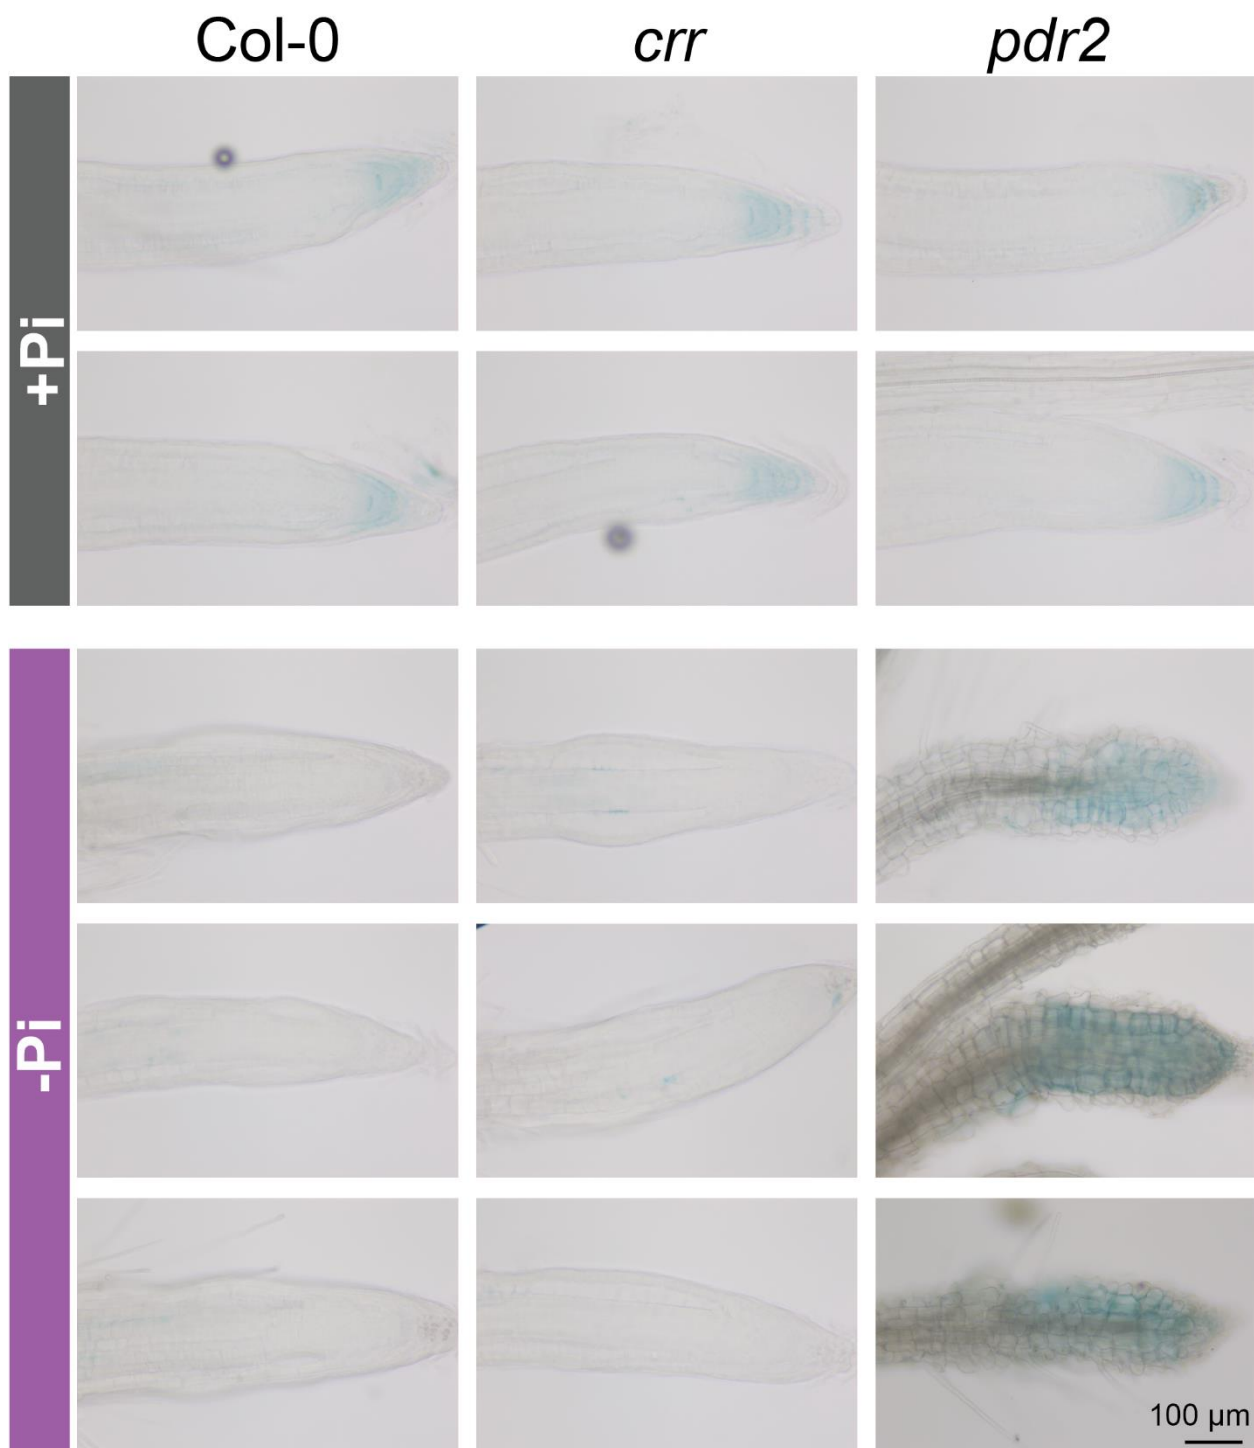

Supplementary Fig. 12 Perls staining of Col-0, *crr-1*, and *pdr2* root tips.

Images showing the variability of iron detection without DAB intensification in the root meristem of the indicated genotypes grown for 7 days under plus (+Pi) and minus (-Pi) conditions. Scale = 100 μ m.

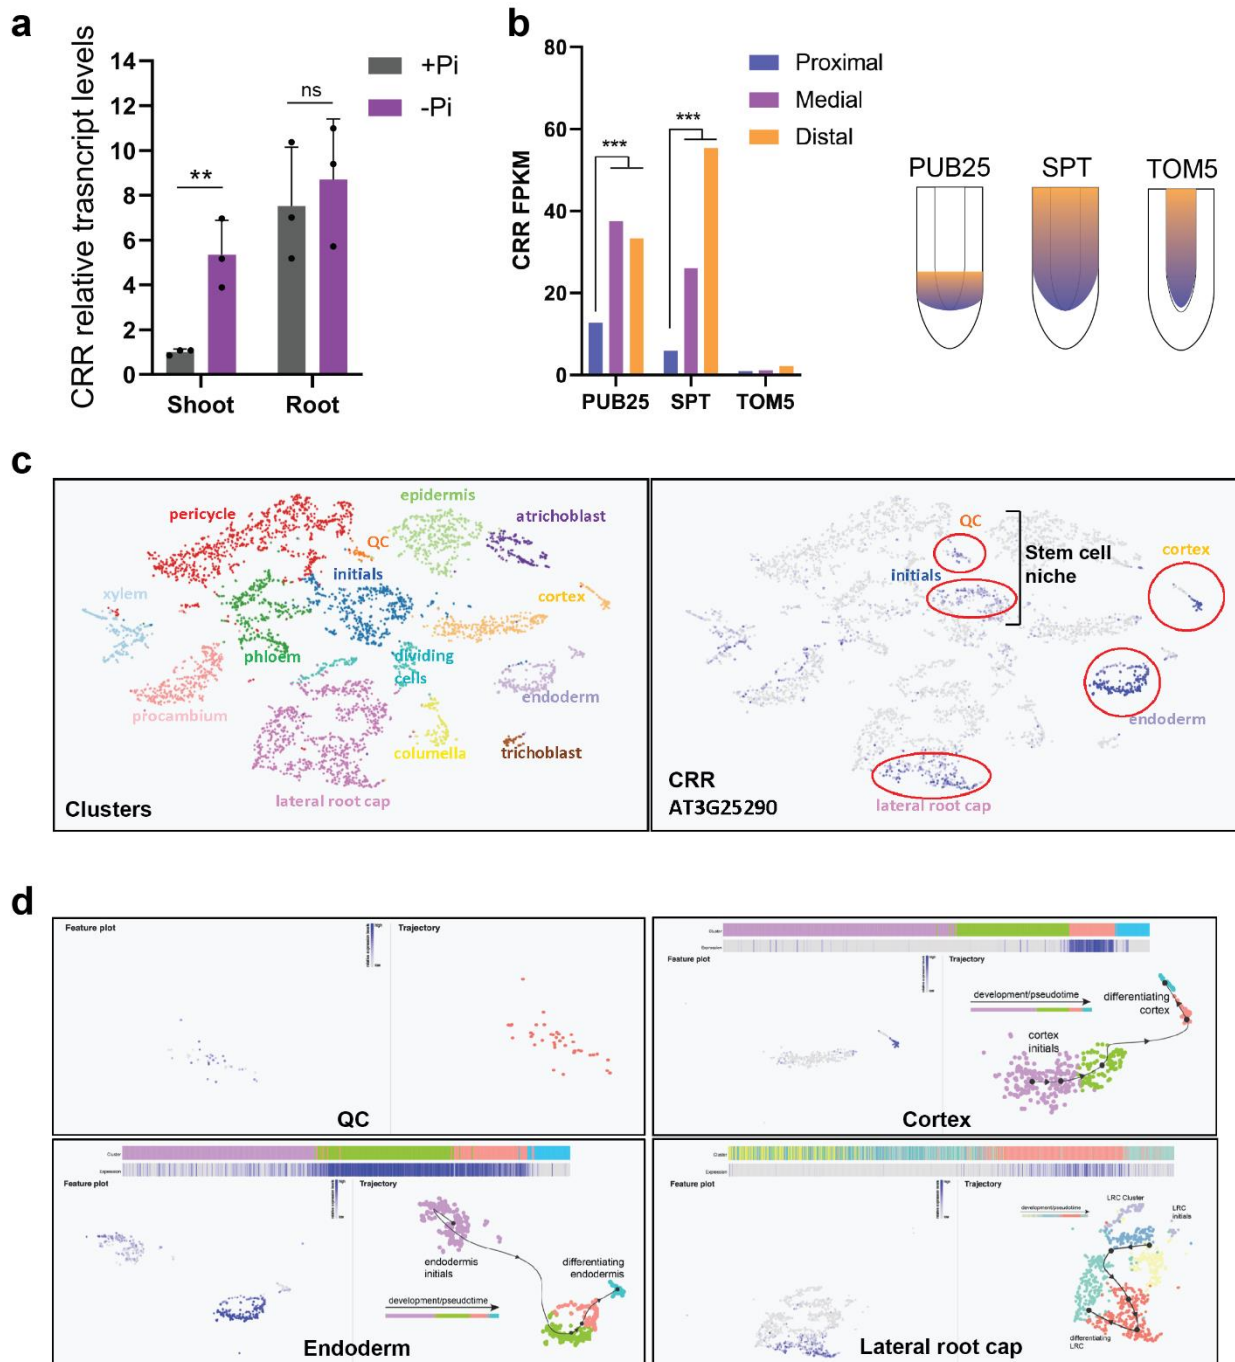

Supplementary Fig. 13 CRR expression pattern.

a, *CRR* is induced by phosphate starvation in shoots. Graph showing *CRR* relative transcripts levels in shoots and roots of plants grown for 7 days in plus (+Pi) and minus (-Pi) phosphate. *ACT2* was used as reference gene and data was further normalized to the shoot +Pi condition. Data is represented as the mean of 3 biological replicates $\pm$ s.d. For each tissue significant differences between +Pi and -Pi were analyzed using an unpaired two-tailed t-test (** $P < 0.01$). The P-value for the shoot comparison was 0,0084 and for roots 0,6158. The $n=3$ in all cases. **b**, *CRR* is expressed in the proximal root apical meristem. Data retrieved from Wendrich et al., 2017 (DOI: 10.1073/pnas.1707400114) showing *CRR*

expression levels in root cell populations which express the *PUB25*, *SPT* or *TOM5* gene. The scheme indicates the expression pattern of these 3 genes as well as the intensity of the expression along the root. **c**, Single-cell transcriptomic data from Arabidopsis root tips was retrieved from the Plant sc-Atlas (<https://bioit3.irc.ugent.be/plant-sc-atlas/>). The left panel shows a color-coded tSNE plot with the classification of sequenced cells into the different cell identities, and the right panel shows which cells express *CRR*. **d**, Single-cell transcriptomic data from Arabidopsis roots showing the expression of the *CRR* gene in QC, endodermis, cortex and lateral root cap cells in relation to the developmental trajectories of the same cells.

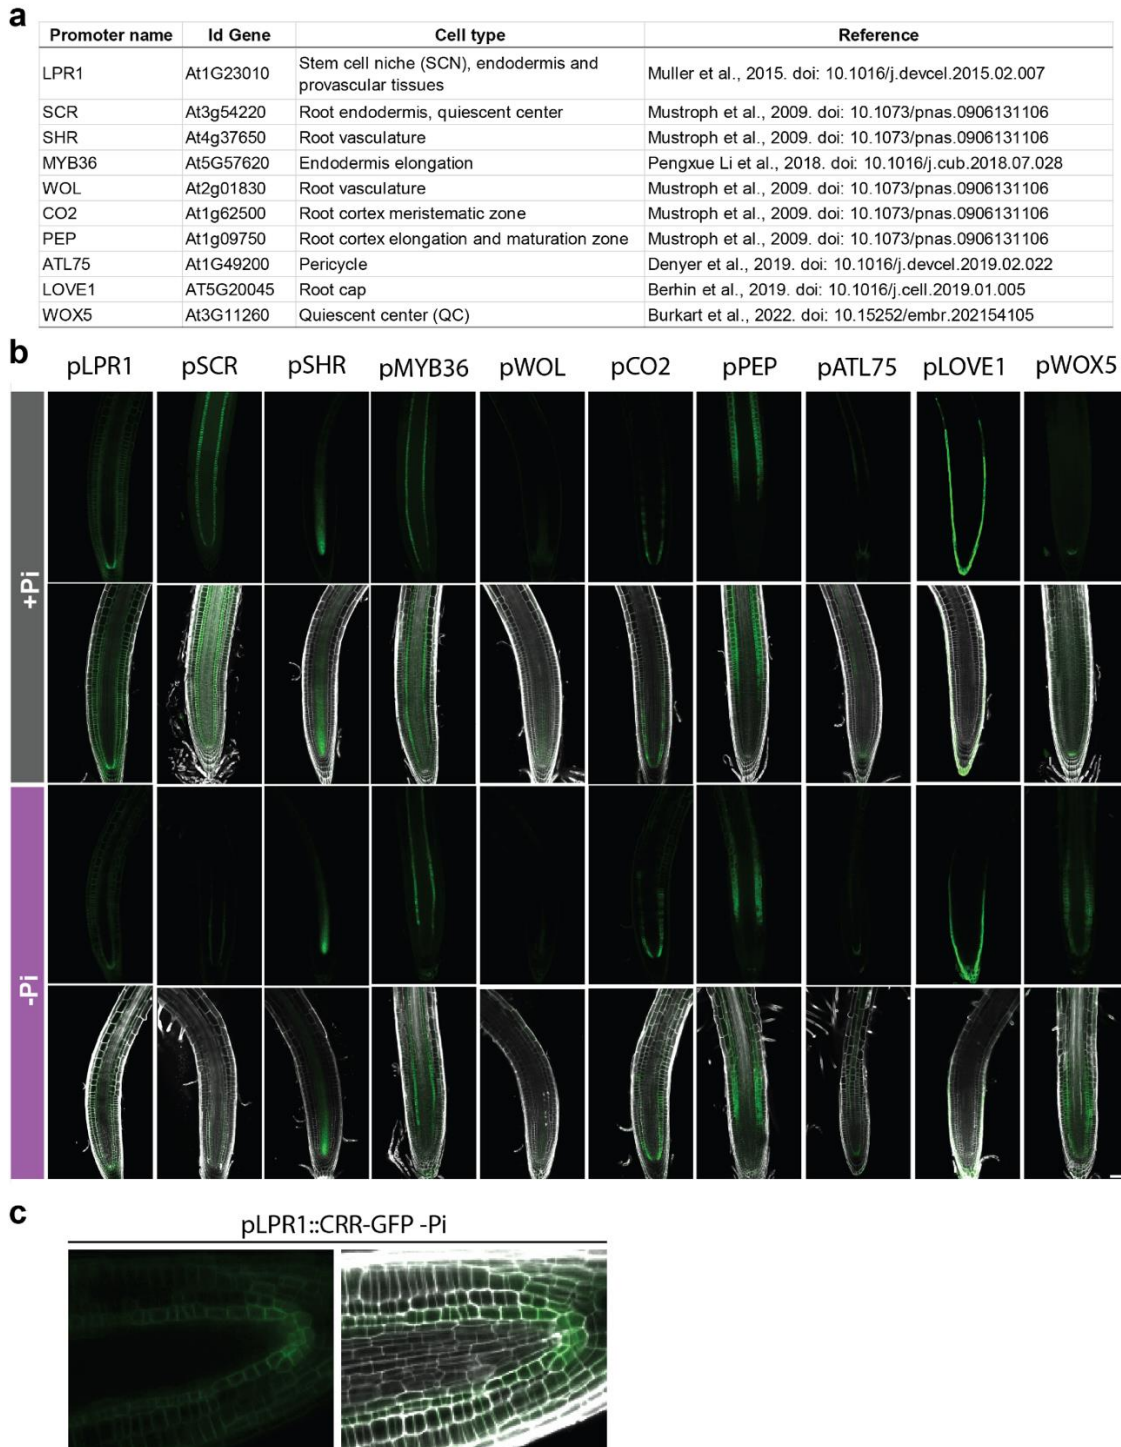

Supplementary Fig. 14 *CRR* expression pattern driven by different promoters.

a, Description of the promoters used to drive CRR-GFP expression. **b**, Confocal microscopy images of *crr* mutant roots showing the expression of CRR-GFP translational fusion under the control of different promoters. **c**, Close-up showing the expression of CRR-GFP under the control of LPR1 promoter under phosphate deficiency (-Pi).

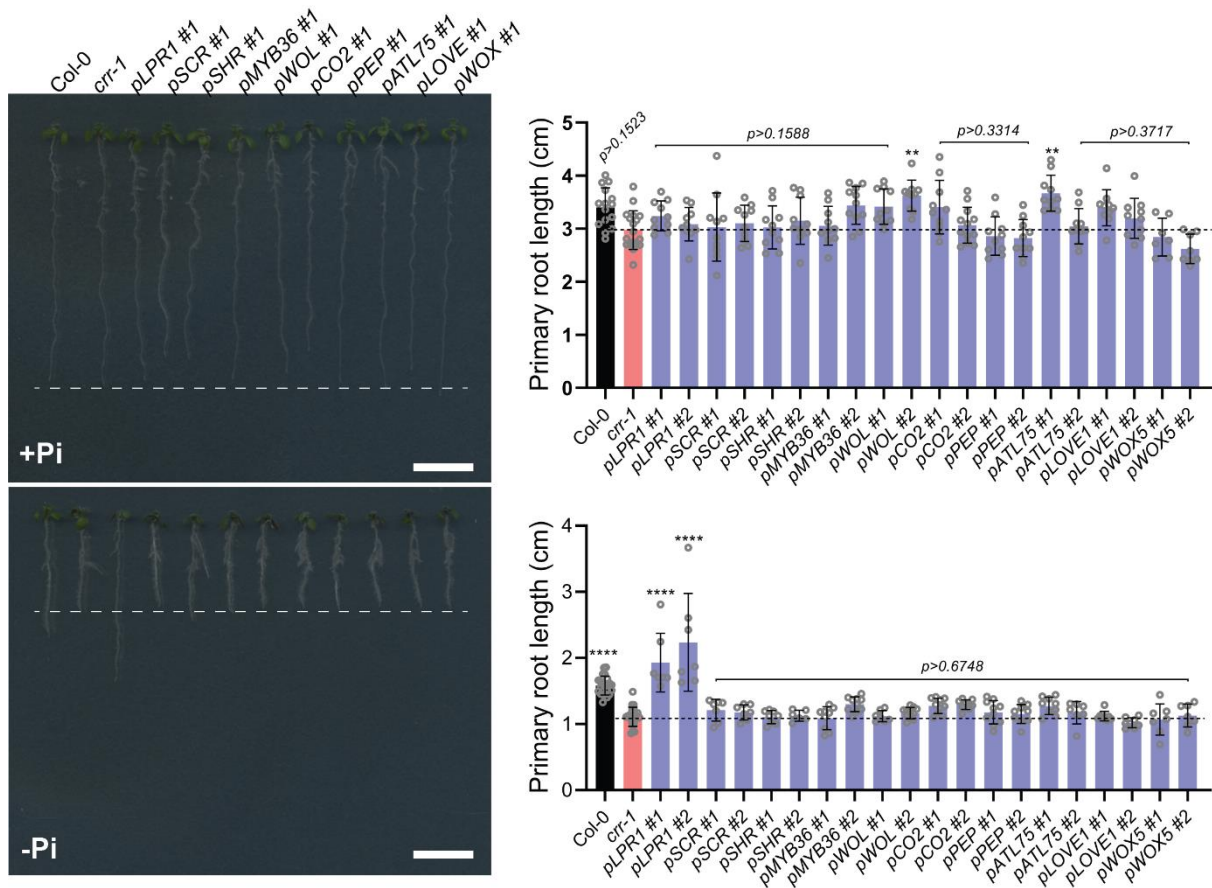

Supplementary Fig. 15 *CRR* expression driven by *LPR1* promoter complements *crr* mutant phenotype.

Root phenotype and root length quantification of Col-0, *crr-1*, and different *crr-1* mutant lines complemented with a CRR-GFP translational fusion under the control of the indicated promoters. Plants were grown for 7 days under plus (+Pi) or minus (-Pi) phosphate media and the root length of two independent lines showing the expected CRR-GFP expression pattern was quantified. The pictures show representative root phenotypes of one of the generated lines. Statistical analysis was performed using a One-way ANOVA followed by a Tukey's test. Significant differences against *crr-1* are indicated (**** $P < 0.0001$; *** $P < 0.001$; ** $P < 0.01$; * $P < 0.05$). Source data, including n and p values, are provided as a Source Data file.

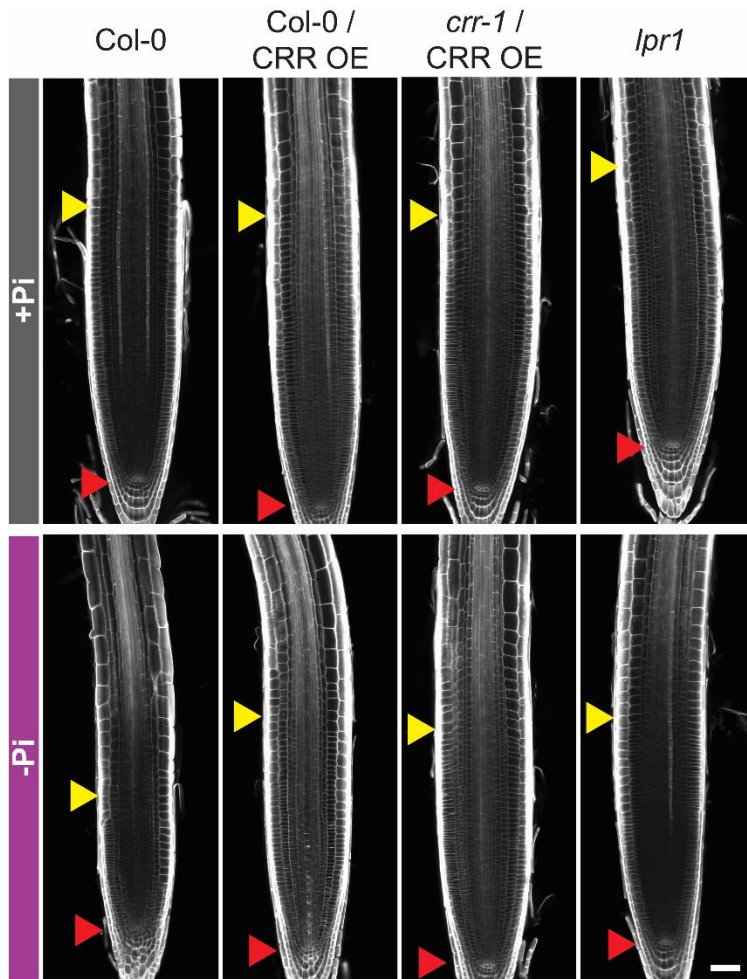

Supplementary Fig. 16 The root apical meristem of CRR OE lines is insensitive to phosphate starvation.

Confocal microscopy images showing the size and morphology of the root apical meristem of Col-0, CRR over-expressing lines (CRR OE) in a Col-0 or *crr-1* mutant background and *lpr1* seedlings grown in plus (+Pi) or minus (-Pi) phosphate conditions. Cell walls were stained using Calcofluor white. The quiescent center and the end of the meristem are indicated by red and yellow triangles, respectively. Scale: 20 μ m.

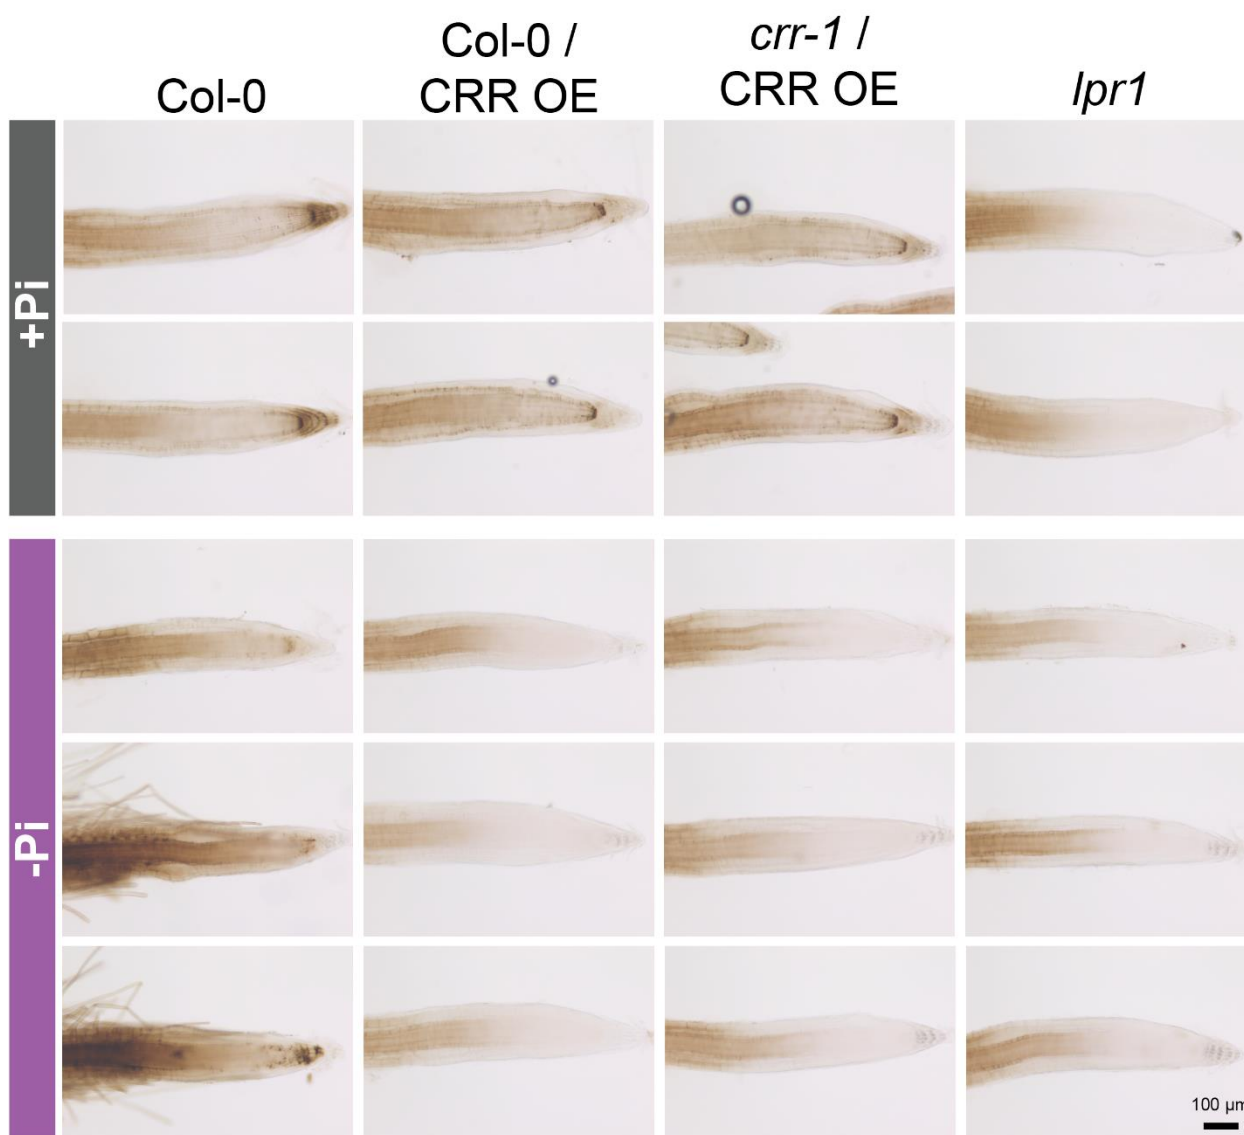

Supplementary Fig. 17 Perls-DAB staining of Col-0, *CRR* over-expressing lines, and *lpr1* root tips. Images showing the variability of iron detection in the root meristem of the indicated genotypes grown for 7 days under plus (+Pi) and minus (-Pi) conditions. Scale = 100 µm.

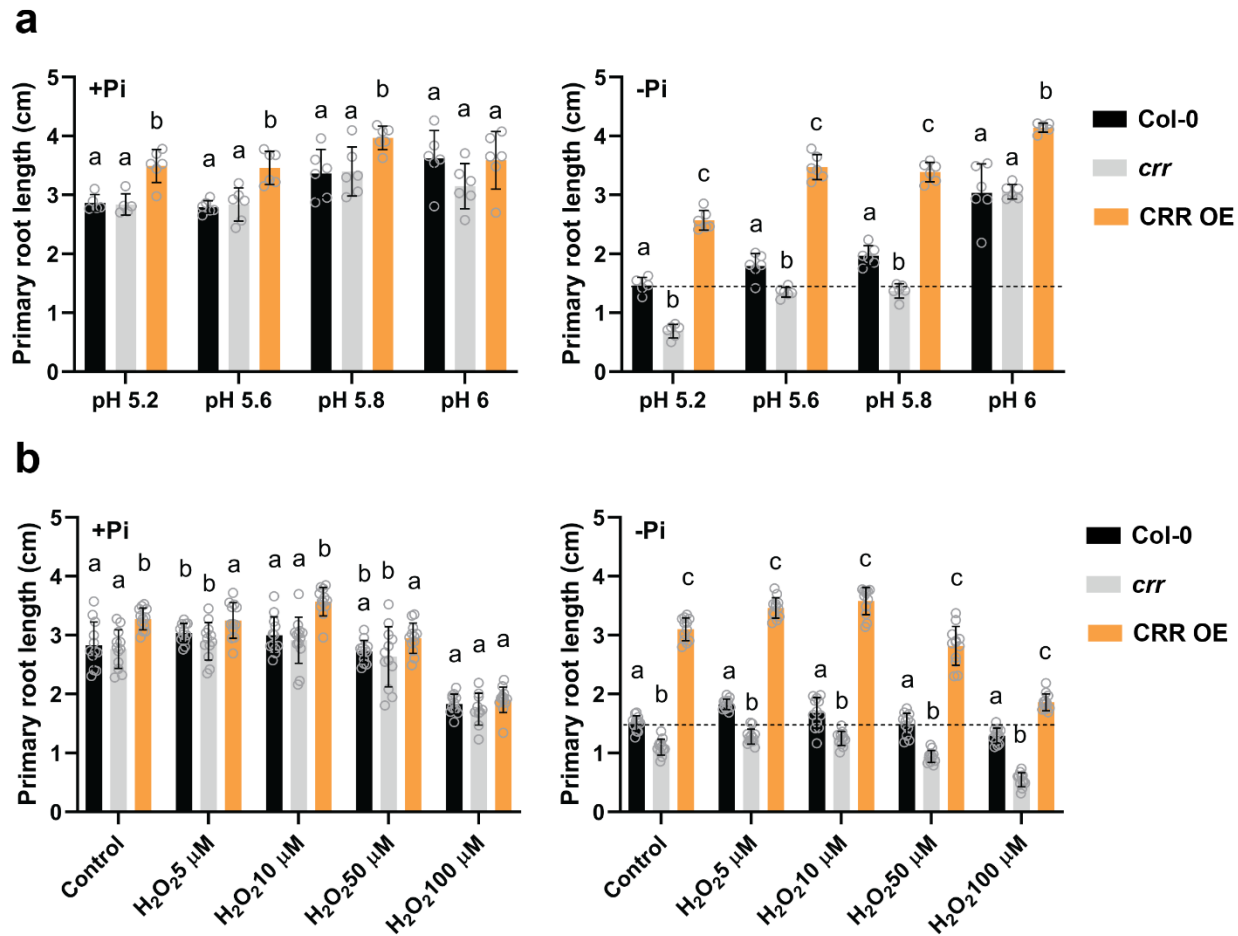

Supplementary Fig. 18 *crr* mutant phenotype is enhanced by low pH and hydrogen peroxide.

a, Primary root length of Col-0, *crr-1* and CRR OE of plants grown in plus (+Pi) or minus (-Pi) phosphate at different pH. **b**, Primary root length of the same Arabidopsis genotypes under increasing concentrations of hydrogen peroxide (H₂O₂). In (a) and (b) the data is represented as mean ± s.d. (sample size is shown by circles). A One-way ANOVA followed by a Tukey's multiple comparisons test was used to assess the statistical differences. Significant differences ($P < 0.05$) within each particular condition are indicated by different letters. Source data, including n and p values, are provided as a Source Data file.

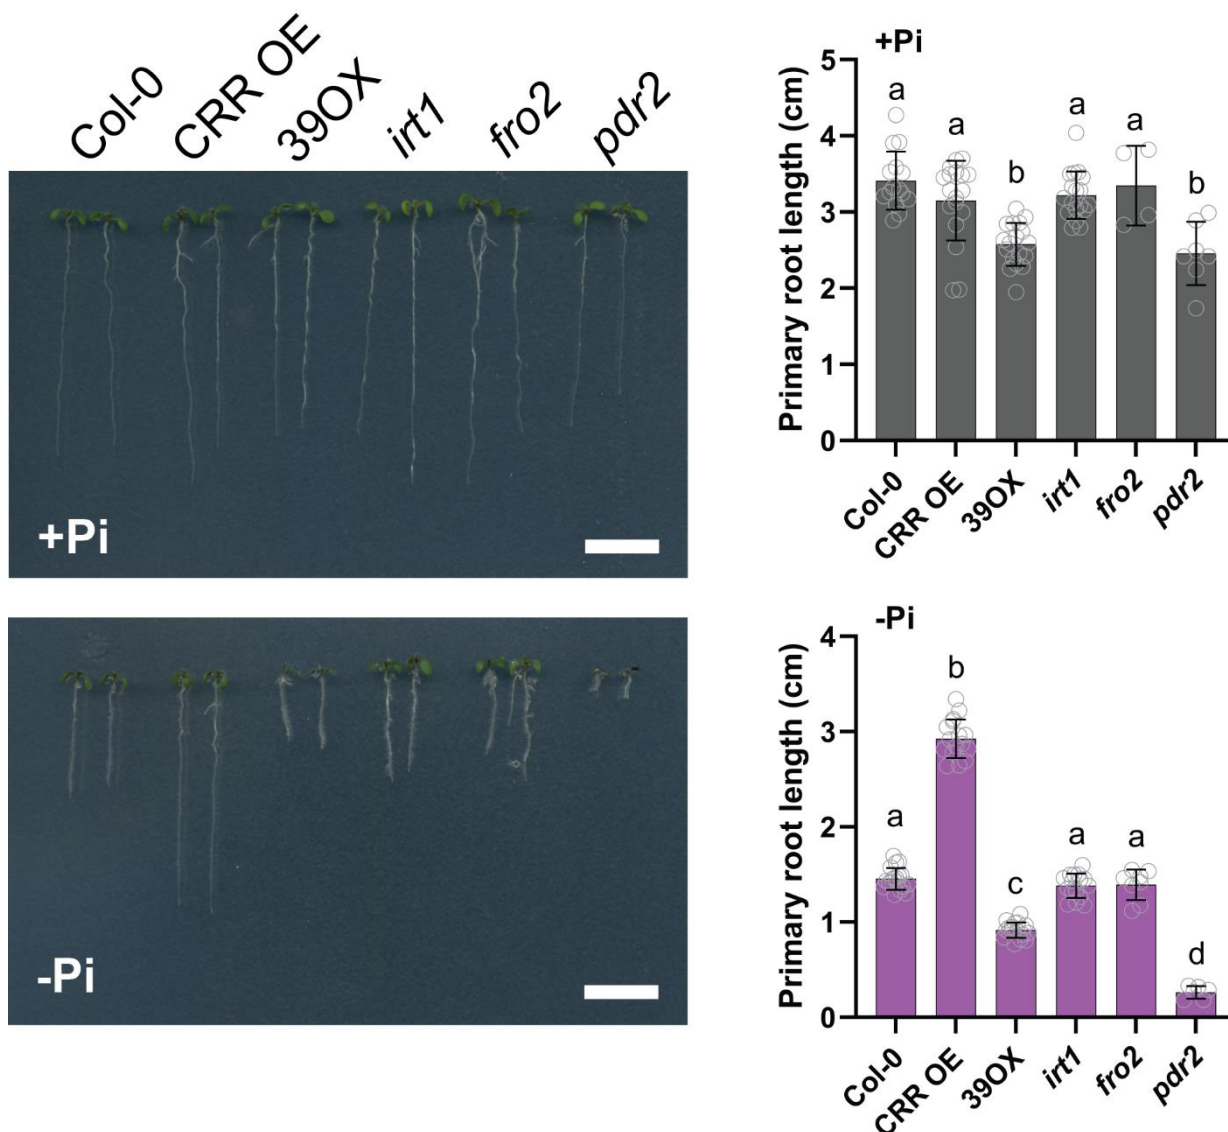

Supplementary Fig. 19 Primary root growth of the iron homeostasis mutants *irt1* and *fro2* under Pi deficiency are similar to Col-0.

Photographs showing Col-0, CRR OE, 390X, *irt1*, *fro2* and *pdr2* seedlings grown for 7 days under plus (+Pi) or minus (-P) phosphate conditions. Line 390X over-expresses the transcription factor bHLH39 and shows a strong increase in root ferric-reductase activity. Scale: 1 cm. Root length was quantified, and the statistical differences were assessed by a One-way ANOVA followed by a Tukey's test. Different letters indicate significant differences with a P-value < 0.05 and circles the sample size. Source data, including n and p values, are provided as a Source Data file.

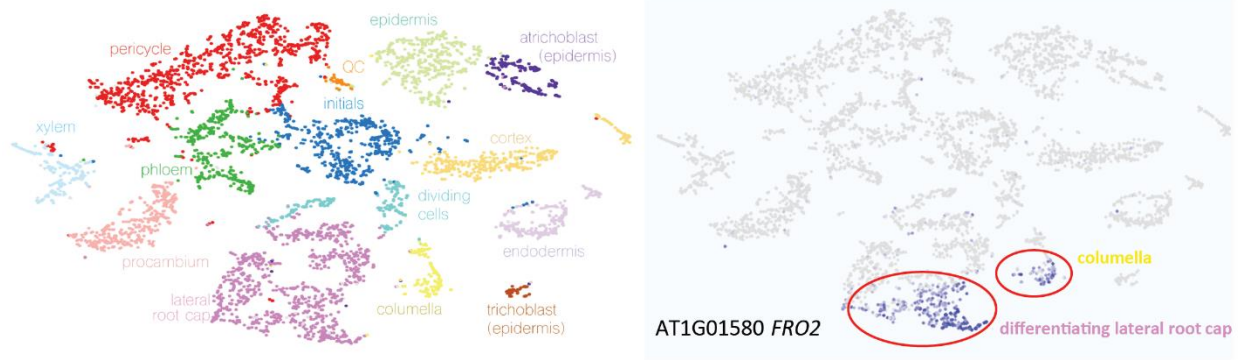

Supplementary Fig. 20 *FRO2* expression pattern in root tips.

Single-cell transcriptomic data from Arabidopsis root tips was retrieved from the Plant sc-Atlas (<https://bioit3.irc.ugent.be/plant-sc-atlas/>). The left panel shows a color-coded tSNE plot with the classification of sequenced cells into the different cell identities, and the right panel shows which cells express *FRO2*.

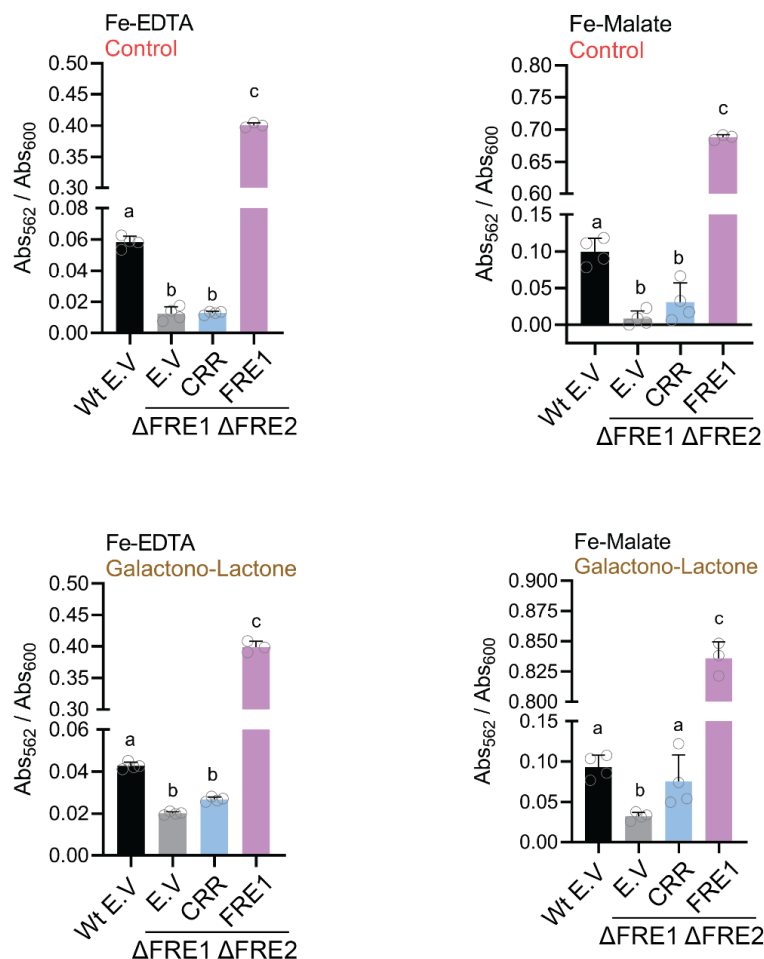

Supplementary Fig. 21 Ferrireductase assay in yeast using Fe(III)-EDTA and Fe(III)-Malate as electron acceptors.

The *Saccharomyces cerevisiae* strain S288C or a mutant lacking the two main yeast ferric reductases FRE1 and FRE2 ($\Delta fre1 \Delta fre2$) were transformed with a plasmid driving the expression of *CRR* or *FRE1* under the control of the strong constitutive promotor *GPD*. The wild-type (WT) strain was transformed with an empty vector as a control (EV). All the strains were grown in synthetic defined (SD) media as control or SD supplemented with the ascorbate biosynthetic precursor galactono1,4-lactone. Either Fe(III)-EDTA or Fe(III)-Malate (both at 500 μ M) were used as electron acceptors and iron reduction was quantified using the ferrozine method. The production of Fe²⁺-ferrozine complexes were determined by reading the absorbance at 562 nm and normalized by cell concentration determined as the OD600. The statistical differences were analyzed using a one-way ANOVA followed by Tukey's multiple comparisons test. Different letters indicate significant differences with a P-value <0.05. Data are presented as means $\pm$ sd and the sample size is indicated by circles. Source data, including n and p values, are provided as a Source Data file.

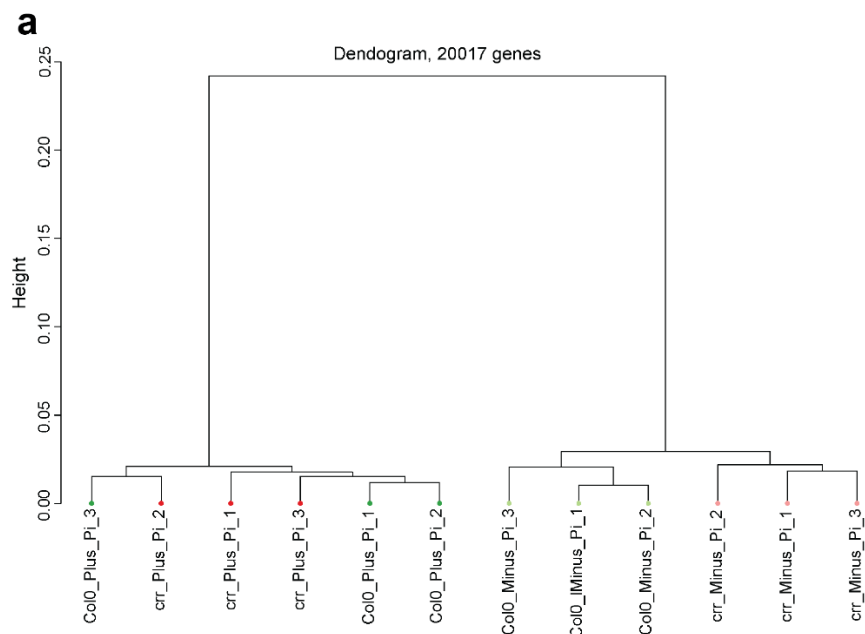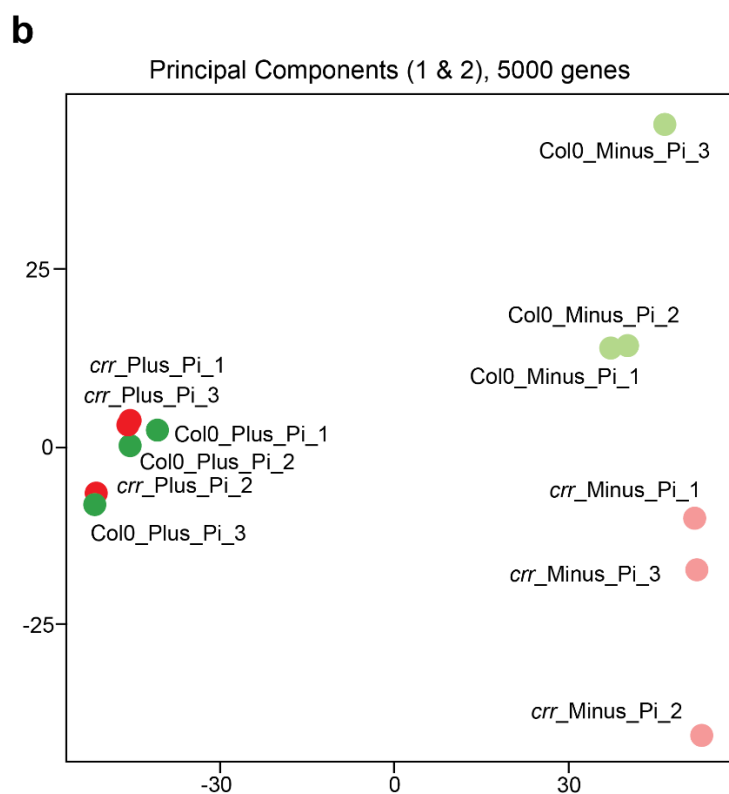

Supplementary Fig. 22 Quality control and principal component analysis of the Col-0 and *crr-1* RNA-seq samples used in the transcriptomic analysis.

a, Dendrogram showing the clustering of the 3 biological replicates used in the RNA-seq analysis. **b**, Principal component analysis (PCA) based on the expression of the most 5000 variable genes. The PCA shows that Col-0 and *crr-1* transcriptomes cluster together in plus phosphate (+Pi) conditions, while they diverge under minus phosphate (-Pi) conditions.

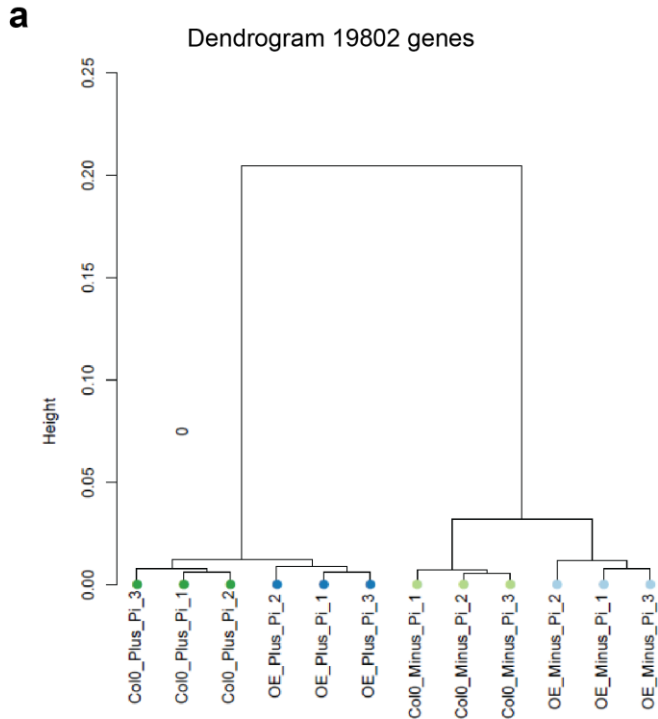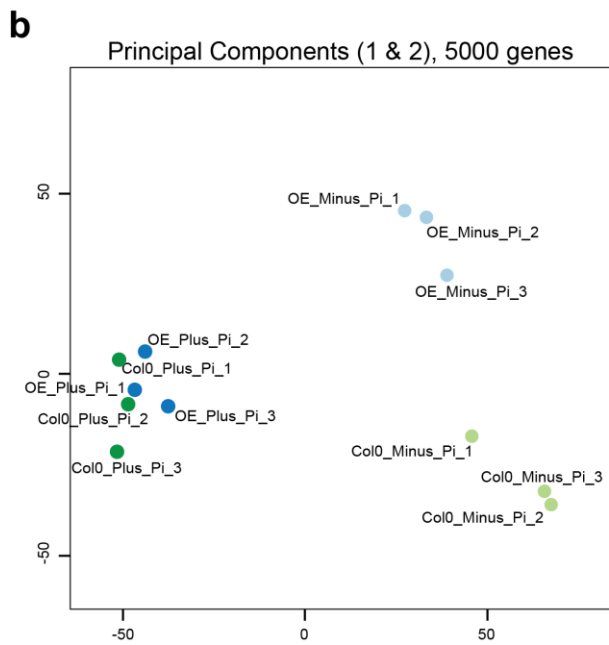

Supplementary Fig. 23 Quality control and principal component analysis of the Col-0 and CRR OE RNA-seq samples used in the transcriptomic analysis.

a, Dendrogram showing that in all conditions the 3 biological replicates used in the RNA-seq analysis cluster together. **b**, Principal component analysis (PCA) based on the expression of the most 5000 variable genes. 

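The groups can also be compared on the 5000 most variable genes of the 4 group means. The correlation distance between Col-0 and CRR OE was 0.0102 in +Pi and 0.0280 in –Pi over these genes. Between +Pi and –Pi it was 0.126 in Col-0 and 0.0902 in CRR OE. These distances rest on the authors' mean of each group and have no error.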

The PCA shows that Col-0 and CRR OE transcriptomes cluster together in plus phosphate (+Pi) conditions, while they diverge under minus phosphate (-Pi) conditions.

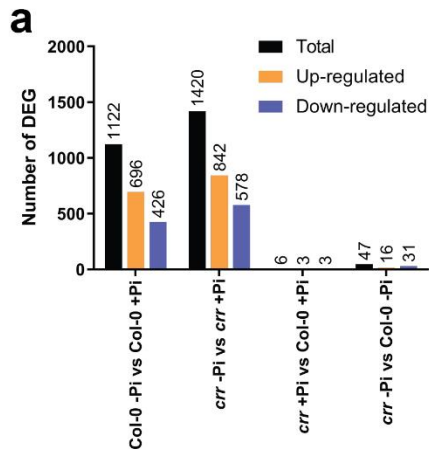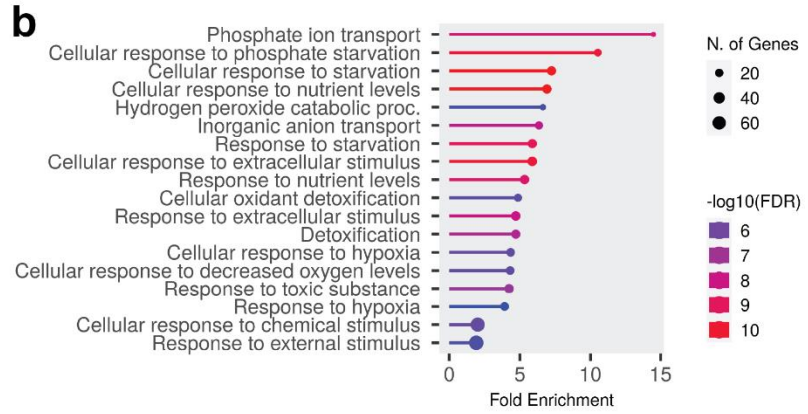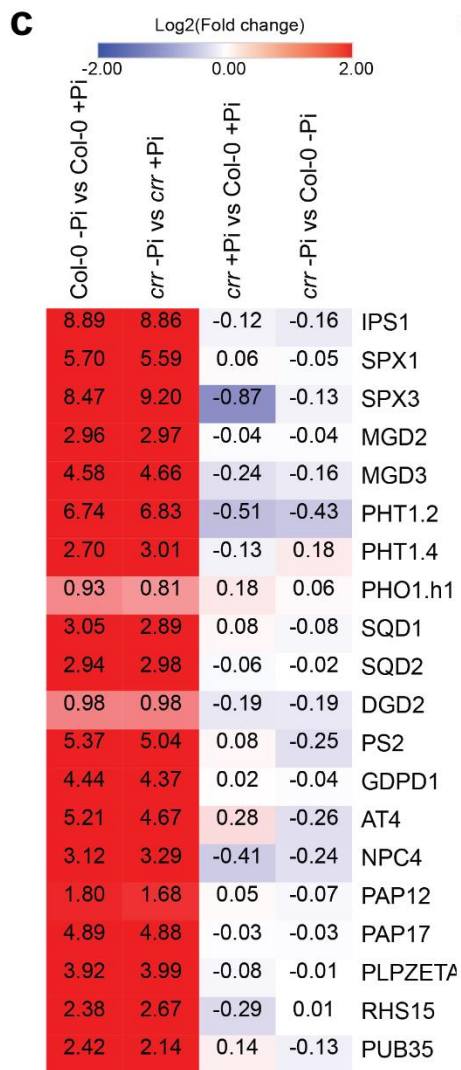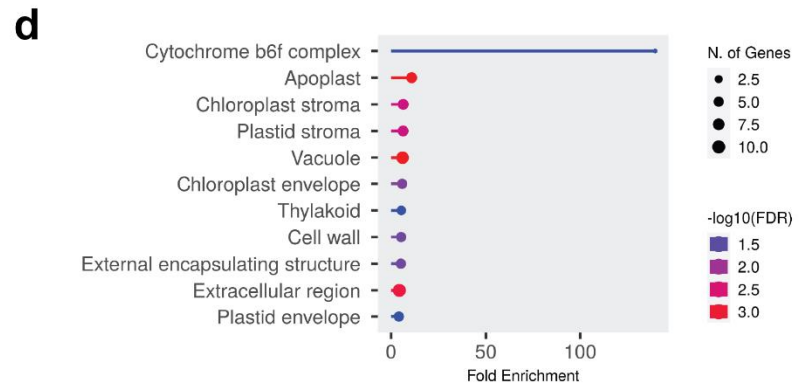

Supplementary Fig. 24 Analysis of the differential expressed genes between Col-0 and *crr-1* roots grown in +Pi and -Pi conditions.

a, Graph showing the total, up- and down-regulated number of differential expressed genes (DEG) found in the pairwise-comparisons indicated in the x-axis. **b**, Gene ontology (GO) enrichment analysis focused on molecular functions for DEG found the -Pi/+Pi treatments and shared by both Col-0 and *crr-1*. **c**, Heat map showing the expression pattern of canonical phosphate starvation responsive genes. Data is expressed as the log2 of the fold change. **d**, GO enrichment analysis focused on cellular compartment categories. The DEG found in the interaction between the genotype and treatment was used as input. In (b) and (d) The lollipop graph shows for each category the fold enrichment, the number of genes (N. of genes) and the -log10 of the fold discovery rate (FDR).

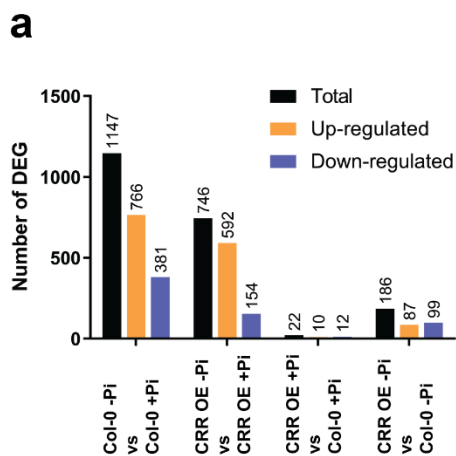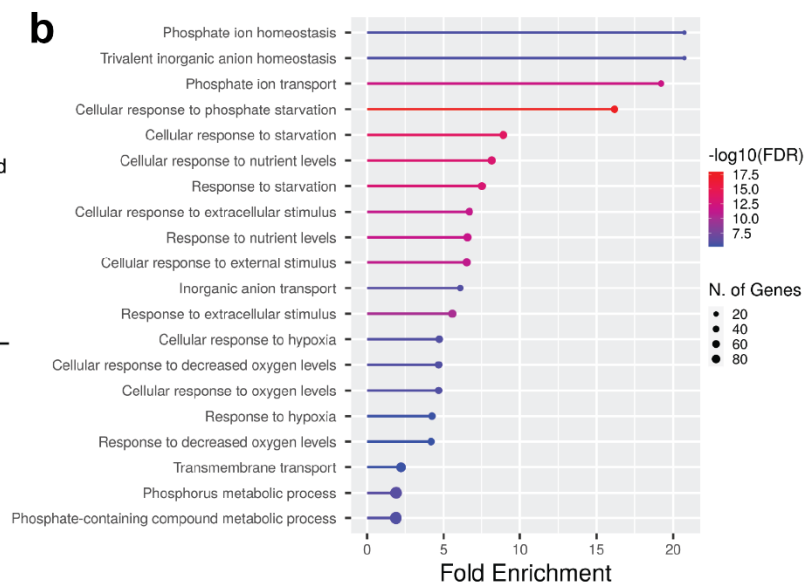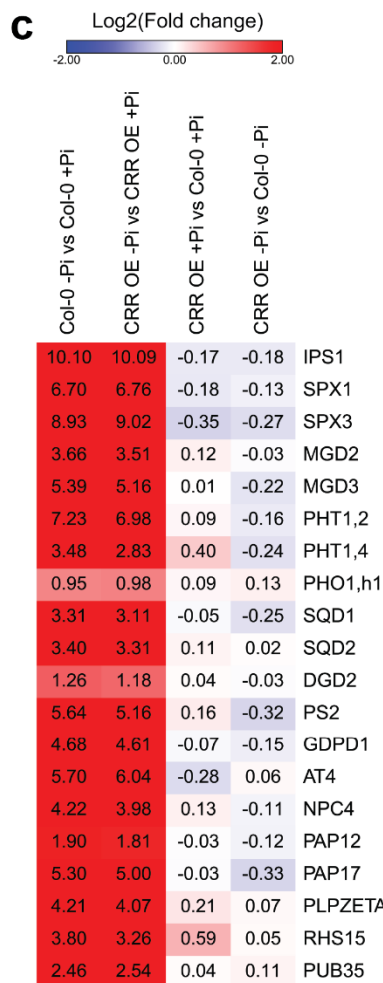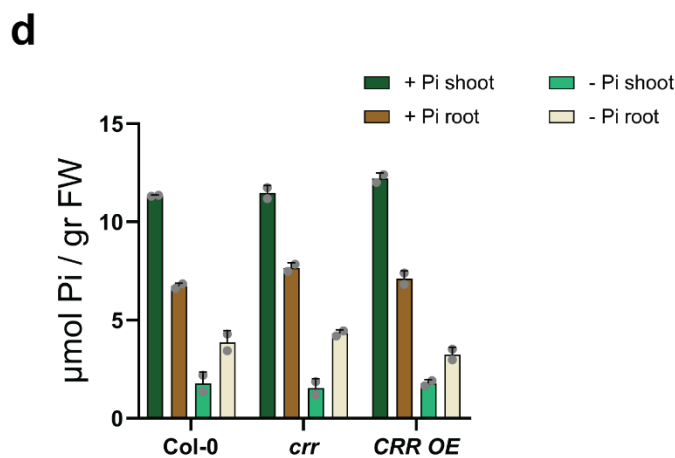

Supplementary Fig. 25 Analysis of the differential expressed genes between Col-0 and CRR OE roots grown in +Pi and -Pi conditions.

a, Graph showing the total, up- and down-regulated number of differential expressed genes (DEG) found in the pairwise-comparisons indicated in the x-axis. **b**, Gene ontology (GO) enrichment analysis focused on molecular functions for DEG found the -Pi/+Pi treatments and shared by both Col-0 and CRR OE. The lollipop graph shows for each category the fold enrichment, the number of genes (N. of genes) and the $-\log_{10}$ of the fold discovery rate (FDR). **c**, Heat map showing the expression pattern of canonical phosphate starvation responsive genes. Data is expressed as the $\log_2$ of the fold change. **d**, Inorganic phosphate quantification of Col-0, *crr-1*, and CRR OE roots and shoots from seedlings grown in plus (+Pi) or minus (-Pi) phosphate conditions. Data represented as mean $\pm$ s.d; n=2 in all cases. One-way ANOVAs analysis revealed no significant differences between the genotypes analyzed. Source data, including n and p values, are provided as a Source Data file.

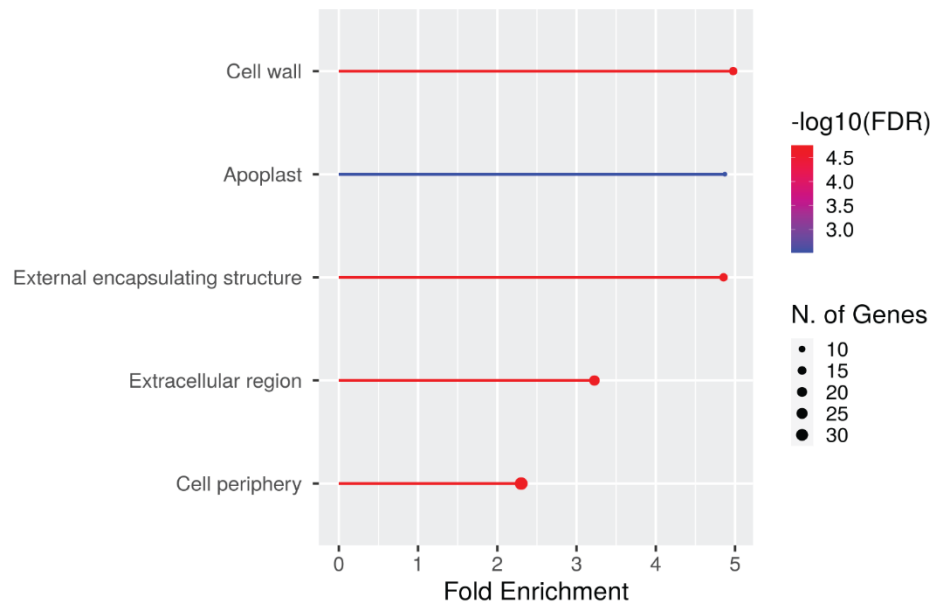

Supplementary Fig. 26 GO enrichment analysis of CRR OE differentially expressed genes (DEG), focused on cellular compartment categories.

The DEG found in the interaction between the genotype and treatment was used as input. The lollipop graph shows for each category the fold enrichment, the number of genes (N. of genes) and the -log10 of the FDR.

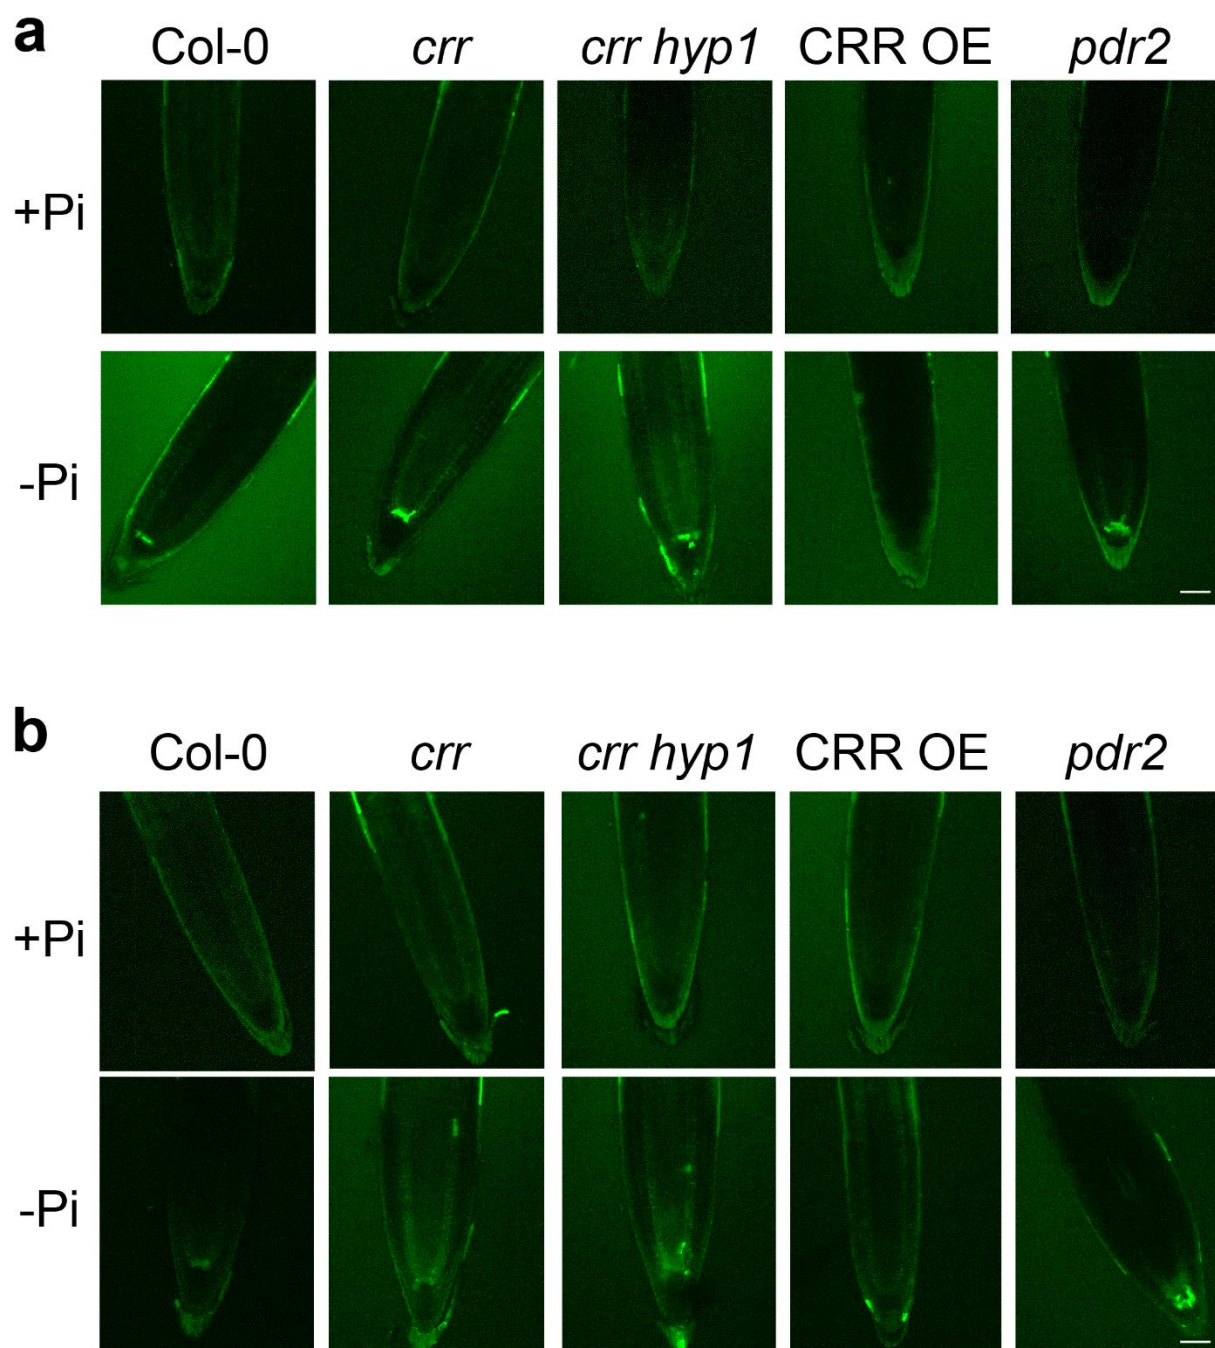

Supplementary Fig. 27 ROS production is enhanced in *crr-1* and *crr-1 hyp1* double mutant meristems under phosphate deficiency.

Confocal microscopy images showing ROS production in root tips of the indicated Arabidopsis genotypes. Plants were grown for 7 days under plus (+Pi) and minus (-Pi) phosphate conditions and roots were stained with the general ROS probe Carboxy-H₂DCFDA (excitation 488 nm). Two independent experiments are shown, with laser intensity set at 2% (a) and 1% (b). Scale: 50 μ M.

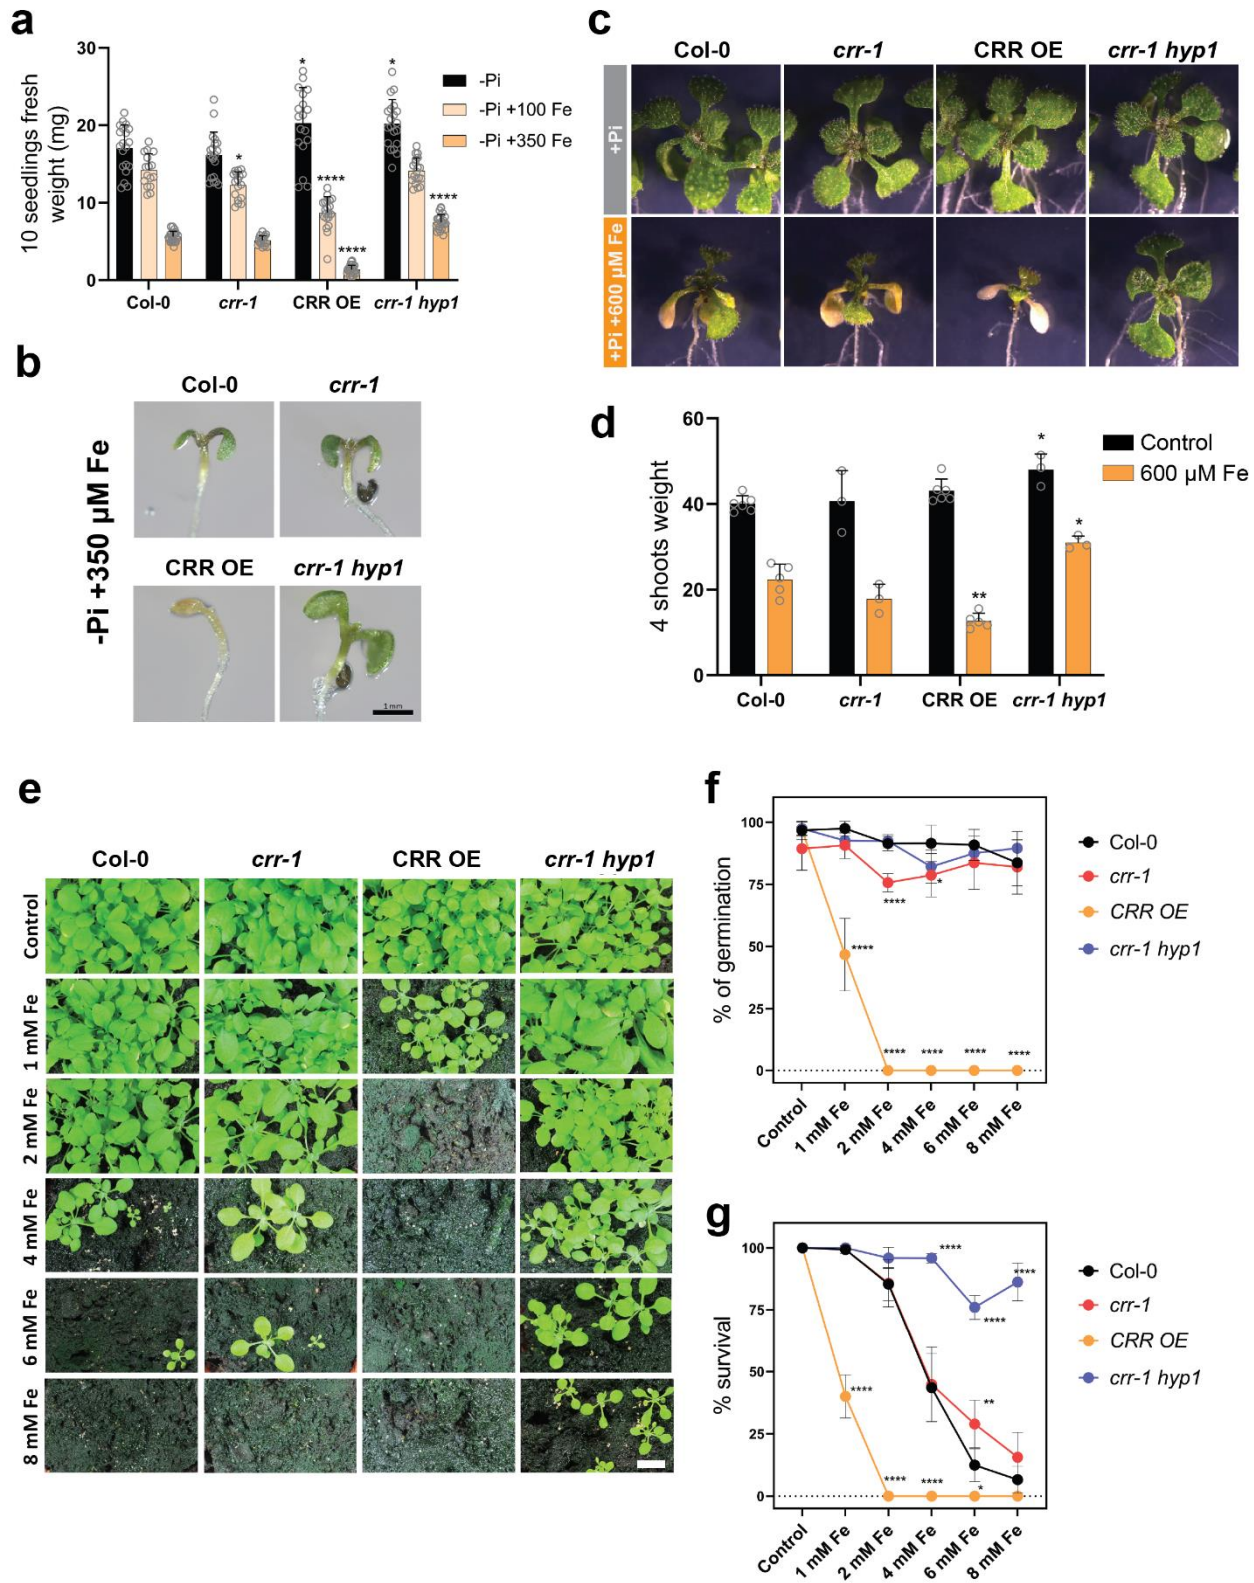

Supplementary Fig. 28 The CYBDOM proteins CRR and HYP1 are involved in iron toxicity tolerance.

a, Effect of iron toxicity under phosphate starvation conditions. Col-0, *crr-1*, CRR OE and *crr-1 hyp1* double mutant were grown in minus phosphate (-Pi) conditions with the addition of increasing amounts of Fe-EDTA. Seven days after germination the fresh weight of 10 seedlings was recorded. **b**, Representative images showing the shoot phenotypes of seedlings grown in -Pi and 350 μ M of Fe-EDTA. **c**, Effect of high iron levels on 7 days old seedlings. Plants were grown for 7 days in +Pi and then transferred to plates containing either the same media as a control or additional iron (600 μ M Fe-EDTA). Four days after being transferred the shoots were photographed. **d**, Quantification of shoot biomass from the plants described in (c), expressed as the weight of 4 shoots (mg). In (a) and (d) data is represented as mean $\pm$ s.d (sample size is indicated by circles) and the statistical differences were analyzed using a One-way ANOVA followed by a Tukey's multiple comparisons test. Significant differences against Col-0 are indicated (*** $P < 0.001$; ** $P < 0.01$; * $P < 0.05$). **e**, Effect of iron toxicity on plants grown in soil. Seeds were sown in soil watered with tap water supplemented with increasing concentrations of Fe-EDTA. After 15 days the pots were photographed. Scale: 1 cm. **f**, Percentage of seeds that germinated in five days after treatment. **g**, For the plants in (f) that had germinated by day 5, the percentage of plants that remained green and continued to develop for an additional 10 days was quantified. In (f) and (g), the data are the means $\pm$ sd (n=5). The statistical differences within each condition were analyzed using a one-way ANOVA followed by Tukey's multiple comparisons test. Significant differences from Col-0 are indicated (*** $P < 0.001$; ** $P < 0.01$; * $P < 0.05$). Source data, including n and p values, are provided as a Source Data file.

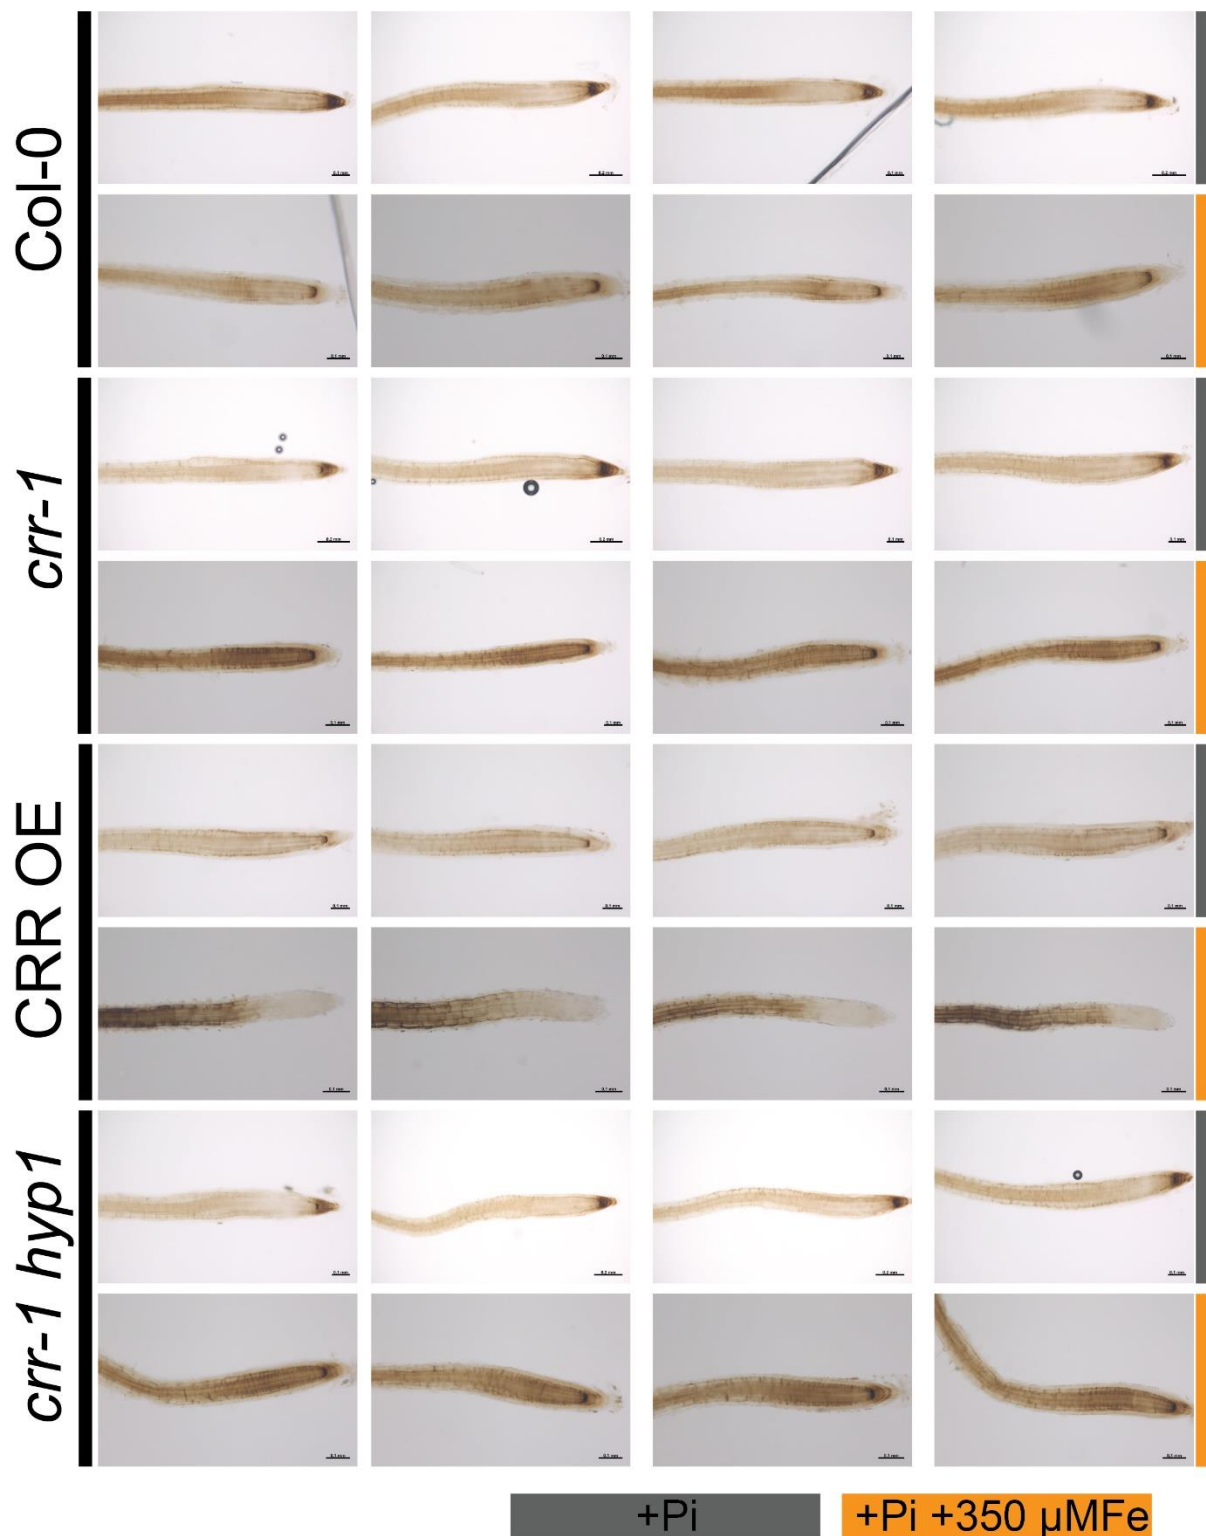

Supplementary Fig. 29 Perls-DAB staining of root tips under Fe stress.

Images showing Perls-DAB staining of root tips from plants grown for 7 days under plus (+Pi) phosphate conditions or under the same media supplemented with Fe(III)-EDTA (+Pi + 350 μM Fe). Scale: 0.1 mm.

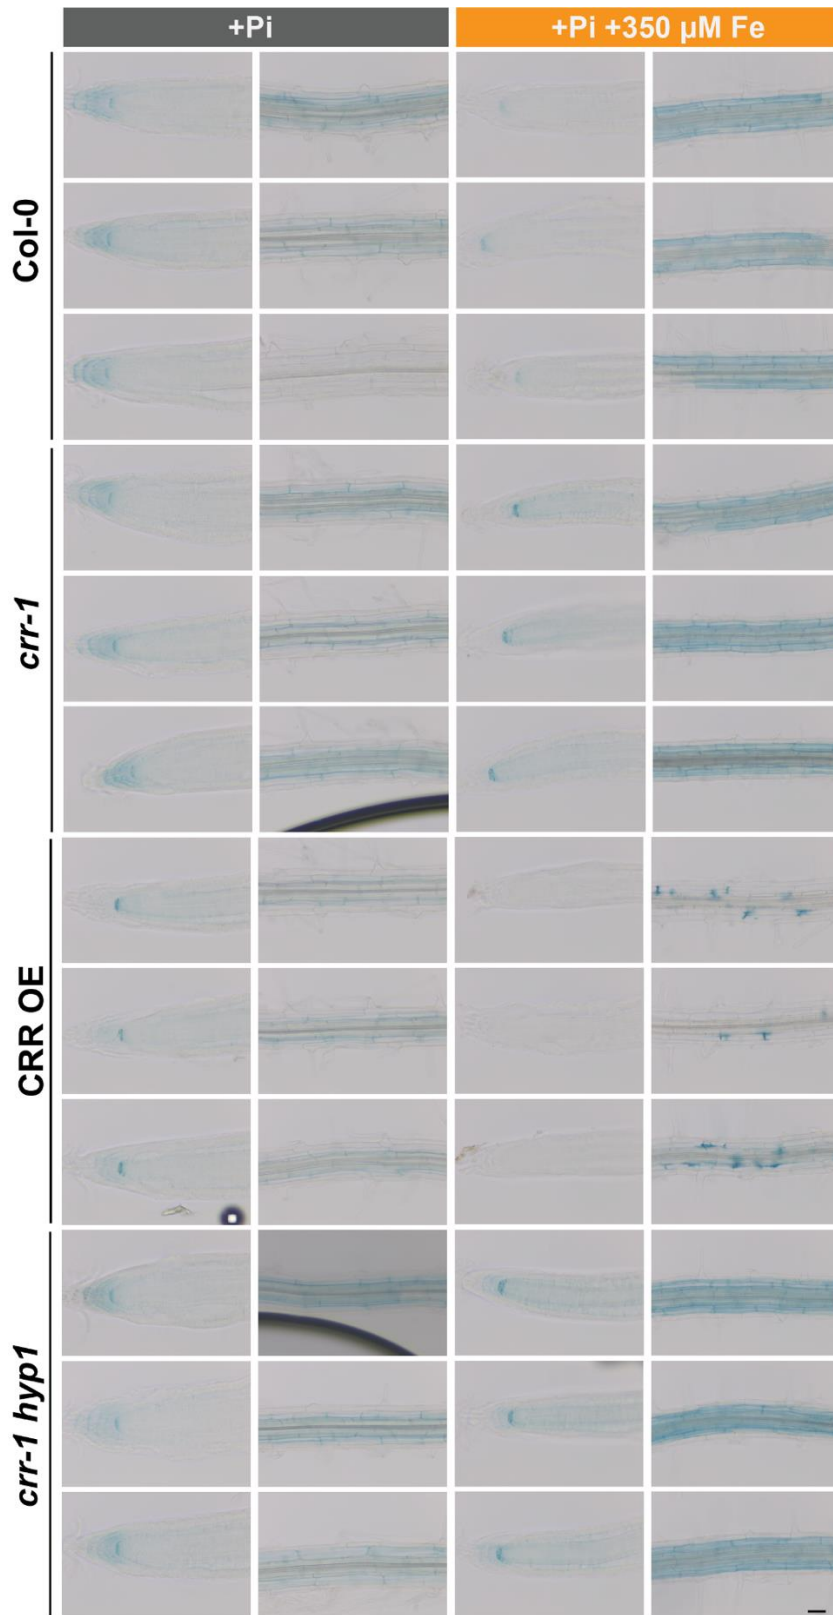

Supplementary Fig. 30 Perls staining of root tips under Fe stress.

Images showing Perls staining of root tips from plants grown for 7 days under plus (+Pi) phosphate conditions or under the same media supplemented with Fe(III)-EDTA (+Pi + 350 μ M Fe). Scale: 50 μ M.

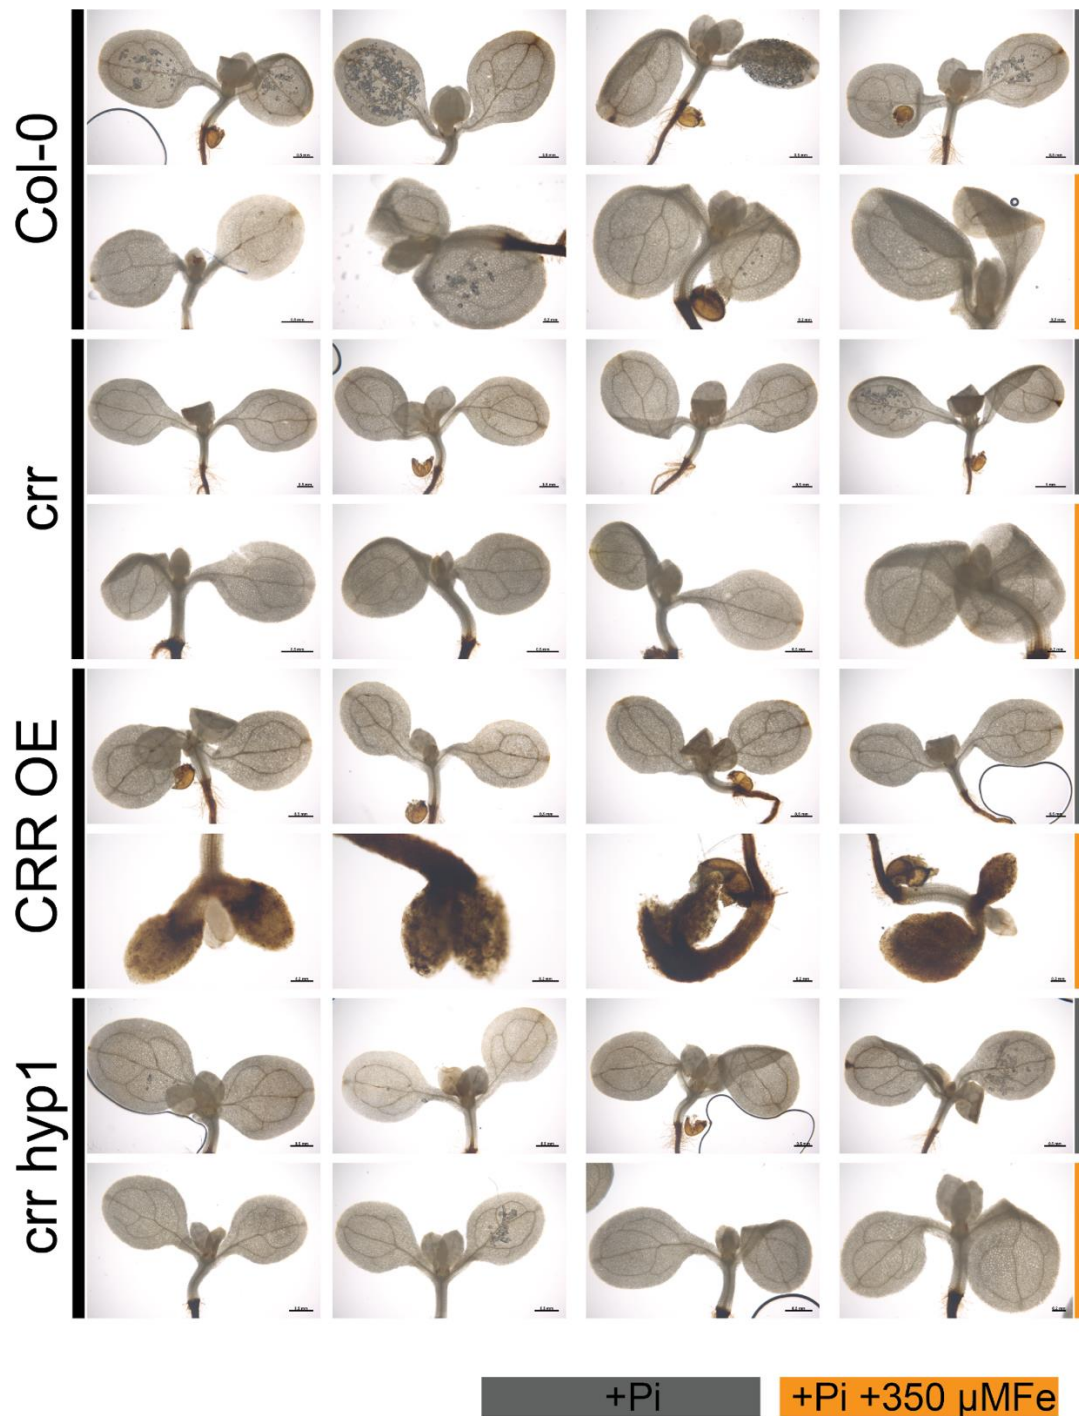

Supplementary Fig. 31 Perls-DAB staining of cotyledons under Fe stress.

Plants growing for 7 days under plus (+Pi) phosphate conditions or under the same media supplemented with Fe(III)-EDTA (+Pi + 350 μ M Fe), were subjected to Perls-DAB staining. Four representative images are shown per genotype and condition.

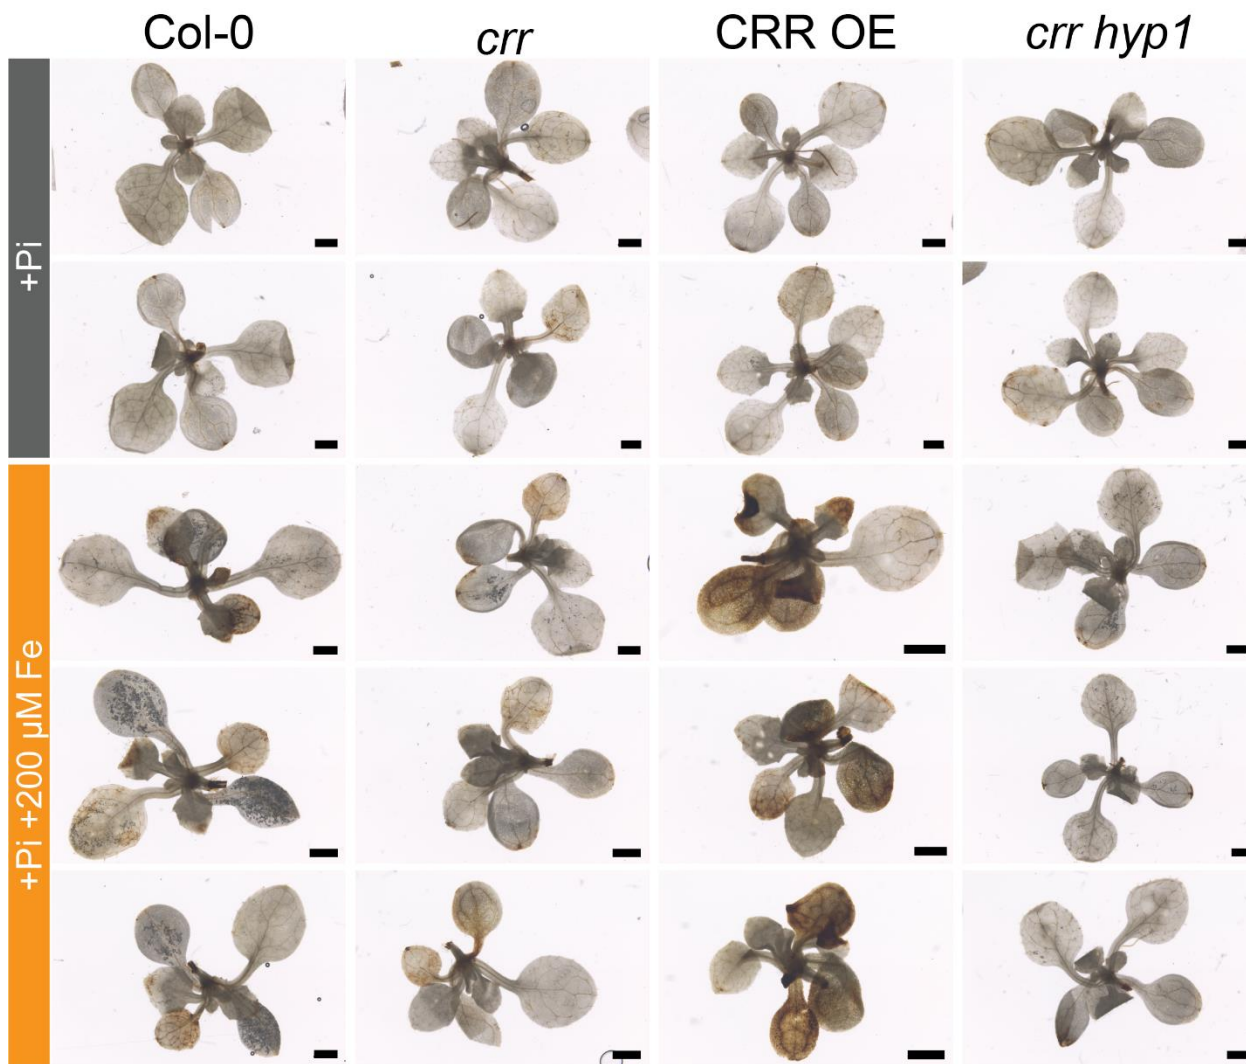

Supplementary Fig. 32 CRR OE line over-accumulates Fe in true leaves under iron stress.

Images show Perls-DAB staining of cotyledons and true leaves from *Arabidopsis* seedlings grown in control conditions (+Pi) or under iron stress. Col-0, *crr-1*, CRR OE, and *crr-1 hyp1* plants were grown either for 11 days in +Pi or +Pi +200 μ M Fe (a very mild iron stress). The scale bar represents 1 mm.

a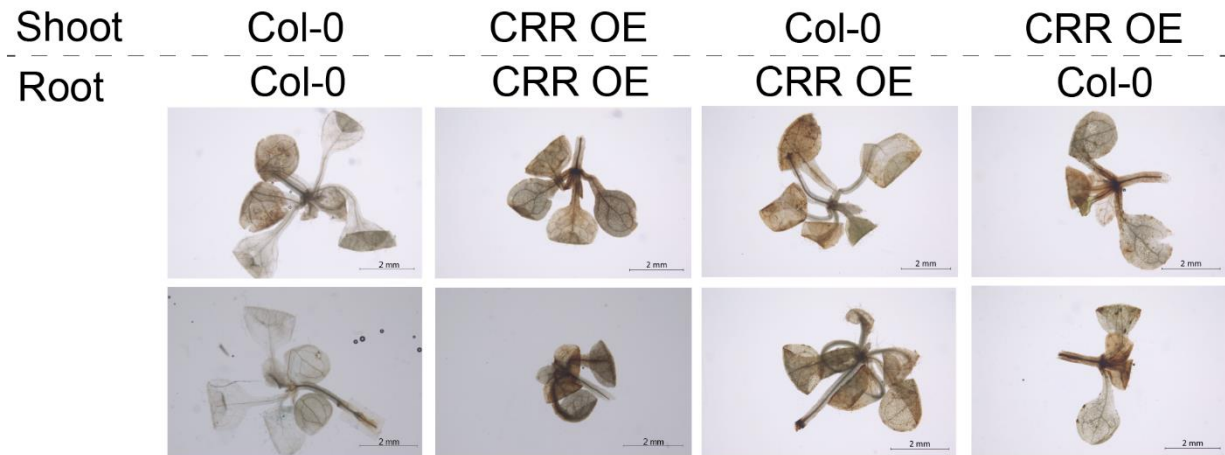**b**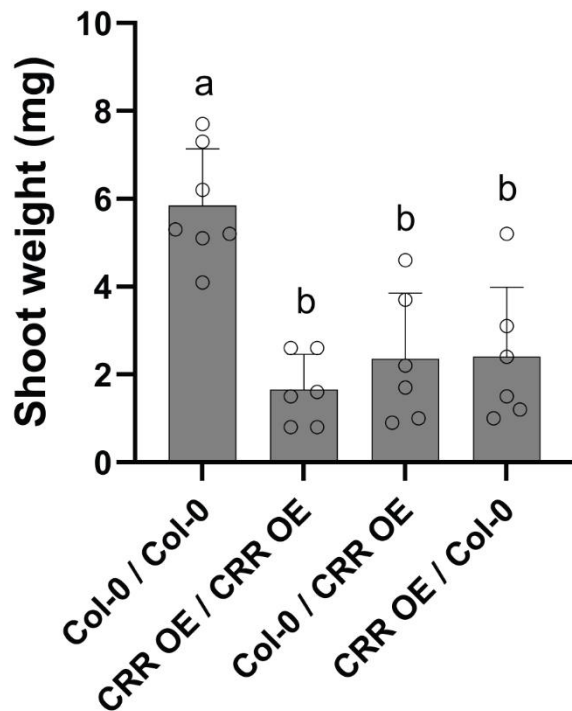

Supplementary Fig. 33 CRR over-expression in roots or shoots is sufficient to trigger iron hypersensitivity.

a, Homo- and hetero-grafts between Col-0 and CRR OE seedlings. Grafts were grown for 5 days on regeneration media and then transferred for 4 days to media containing high levels of iron (600 μ M FeEDTA) and a Perls-DAB staining was performed. **b**, Shoot weight of the seedlings shown in (a). Data is represented as mean $\pm$ S.D. Different letters indicate significant differences between samples according to a one-way ANOVA followed by a Tukey's test, $p \leq 0.05$. Source data, including n and p values, are provided as a Source Data file.

# Supplementary material for: A CYBDOM protein impacts iron homeostasis and primary root growth under phosphate deficiency in Arabidopsis
**Source:** Nat Commun. 2024 Jan 11;15:423. doi: 10.1038/s41467-023-43911-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1 | Proteomic data obtained from Col-0 (WT) and *cnx1cnx2* double mutant grown in plus (+Pi) and minus (-Pi) phosphate.

Supplementary Data 2 | Reads number per sample obtained for *crr* mutant and Col0 after RNA sequencing. For each sample is shown the number of reads obtained, the number of reads after filtration and the percentage that was mapped to Arabidopsis genome.

Supplementary Data 3 | Reads number per sample obtained for CRR OE and Col-0 after RNA sequencing. For each sample is shown the number of reads obtained, the number of reads after filtration and the percentage that was mapped to Arabidopsis genome.

Supplementary Data 4 | Normalized expression values of Arabidopsis Col-0 and *crr* genes obtained by RNA-seq. For each Arabidopsis gene it is indicated the gene identification number (Gene_ID) and the normalized expression value in each condition expressed as CPM (counts per million reads) log2 transformed.

Supplementary Data 5 | Differential expression testing of Arabidopsis Col-0 and *crr* genes obtained by RNA-seq. For each pairwise comparison it is shown the gene Id, the mean expression value in the indicated condition, the log2 of the fold change (logFC), the p-value and the adjusted p-value (adj.P.Val). A moderated t-test was used for each contrast and an F-test was used for the interaction. For each group of comparisons, the adjusted p-value is computed by the Benjamini–Hochberg method, controlling for the false discovery rate (FDR or adj.P.Val).

Supplementary Data 6 | Normalized expression values of Arabidopsis Col-0 and CRR OE genes obtained by RNA-seq. For each Arabidopsis gene it is indicated the gene identification number (Gene_ID) and the normalized expression value in each condition expressed as CPM (counts per million reads) log2 transformed.

Supplementary Data 7 | Differential expression testing of Arabidopsis Col-0 and CRR OE genes obtained by RNA-seq. 

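The authors' deposited tables of comparisons give, for each gene, a log2 fold change, a signed fold change, a p-value and an adjusted p, and for the interaction an F statistic and an adjusted p. The adjusted p-values of the 2 contrasts between the lines match a joint Benjamini-Hochberg adjustment of these contrasts, and those of the 2 contrasts between –Pi and +Pi match another, to within 7.84e-15. In each contrast between –Pi and +Pi, 10 cells of the log2 fold change hold a spreadsheet error, and these were replaced by the difference of the group means. At an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the authors' deposited table holds 1147 DEGs for –Pi against +Pi in Col-0 and 746 in CRR OE.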

For each pairwise comparison it is shown the gene Id, the mean expression value in the indicated condition, the log2 of the fold change (logFC), the p-value and the adjusted p-value (adj.P.Val). A moderated t-test was used for each contrast and an F-test was used for the interaction. For each group of comparisons, the adjusted p-value is computed by the Benjamini–Hochberg method, controlling for the false discovery rate (FDR or adj.P.Val).

Supplementary Data 8 | Primer list. Sequence and description of the primers used in this work.

# Supplementary material for: A CYBDOM protein impacts iron homeostasis and primary root growth under phosphate deficiency in Arabidopsis
**Source:** Nat Commun. 2024 Jan 11;15:423. doi: 10.1038/s41467-023-43911-x
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection

Data analysis

RNA seq analysis used the following publically available softwares: Cutadapt v. 1.8 (Martin, 2011), fastq_screen v. 0.11.1 (https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/), reaper v. 15-065 (Davis et al., 2013), STAR v. 2.5.3a (Dobin et al., 2013), htseq-count v. 0.9.1 (Anders et al., 2015), RSeQC v. 2.3.7 (Wang et al., 2012), the EdgeR package version 3.24.3 (Robinson et al., 2010). The analysis of confocal and bright field microscopy images was done with the ZEN 2 (blue edition) software from Zeiss and Fiji 2.9.0 (<https://imagej.net/software/fiji/>). Statistical analysis and graphs were generated with GraphPad Prism 9. Structural superimposition and structure-based sequence alignment were performed with Chimera v.1.14.122. Electrostatic surface potentials were calculated with the PyMOL Molecular Graphics System, Version 2.0 Schrödinger, LLC. Secondary structure elements representation and residue conservation were generated with ESPrpt server (<https://esprpt.ibcp.fr>) sgRNAs were designed using CRISPR-P V2 (<http://crispr.hzau.edu.cn/CRISPR2/>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data associated with all figures and tables is provided in the Source Data file as well as Supplementary Data files. The RNA seq datasets for crr-1 and CRR OE have been deposited at the Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/>) (GSE235511 and GSE215755), while the proteomic data from this work has been deposited at ProteomeXchange Consortium via the PRIDE partner repository (<http://www.ebi.ac.uk/pride>) with the dataset identifier PXD040981. Plant lines will be made available upon request to the corresponding author.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	Not applicable
Reporting on race, ethnicity, or other socially relevant groupings	Not applicable
Population characteristics	Not applicable
Recruitment	Not applicable
Ethics oversight	Not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculation was performed
Data exclusions	No data was excluded from analysis
Replication	All controls and samples in a single experiment were handled in parallel at the same time and conditions. In general, three or more biological replicates were performed in all experiments
Randomization	Samples from wild-type, mutants and transgenic plants were randomly collected for analysis. Petri dishes or pots where plants were grown, were randomly allocated in the growth chambers.
Blinding	Not relevant to this work

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☐	☒ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	The hyp1 mutant (At5g35735) was provided by Ricardo Fabiano Giehl (IPK, Gatersleben, Germany). The T-DNA insertion lines crr-1 (Salk_202530), crr-2 (Salkseq_039879.2), crr;h1 (Salk_016284, Salk_013527c), almt1 (Salk_009629) and lpr1 (Salk_016297) were obtained from the European Arabidopsis Stock Center (Nottingham, UK)
Novel plant genotypes	Novel plant genotypes were generated by Agrobacterium-mediated transformation and several independent lines were analyzed. All data reported was generated using T3 lines, with the exception of crr-1 complemented with cell type specific promoters, where T2 transgenic seeds selected by red fluorescence were used. CRR edited lines were generated using the CRISPR/CAS9 technology.
Authentication	T-DNA mutants were validated by PCR as described in the material and methods section section. CRISPR generated lines were analyzed by PCR amplification followed by sequencing. For CRR T-DNA mutants, transgenic lines generated in this study, and CRR-edited lines, at least two independent lines were analyzed

How the deposited data were processed for this re-analysis (not part of the article)

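RNA-seq was made from roots of Col-0 and CRR OE seedlings grown for 7 days in +Pi or –Pi, with 3 libraries of 60 pooled seedlings in each of the 4 groups. Total reads per library were 27276996 to 36574882 (median 31076687), and 23651803 to 31825579 (median 26816185) after purity filtering. The *crr-1* experiment was not analysed here, apart from the Col-0 means of its supplementary table, which were held only in part and served a single test.

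The authors trimmed reads with Cutadapt 1.8, aligned them to TAIR10.39 with STAR 2.5.3a, counted them with htseq-count 0.9.1, kept genes with at least 1 CPM in at least 1 library, scaled by TMM and computed log2 CPM with edgeR 3.24.3. They fitted limma-trend to all libraries in one linear model, with a moderated test for each contrast and an F test for the interaction. The submitters' processing notes also name RSEM 1.2.31 and R 3.5.3, and no value used here was found to come from RSEM. The authors' deposited values of expression are log2 CPM, 1 mean per group, for 19802 genes. The deposited comparison tables hold the log2 fold change, the authors' signed fold change on a linear scale, the p-value and adjusted p-value of each contrast, and for the interaction the authors' F score and adjusted p-value. The table held no column per library, so the results rest on group means and on the authors' tests.

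Log2 fold changes were recomputed as differences of the group means and matched the deposited ones. The standard error of each gene was recovered from its fold changes and p-values. This needs the total degrees of freedom of the model, which were found from the 4 contrasts together to be 15.0 (8 residual and 7.04 prior). The deposited p-values were adjusted by the Benjamini-Hochberg method over the 4 pairwise contrasts together and, for the interaction, alone. A DEG has an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The recovery of standard errors and the calls were tested on simulated data with 4 groups of 3 libraries, with 200 genes changed in CRR OE –Pi. All groups otherwise had the Col-0 +Pi means, so no –Pi response was simulated. The changed genes were drawn from those with such a mean above 0 log2 CPM. The shares called and the false calls therefore need not hold for the real contrasts. The standard error was recovered to a relative error of 5.77e-10. Of simulated changes between the lines in –Pi, 58% were called at a log2 change of 1 and 100% at 1.5, with 0 calls among 19602 unchanged genes. Of simulated interactions, 48% were called at 1, 98% at 1.5 and 100% at 2, with 1 call among 19602 unchanged genes.

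The median standard error of a pairwise log2 fold change was 0.09, and 0.35 for genes with a mean below 0 log2 CPM. The lowest value of the table, -4.71 log2 CPM, is the value of at least 1 group for 21 genes, and no fold is given against such a group. Gene names were blank in the table for 9374 genes, and 9373 were filled from a reference table of locus tags of TAIR10.1, whose coordinates are those of TAIR10. RTP1 of Fig. 4i was not matched to a gene by name.

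The comparisons were CRR OE against Col-0 in +Pi and in –Pi, –Pi against +Pi in Col-0 and in CRR OE, and the interaction of genotype and phosphate. Before the data were examined, 28 lists of genes were fixed: phosphate starvation genes shown by the study (20 genes) and others (17), genes induced by iron deficiency (30), iron storage and vacuolar iron transport (8), the ferric reductase oxidases (5), copper homeostasis (14), the root growth response to low Pi (12), mitosis (15), the stem cell niche (9), root hairs (10), the Casparian strip (10), the root cap (5), vascular tissue (8), nitrate (15), oxidative stress (11), reference genes (8), the genes of Fig. 4i (24) and Fig. 4j (9), class III peroxidases (57), cytochromes P450 (152), glutathione S-transferases (42), expansins (15), xyloglucan endotransglucosylases (25), pectinesterases (46), extensins and arabinogalactan proteins by the names EXT, LRX, AGP and FLA (48), cytochrome b561 and DOMON domain proteins (10), photosynthesis (41) and ribosomal proteins (237). Members are those found among the genes tested. The genes of Fig. 4i, Fig. 4j and Supplementary Fig. 25c were chosen by the study on these libraries. For each list the DEGs were counted with p-values adjusted over all genes and adjusted over the list alone, and limma's cameraPR compared the list with all other genes, adjusted over the lists within a comparison. The correlation between genes was preset to 0.01, and one estimated from the data could not take its place because that needs values per library, so 0.05 was tried as an alternative. Families named by gene name or description were tested for enrichment among the genes with a called interaction by one-sided Fisher's exact tests, adjusted over 20 tests. The overlap of the responses was counted beside the number expected for independent draws, and distances between groups were computed as 1 minus Pearson's r and as root mean square differences. The genes named in the text are *CRR*, the genes the paper names for these data, the 10 genes with the largest rise and the 10 with the largest fall in each comparison, and up to 4 members of each list with the largest changes. The values of the genes in the paper's figures had been seen when this rule was written.

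The alternatives tried were no fold threshold, a fold threshold of 1.5, an adjusted p under 0.01, adjustment within each contrast, a filter on genes with a low mean, 1 CPM added before the logarithm, fold changes centred on the median gene, p-values from the recovered standard errors, the 5000 most variable genes for distances, and a correlation of 0.05 for lists. The 1 CPM was added to each group mean, not to single libraries, and the adjusted p-values were kept, so calls changed only through the fold. The recovered standard errors derive from the deposited p-values, so p-values from them could only return the same counts. Adjustment over the 2 contrasts of a pair was added after the data were seen. Hypotheses were tested with further lists of sugar starvation and secondary wall genes, written after part of the results was seen. Sequences of 3 loci were compared with BLAST 2.17.0. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.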

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

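The tests of chance values of Col-0 and of a single factor for the whole response were chosen in their present form after the result was seen.

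The response to –Pi differed between CRR OE and Col-0 for 192 genes by the interaction test, 93 with a positive and 99 with a negative interaction, and most of them changed more in Col-0. Over the 12 called genes found in the Col-0 means of the separate *crr-1* experiment, held only in part in order of gene identifier, the slope of that Col-0's difference from CRR OE on this Col-0's difference from CRR OE was 0.960 (95% bootstrap interval 0.734 to 1.18), where simulated equal responses of the lines gave a median of 0.502 (0.251 to 0.740 in 95% of 2000 simulations). The slope itself lies above the simulated range, and for 10 of the 12 genes the separate Col-0 was closer to this Col-0 than to CRR OE. The lower end of the bootstrap interval still reaches into the simulated range, so chance values of the Col-0 libraries stay open for these genes. A weaker sensing of Pi starvation as a whole, one factor for every gene, would give equal slopes of the CRR OE response on the Col-0 response. The slope was 0.963 (0.934 to 0.991) over 29 phosphate starvation genes and 0.757 (0.727 to 0.787) over the 1103 other DEGs of Col-0. The difference was 0.206, where simulated equal responses gave slopes of 1.00 and 0.967. Among the other DEGs, those upregulated in Col-0 had a slope of 0.813 (0.779 to 0.843) and those downregulated 0.508 (0.462 to 0.551). Simulated equal responses gave 0.976 and 0.910 for these. The unequal slopes argue against a single factor for these sets of genes. Of the 29 phosphate starvation genes, 19 were shown by the study from these libraries, so their slope is not independent support. The simulations modelled equal responses, not a single factor. For the 1103 other DEGs, the slope of 0.757 (0.727 to 0.787) against 0.967 argues against independent noise of single genes as the whole source. The simulated noise was drawn for each gene on its own, so noise shared by many genes of a library stays open. Tissue make-up cannot be told apart either, because whole roots were sequenced and the paper reports shorter roots in –Pi for Col-0 only. A change of expression within cells stays a hypothesis beside these and the single transgenic line.

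AT1G64795 and AT1G75945, small genes on chromosome 1 that the paper does not discuss, stood out because their authors' means in CRR OE were far above the Col-0 groups: AT1G64795 had 4.1 log2 CPM in +Pi and 3.65 in –Pi against -4.15 and -3.56 in Col-0, and AT1G75945 had 2.67 and 2.46, with Col-0 listed at the lowest value. Reads shared with the CRR fusion or between these loci would need similar sequence, and the longest stretch at 95% identity between the 3 loci is 10 bases, which argues against it. A raised chromosome region around each gene would raise its neighbours, and the median log2 fold change of the 20 nearest tested genes was -0.0482 (range -0.44 to 1.19), with 0 of them called, which argues against it too. Sequence of the transgene vector or of an insertion that maps to these genes could not be tested on these tables, and it may be the source, as may a difference in these genes themselves.

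Genes whose difference between the responses is large by the interaction test, with a positive interaction on the log2 scale, were *AtGH9B17* (3.45), *TPS13* (3.02), AT5G59080 (2.82), AT4G11020 (2.64), AT4G37950 (2.56), *UMAMIT17* (2.49), *PEX3* (2.47), *UMAMIT20* (2.36), *GRXS11* (2.22) and *CYP78A6* (2.02). With a negative interaction stood *PER52* (-5.65), *CYP705A3* (-3.95), *BARS1* (-3.74), *ENDO2* (-3.49), AT2G43620 (-3.35), AT1G52700 (-2.95), *GLP5A* (-2.94), AT5G39150 (-2.90), *GAD4* (-2.70) and *PER59* (-2.55). Of the other genes of Fig. 4i and Fig. 4j, these had an interaction at an adjusted p under 0.05: *GSTF6* (-1.24), *PER8* (-1.32), *CYP96A8* (-1.40), *TRX7* (-1.08), *NIA1* (-1.52), *CYP94C1* (-1.12), *TRI* (-1.11), *GSTU4* (-1.04), *PER25* (-1.92), AT3G22550 (-1.13), *SAG21* (-1.19), *GSTF2* (-1.33), *PER37* (-1.03), *CYP705A2* (-1.02), *CYP702A5* (-1.04), *PER49* (-1.68), *PER53* (-1.48), *PER54* (-1.65), *FRO4* (-0.93), *FRO5* (-1.27) and *NAS2* (-1.46).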

How the results depend on the processing

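The adjustment over the 2 contrasts of a pair was chosen after the data were seen. With no fold threshold the DEGs numbered 298 for CRR OE against Col-0 in +Pi (193 higher and 105 lower, 64.8% higher against 48.4%), 1840 in –Pi (981 and 859), 4604 for –Pi against +Pi in Col-0 (2364 and 2240, 51.3% against 67.0%), 3152 in CRR OE (1710 and 1442, 54.3% against 79.4%) and 551 for the interaction, with 2255 shared between the responses of the lines and 930 list members called instead of 368. With a fold threshold of 1.5 they numbered 77 (58.4% higher), 630, 2291 (56.4% higher), 1423 (67.3% higher) and 393. With 1 CPM added before the logarithm they numbered 8 in +Pi (3 higher and 5 lower, 37.5% higher against 48.4%), 90 in –Pi, 723 for Col-0 (543 higher and 180 lower) and 119 for the interaction. At an adjusted p under 0.01 the +Pi count was 17 and the interaction count 107, and with adjustment within each contrast the +Pi count was 12 (8 higher and 4 lower). A wider threshold admits more genes by construction, and added CPM shrinks the folds of weakly expressed genes. The CPM was added to group means and the adjusted p-values were kept, so nothing was tested again on that scale. The ratio of the distances between the lines was 1.61 over the 5000 most variable genes and 1.54 without genes of low mean, against 1.56. *CRR* in –Pi against +Pi in Col-0 changed sign when centred on the median gene, to 0.0179 on the log2 scale, and was not a DEG in either case. P-values from the recovered standard errors gave the reported counts (31, 226, 1132, 734 and 192). This was fixed in advance, since those errors derive from the deposited p-values, so it shows no robustness. Centring had little to move, with the largest median, -0.02, for –Pi against +Pi in Col-0. The other totals under these alternatives stayed within 1.5 times those reported, as did those with adjustment over pairs (22, 186, 1147 and 746). By direction, counts of 3 such totals moved further: the downregulated DEGs of –Pi against +Pi in CRR OE numbered 72 instead of 151 with 1 CPM added, those of CRR OE against Col-0 in –Pi 80 instead of 121 without genes of low mean, and those shared by both responses 194 instead of 91 with a log2 fold change of at least 0.5 enough in the other line. Of 678 values of named genes, 51 lost their call with 1 CPM added and 627 kept their side of the threshold. Of the list tests, 19 lost their call with a correlation of 0.05, and with centring on the median gene each kept its side of the threshold. Of 20 family tests without a fold threshold, 18 kept their side, 1 was gained and 1 lost, and all 20 kept it without genes of low mean. No paired analysis was possible because the values are means of each group. For the same reason the alternatives without each replicate in turn, with a replicate block, with limma without trend, and with a count test such as edgeR or DESeq2 were not run, nor were other splits of the samples. Genes with a mean below 0 log2 CPM had a median standard error of 0.35, so their folds are less precise.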

Differences from the paper's values

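The adjustment over pairs of contrasts was chosen after the values were seen. Of the paper's values 80 were compared, 67 of them log2 fold changes of the 9 genes of Fig. 4j and the 20 genes of Supplementary Fig. 25c. None passed the margin set for a difference, which for a count was a ratio above 1.5 and for a log2 fold change a gap above 1 standard error. This margin is wide for counts: the 15 upregulated DEGs of CRR OE in +Pi are 1.5 times the paper's 10 and so lie at its edge. The log2 fold changes compared here are differences of the authors' own group means, so their match to the figures was largely fixed in advance. The values of Fig. 4i were not compared. The paper states no fold threshold in its text. With an absolute log2 fold change of at least 1 and adjustment over the 4 contrasts, the DEGs of CRR OE against Col-0 numbered 31 in +Pi and 226 in –Pi, where the paper's counts are 22 and 186. Adjustment over the 2 contrasts of the pair, chosen after the values were seen, gives 22 (10 higher and 12 lower) and 186 (87 higher and 99 lower), the paper's counts.

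The paper reports more upregulated than downregulated DEGs in the interaction, and 93 positive and 99 negative interactions were found, 192 against the paper's 190 (98 and 92). The authors' deposited adjusted p-values give the same 192 (93 and 99) at this threshold, so the gap lies between the paper's text and its deposited values. Fig. 4j frames *FRO8* and *IRT1* as DEGs between CRR OE and Col-0 in –Pi, and their adjusted p-values are 0.188 and 0.0608 (in the authors' deposited table 0.303 and 0.134). The paper describes *bHLH101* and *IRT1* as slightly upregulated in CRR OE, and neither passed the test in –Pi at the threshold of 1 or with no fold threshold (*bHLH101* 0.80, adjusted p = 0.0613; *IRT1* 1.24), while *FRO2* and *VTL2* did. The paper describes the –Pi change of *bHLH100* and of *FRO8* as attenuated in CRR OE, and the interaction test gave adjusted p-values of 0.134 and 0.254. The paper counts *FRO4* as a DEG in CRR OE, and it passed the test in –Pi with a log2 fold change of -0.79, below the threshold of 1.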

Other observations

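The clustering test and the lists of sugar starvation and secondary wall genes were chosen after part of the results was seen.

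The lists of vascular and of stem cell niche markers passed the test between CRR OE and Col-0 in –Pi, without a DEG. Of 8 phloem and xylem markers, 8 were positive in CRR OE against Col-0 in –Pi, with a median log2 fold change of 0.60 (limma's cameraPR, adjusted p = 2.24e-07) and none a DEG (6 at an unadjusted p under 0.05; 0 when adjusted over the list alone). The interaction of the list had a median of 0.43 (adjusted p = 1.63e-05), with 1 called positive and 0 called negative interactions (1 and 0 when adjusted over the list alone), and the called gene was *SUC2*, which encodes the sucrose transporter of the phloem, at 1.26 (standard error 0.23, adjusted p = 0.00840). The –Pi change of *SUC2* was -0.96 in this Col-0 and 0.29 in CRR OE. In the Col-0 of the separate *crr-1* experiment it was -0.05, closer to CRR OE. Regulators of the stem cell niche went the other way from the vascular list: 9 of 9 had a negative interaction, with a median of -0.31 (adjusted p = 0.000303) and no called gene (4 at an unadjusted p under 0.05), and a median of -0.31 in CRR OE against Col-0 in –Pi (adjusted p = 0.000429). *PLT3*, which encodes a transcription factor of the niche, had a log2 fold change of -0.48 (standard error 0.07, adjusted p = 0.000280) in –Pi, and *BRAVO*, a quiescent center regulator, -0.53 (standard error 0.10, adjusted p = 0.00236). For –Pi the paper reports a defined quiescent center in CRR OE and its loss in Col-0, with root growth of CRR OE insensitive to low Pi. Bulk RNA of whole roots does not separate lower expression in the niche from a smaller share of niche cells. Root hair markers rose in –Pi in both lines, with 5 higher and 0 lower DEGs (5 and 0 when adjusted over the list alone) among 10 in Col-0 (median 1.04, adjusted p = 7.47e-12) and 5 higher and 0 lower DEGs (5 and 0 when adjusted over the list alone) in CRR OE (median 1.15, adjusted p = 9.14e-13). Root cap markers were lower in CRR OE in +Pi by a median of -0.18, 5 of 5 negative (adjusted p = 0.0114), with no DEG (2 at an unadjusted p under 0.05). In –Pi the root cap list did not pass (median -0.28, 5 of 5 negative, adjusted p = 0.0571), nor did the root hair list (median 0.17, adjusted p = 0.544), which passed in +Pi (median 0.20, 8 of 10 positive, adjusted p = 0.00388, and adjusted p = 0.0223 with a correlation of 0.05) without a DEG (5 at an unadjusted p under 0.05).

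Genes of nitrate reduction were among those with a different response in CRR OE. The 15 genes of nitrate uptake, reduction and response held no DEG against Col-0 in +Pi (5 at an unadjusted p under 0.05), where 12 were positive with a median of 0.09 (cameraPR, adjusted p = 0.000286). They held 0 higher and 1 lower DEGs (0 and 1 when adjusted over the list alone) against Col-0 in –Pi (10 negative, median -0.23, cameraPR, adjusted p = 0.000106) and 0 called positive and 1 called negative interactions (0 and 1 when adjusted over the list alone) (median -0.28, 12 negative, adjusted p = 2.02e-09). The called gene was the nitrate reductase gene *NIA1*, with a log2 fold change of -1.07 (standard error 0.11, adjusted p = 5.07e-06) in –Pi and an interaction of -1.52 (standard error 0.15, adjusted p = 0.000146), and its paralog *NIA2* passed the test in –Pi with -0.45 (standard error 0.10, adjusted p = 0.00755). Both were higher in CRR OE in +Pi, with 0.46 (adjusted p = 0.0104) and 0.40 (adjusted p = 0.0180), so their negative interactions come in part from +Pi. The transporter genes *NRT2.1* and *NRT1.1* did not pass the test in –Pi, with 0.34 (adjusted p = 0.397) and 0.13 (adjusted p = 0.584). Nuclear photosynthesis genes were lower in –Pi in Col-0, where 41 genes held 0 higher and 6 lower DEGs (0 and 6 when adjusted over the list alone) with a median of -0.69 (cameraPR, adjusted p = 7.88e-06). In CRR OE they held 0 higher and 3 lower DEGs (0 and 3 when adjusted over the list alone) with a median of -0.35 (adjusted p = 0.00317, and adjusted p = 0.0580 with a correlation of 0.05), with an interaction median of 0.29 (adjusted p = 0.00138). Part of this interaction lies in +Pi, where 36 of the 41 were negative in CRR OE against Col-0, with a median of -0.16 (adjusted p = 0.000598, and adjusted p = 0.0275 with a correlation of 0.05) and no DEG (4 at an unadjusted p under 0.05); in –Pi the median was 0.11 (adjusted p = 0.305). Ribosomal protein genes, a list by name that includes plastid proteins, were slightly lower in CRR OE in +Pi, 226 of 237 negative with a median of -0.08 (adjusted p = 4.44e-12) and no DEG (11 at an unadjusted p under 0.05). Of 15 mitotic genes none was a DEG in any of the 5 comparisons, and in –Pi the median between the lines was -0.04 (adjusted p = 0.623; 4 at an unadjusted p under 0.05; 0 when adjusted over the list alone); in +Pi it was -0.05 (adjusted p = 0.0212, and adjusted p = 0.0827 with a correlation of 0.05). Of 10 Casparian strip genes none was a DEG between the lines in –Pi (1 at an unadjusted p under 0.05; median 0.07, adjusted p = 0.525). The 12 genes of the root growth response to low Pi held no DEG in –Pi between the lines (3 at an unadjusted p under 0.05; median -0.09, adjusted p = 0.301), and an interaction median of -0.17 (adjusted p = 0.0266, and adjusted p = 0.0798 with a correlation of 0.05). The 10 mitochondrial and 7 plastid genes in the table had medians of 0.47 and 0.63 in CRR OE against Col-0 in –Pi, with 1 DEG each.

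Several of the genes lower in CRR OE in +Pi are known to rise in darkness or sugar starvation, so a lower activity of that class as a whole was tested on 19 further members, whose values in this comparison had not been seen, although *DIN11* had been among the largest falls of CRR OE in –Pi. Their median log2 fold change in +Pi was -0.22, 18 of 19 were negative, none was a DEG, and cameraPR gave p = 4.82e-13 (p = 1.20e-08 with a correlation of 0.05). In –Pi against +Pi they fell in Col-0 by a median of -0.95 with 8 DEGs, and their interaction had a median of 0.64 with 8 called genes. In –Pi they were higher in CRR OE by a median of 0.36, while over all 25 members 15 were positive and 10 negative, with 1 higher and 3 lower DEGs. The 3 lower DEGs, *ASN1* (-2.34), *BCAT2* (-1.56) and AT1G21400 (-1.66), had prompted the list and stayed lower in both media, so the list did not turn as a whole. The values of +Pi are consistent with a shift of sugar or light related expression between the lines in that medium, and its cause was not tested. The paper's reporting summary states that the samples of an experiment were treated side by side under equal conditions, with dishes placed at random.

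The vascular markers suggested a wider change, so 28 secondary wall genes were tested as a list written after the vascular list was seen. In –Pi their median in CRR OE against Col-0 was 0.37, with 26 of 28 positive and 2 DEGs (cameraPR, p = 1.67e-10, and p = 2.62e-06 with a correlation of 0.05), and in +Pi p was 0.253. Of these, *FLA11* and *FLA12* are also members of the extensin and arabinogalactan protein list. The cell types behind the change may be either more numerous or more active, which bulk RNA does not separate.

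Of the genes changed in both media by CRR OE the same way, *CRR* left out, 14 were examined for clustering along the chromosomes, as around an insertion. *MAF4* and *MAF5*, tandem paralogs, formed the 1 pair within 100000 bases (permutation p = 0.161 from 10000 random draws of 14 genes), so clustering as around an insertion and chance cannot be told apart with so few genes. The rule first written for this test would have counted the value as against clustering, and it was changed after the value was seen.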
